# Rac1 Controls Both the Secretory Function of the Mammary Gland and Its Remodeling for Successive Gestations

**DOI:** 10.1016/j.devcel.2016.08.005

**Published:** 2016-09-12

**Authors:** Nasreen Akhtar, Weiping Li, Aleksander Mironov, Charles H. Streuli

**Keywords:** mammary, Rac1, lactation, ducts, involution, phagocytosis, inflammation, regeneration

## Abstract

An important feature of the mammary gland is its ability to undergo repeated morphological changes during each reproductive cycle with profound tissue expansion in pregnancy and regression in involution. However, the mechanisms that determine the tissue's cyclic regenerative capacity remain elusive. We have now discovered that Cre-Lox ablation of Rac1 in mammary epithelia causes gross enlargement of the epithelial tree and defective alveolar regeneration in a second pregnancy. Architectural defects arise because loss of Rac1 disrupts clearance in involution following the first lactation. We show that Rac1 is crucial for mammary alveolar epithelia to switch from secretion to a phagocytic mode and rapidly remove dying neighbors. Moreover, Rac1 restricts the extrusion of dying cells into the lumen, thus promoting their eradication by live phagocytic neighbors while within the epithelium. Without Rac1, residual milk and cell corpses flood the ductal network, causing gross dilation, chronic inflammation, and defective future regeneration.

## Highlights

• Rac1 is required for full secretory differentiation of the mammary gland
• Rac1 restricts apoptotic cell shedding into the lumen to limit inflammation
• Rac1 contributes to post-lactational tissue remodeling during involution
• Defective clearance of milk and dead cells in Rac1-null glands causes ductal bloating

## Introduction

The removal of surplus cells is crucial for tissue remodeling during development, and for the maintenance of organ homeostasis. One tissue that can assist in understanding the molecular basis of epithelial remodeling and tissue-specific function is the mammary gland. This tissue moderately proliferates and regresses with each menstrual cycle, but undergoes extreme expansion and regression during pregnancy, lactation, and involution. The regenerative capacity of the gland is demonstrated by its ability to undergo repeated rounds of morphogenesis in successive gestations. However, little is known about the factors that permit continued differentiation and regeneration in sequential reproductive cycles.

Involution occurs when the offspring stop suckling. It is characterized by a cessation of milk production followed by massive cell death of the secretory alveolar units, leaving the ductal tree behind (Atabai et al., 2007, Watson, 2006). While numerous studies have focused on the process of epithelial cell death, it is unclear how cell corpses are removed or how this influences subsequent tissue remodeling. The process of involution is tightly regulated in two stages (Lund et al., 1996). In the first 48 hr of mouse mammary involution, it is reversible. Here, distended secretory alveoli dedifferentiate and apoptosis becomes triggered, but re-suckling by pups can re-initiate lactation and prevent cell death. Subsequently, there is extensive cell death of the alveolar units, breakdown of the subtending basement membrane, and an influx of inflammatory phagocytes. In stage one, the numbers of professional phagocytes (macrophages) are insufficient to mediate the majority of cell clearance. So, mammary epithelial cells (MECs) switch to having a phagocytic role and clear the dead cells (Monks et al., 2005, Monks et al., 2008). However, the mechanism that determines this switch is not known.

Rho family GTPases control the engulfment of apoptotic cells (Hochreiter-Hufford and Ravichandran, 2013, Niedergang and Chavrier, 2005). In professional phagocytes, Rac1 is required for the cytoskeletal rearrangements that form the phagocytic cup around the target cell (Castellano et al., 2000, Miki et al., 1998). We therefore reasoned that this GTPase might have a crucial role in the epithelial cells of the involuting mammary gland. Rac1 controls the lactational differentiation of cultured MEC alveoli downstream of β1-integrin (Akhtar et al., 2009, Akhtar and Streuli, 2006, Naylor et al., 2005), and here we investigated the role of Rac1 in mammary epithelia at the genetic level. We have discovered that Rac1 dictates the secretory function of MECs during lactation, and then converts the cells to become phagocytic during the involution process. Rac1-dependent clearance of surplus milk and dead cells by mammary phagocytes is required for subsequent tissue remodeling, and for maintaining the regenerative and differentiation capacity of the mammary gland in future lactations. Our work has identified a new role for Rac1 in coordinating long-term epithelial morphogenesis and function in mammals.

## Results

### Perinatal Lethality of Pups Nursing on Rac1 Null Mammary Glands

To examine the role of Rac1 in mammary development in vivo, we generated *Rac1*^*fx/fx*^*:LSLYFP:WAPiCre* (*Rac1*^*−/−*^) conditional knockout mice to delete the Rac1 gene (Akhtar and Streuli, 2013). Cre recombinase was driven by the mammary-specific whey acidic protein promoter, which is activated at mid-pregnancy in luminal epithelial cells (Figure S1). Cre-negative *Rac1*^*fx/fx*^*:LSLYFP* mice were used as wild-type (WT) littermates. Most of the first litters (*Rac1*^*+/−*^ genotype) feeding on *Rac1*^*−/−*^ *transgenic* glands survived, albeit smaller in size. However, following the second gestation, all the litters died of malnourishment within 24 hr of birth, suggesting that *transgenic* dams were not able to nurse their pups (Figure 1A). Analysis of second-pregnancy glands revealed Rac1 gene deletion in *transgenics* by PCR, and loss of Rac1 in both alveoli and ducts, detected by expression of the YFP reporter gene (Figures 1B and 1C). This resulted in two major defects: impaired lobular alveolar development and gross enlargement of the mammary ducts (Figures 1D, 1E, and S2A). We named this the baobab phenotype, due to its morphological resemblance to the baobab tree. To confirm that baobab ducts were a result of Rac1 ablation and not adverse effects of Cre recombinase, we generated *WAPiCre*:*LSLYFP* mice with WT Rac1 alleles. Cre recombinase expression had no effects on ductal or alveolar morphogenesis in a second pregnancy (Figures S2B and S2C).

These data reveal key roles for Rac1 in regulating epithelial tissue fate decisions in the mammary gland. Without Rac1, the epithelia preferentially switch to forming enlarged ducts rather than alveoli.

### Failed Lactation in Rac1 Null Mammary Glands

To determine the possible cause of mortality in the pups feeding on *Rac1*^*−/−*^ dams, we investigated whether lactation was altered in mammary epithelia. Where small lobular alveolar units were present, Rac1 ablation had a severe effect on the synthesis and secretion of milk fat (Figures 2A–2C). Levels of the milk proteins β- and γ-casein were also markedly reduced in *Rac1*^*−/−*^ mammary alveoli, confirming that pups died from severe malnourishment (Figures 2D, 2E, and S3). Gene array studies revealed that, in the absence of Rac1, numerous gene sets encoding milk protein and fat synthesis were severely compromised, indicating that the alveolar secretory differentiation switch was defective (Tables S1 and S2).

One possible explanation for the lack of milk production is the reduced alveologenesis in second-pregnancy *transgenic* glands, which we investigated through several lines of enquiry. First in *transgenic* alveoli, there was reduced expression of Elf5 and Stat5 transcription factors (but not GATA3), which drive milk protein gene expression downstream of the prolactin signaling pathway (Figures 2F and 2G, Table S2). In addition, there was reduced Stat5a phosphorylation (Figures 2G–2I) and a concomitant loss in its nuclear translocation (Figures 2J and 2K), indicating a functional defect in the lactational signaling pathway. Examination of the proximal pathway components revealed a reduction in prolactin receptor expression (Figure 2L and Table S2). Second, we addressed the role of Rac1 in lactation directly, by disrupting its function after the milk-secreting alveolar units had formed. This was achieved within the first pregnancy because the WAPiCre promoter is activated following alveolar development (Figure S1). Here, the mammary ducts were not bloated, and this coincided with a lack of WAPiCre recombination in the ducts, indicating that they were still genetically WT in the first pregnancy (Figures S1 and S4A). However, *Rac1*^*−/−*^ alveoli had reduced lumen sizes in comparison with WT alveoli, suggesting a lack of secretory products (Figures 3A and 3B). The *transgenics* also had less milk lipids and proteins (Figures 3C–3G) with a concomitant decrease in nuclear Stat5a and Elf5 gene expression (Figures S4B–D). In most cases, however, sufficient quantities of milk products were produced to support the first litter (Figure 1A).

We functionally tested the ability of *Rac1*^*−/−*^ alveolar epithelium to synthesize β-casein when directly treated with lactogenic hormones. WT alveolar MECs form lactational acini ex vivo when embedded on a basement membrane matrix. However, when Rac1 was ablated in mammary epithelial alveolar cultures isolated from mid-pregnant *Rac1*^*fx/fx*^*;CreER* mice, the *Rac1*^*−/−*^ acini were compromised in milk protein synthesis (Figures 3H–3J). This confirms that the lactation defect observed in vivo is a direct consequence of Rac1 loss in the luminal MECs.

These data provide genetic evidence that Rac1 is necessary for the full lactational differentiation of mammary epithelia both in vivo and in a primary culture model.

### Tissue Remodeling Defects Cause Baobab Ducts

To determine the mechanism of ductal bloating in second pregnancy, we first examined the architecture of the epithelial cells in ducts. Histological analysis revealed that luminal epithelia were typically cuboidal shaped in WT glands. In contrast *Rac1*^*−/−*^ epithelia displayed a flattened squamous morphology, resembling myoepithelial cell architecture (Figure S5A). Mammary epithelia compartmentalize into luminal and basal (myoepithelial) cell lineages; we thus tested whether loss of Rac1 caused a lineage switch. Immunofluorescence staining with luminal and basal specific markers revealed that the flattened cells were a bilayer of both lineages positive for cytokeratin 8/18 (luminal cells), wheat germ agglutinin (luminal apical surface), and smooth muscle actin (myoepithelial cells; Figure S5B). Moreover, Rac1 loss did not affect apicobasal polarity and lineage tracing using the YFP reporter gene, which revealed that Rac1 ablation was confined to the luminal cells (Figures S5C and S5D). We functionally tested whether Rac1 controls cell height in MEC cultures from *Rac1*^*fx/fx*^*;CreER* mice. Rac1 ablation did not affect cell height in MEC acini (Figures S5E and S5F), suggesting that ductal cell flattening in vivo was likely a result of pressure exerted by the contents of the lumen.

Examination of ductal lumens showed the presence of milk products within *Rac1*^*−/−*^ ducts but not in WT ducts (Figures S5G and S5H), despite the reduced milk protein expression in these mice (Figures 2C–2E). This suggested possible defects in the clearance of milk from the previous gestation during post-lactational involution. Whole-mount analysis revealed that the baobab duct phenotype of *Rac1*^*−/−*^ *transgenics* had indeed developed prior to the second pregnancy (Figure 4A). They formed in early involution and were detectable 2 days after forced weaning of the first litter, concomitant with Rac1 ablation. The bloated ducts continued to persist 4 weeks later and into the second gestation (Figures 4B, 4C, 1D, and 1E). In contrast, *Cre*^*neg*^, WT littermates, and *Cre*^*pos*^*/Rac1*^*wt*^ ducts (*WAPiCre:LSLYFP* mice) were moderately bloated in early involution but completely recovered by 4 weeks post-lactational involution (Figures 4A–4C and S5I–S5K). Further examination revealed numerous cell corpses infiltrating the luminal spaces of *Rac1*^*−/−*^ glands, which was confirmed by cleaved caspase-3 staining (Figures 4D and 4E). These data suggested that loss of Rac1 might promote cell death. We thus functionally tested this in cells cultured from *Rac*^*fxfx*^*:CreER* mice. However, the loss of Rac1 only caused a small increase in cleaved caspase-3 expression (data not shown), and when cells were induced to die through a loss of adhesion, there was no difference in apoptotic cell numbers (Figures 4F and 4G).

These data indicate that the baobab duct phenotype arising from the loss of Rac1 is not a result of defective epithelial architecture. Rac1 deletion does not change luminal stem cell fate into a myoepithelial lineage, and there are no gross defects in apicobasal polarity. Moreover, the accumulation of dead cells in the lumens of *transgenic* glands is not due to increased apoptosis. We therefore reasoned that the baobab phenotype might arise through either increased shedding of dying cells and/or defective phagocytic clearance of cell corpses.

### Rac1 Restrains Shedding of Dying Cells from the Alveolar Epithelium

To identify a mechanism that explains cell corpse accumulation in the lumens of *Rac1*^*−/−*^ glands, we tested whether loss of Rac1 promoted MEC shedding. In comparison with WT glands, where dead cells were retained within vacuolar structures associated with the alveolar epithelium, the *Rac1*^*−/−*^ glands showed increased dead cell extrusion (Figures 5A and 5B). To test whether this occurred by modulating adhesion, we examined cell-cell and cell-matrix adhesions in cultured primary cells. Loss of Rac1 did not disrupt E-cadherin-mediated adhesion, indicating that altered cell-cell adhesion was an unlikely cause of increased cell extrusion (Figure 5C). In WT cells, there were numerous focal adhesions containing vinculin, paxillin, and focal adhesion kinase (FAK), with actin organized into radial bundles at the cell-ECM interface (Figures 5D, 5E, and S6A). Loss of Rac1 lowered the number of focal adhesions and reduced the organization of laminin and fibronectin (Figures 5D, 5E, S6B, and S6C). However, these cells were viable and remained attached to the ECM. A small number of focal adhesions retained the ability to initiate proximal signaling, because both FAK and paxillin were phosphorylated within adhesion complexes of *Rac1*^*−/−*^ cells (Figures S6D and S6E). On trypsin treatment, *Rac1*^*−/−*^ MECs detached considerably more readily than WT cells, and then failed to reattach to an ECM (Figure 5F).

Thus, Rac1 promotes MEC adhesion to the basement membrane, thereby limiting the extrusion of dying MECs from the alveolar epithelium. This proximity of cell corpses to the intact epithelium might allow easer recognition and removal by neighboring live MEC phagocytes. In contrast, without Rac1, the dying cells rapidly detach from the basement membrane, become spatially out of reach for removal by mammary phagocytes, and accumulate in luminal spaces.

### Rac1 Is Critical for the Engulfment of Dead Cells

The clearance of apoptotic cell corpses and residual milk during involution can be performed by MECs as well as by immune phagocytes. Ultrastructural studies on day 2 WT involuting glands revealed the presence of apoptotic bodies inside live MECs, suggesting that engulfment of dead cells had taken place. In contrast, there was no engulfment in the *Rac1*^*−/−*^ tissue. Instead, numerous necrotic cell corpses were present in the extracellular alveolar lumens (Figure 6A). We therefore tested the ability of Rac1 to mediate MEC phagocytosis of dead cells in culture. Apoptotic MECs, induced to die through suspension culture (labeled red), were added to live MEC monolayers (labeled green). Although WT MECs engulfed cell corpses in approximately 20% of cases, this number was reduced to 5% in the absence of Rac1 (Figure 6B). Internalized apoptotic bodies were detected by electron microscopy in viable WT MECs, but not in *Rac1*^*−/−*^ cells (Figure 6C). Thus, Rac1 is critical for the phagocytic activity of mammary epithelia.

In the WT alveolar epithelium, extensive macropinocytic activity was detected at the apical luminal surface (Figure 6D). Numerous membrane extensions formed loops containing milk proteins, suggesting that the milk was being captured from the lumen of WT alveoli (Figures 6D and 6E). Indeed, cell-associated milk in WT epithelium was detected by immunofluorescence staining with a β-casein antibody (Figure 6G). Phagocytic cups also engulfed larger milk fat globules from the lumen (Figure 6F). In contrast, *Rac1*^*−/−*^ tissues and cultured MECs completely lacked macropinocytic activity at the apical membrane (Figures 6D and 6H). Moreover, there was no evidence of milk components associated with the cells; instead, excess milk accumulated extracellularly within the luminal space (Figures 6D–6F).

Several lines of evidence suggest that the milk in involuting WT MECs is reabsorbed from the lumen. First, late pregnant tissue contained newly synthesized milk components that were secreted as smaller droplets bounded by a membrane. In comparison, the milk within involuting epithelia lacked an encapsulating membrane and was not present as discrete droplets (Figure S7A). Second, qPCR revealed virtually no new milk synthesis in involuting day 2 tissues, suggesting that milk in WT epithelia was likely engulfed from the lumen rather than newly synthesized (Figure S7B). Third, milk-engulfing macropinosomes were only detected in involuting tissue but not at the earlier secretory stage (Figure S7C). WT alveoli collapsed by involution day 4, concomitant with milk removal from the lumen (Figures 6I and 6J). In contrast, *Rac1*^*−/−*^ alveoli remained distended and engorged with both milk and dead cells in the lumen.

We thus tested the ability of Rac1 to engulf milk in MEC cultures. To assess this, we used fluorescent-conjugated milk protein (FITC-casein) and measured its uptake by macropinocytosis when added to MEC cultures. Inhibition of Rac1 activity reduced uptake of FITC-casein by over 5-fold in dextran-positive macropinosomes (Figures S7D and S7E), confirming that Rac1 is required for milk clearance by MECs.

The phagocytic activity of MECs involves upregulation of surface-engulfment receptors that recognize and bind dead cells (Monks et al., 2005, Stein et al., 2004). However, the molecular switches triggering this process are not known. 

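Gene expression was measured in mammary glands of 3 WT and 3 Rac1-/- mice at involution day 2, with RNA amplified by a kit for small amounts of low-quality RNA and hybridized to Affymetrix mouse GeneChip arrays, 1 array per mouse. Rac1 itself, on the Rac1 probe set with the highest mean, had log2 intensities of 9.31, 9.50 and 8.97 in the WT mice and 9.51, 9.01 and 9.84 in the Rac1-/- mice. On another bright probe set of Rac1 the values were 8.74, 9.00 and 9.89 in WT and 8.77, 8.34 and 8.14 in Rac1-/- glands. A dim probe set had a Rac1-/- value at the floor and is not compared. Rac1 was deleted in luminal epithelial cells, and the gland also holds stromal and myoepithelial cells with intact Rac1. The exons removed are not given in the sources used here, so whether these probe sets lie in the deleted part, and so check the labels, is not known. The authors deposited a linear intensity for each of 45101 probe sets, scaled on each array so that the mean without the top and bottom 2% of probe sets is 100. The median intensity was 40.6, 45.5 and 71.5 on the arrays of the WT mice Nas478, Nas483 and Nas484, and 56.0, 88.0 and 71.7 on those of the Rac1-/- mice Nas496, Nas497 and Nas518. The interquartile range of the log2 intensities ran from 1.23 in Nas497 to 2.85 in Nas478, and Nas484 and Nas497, 1 mouse of each group, lay apart from the other 4 on the first principal component, which held 44.3% of the variance. The log2 difference between the 3' and 5' control probe sets of actin, a measure of RNA quality, was 0.048, 0.033 and -0.17 on the WT arrays and -0.42, -1.24 and -0.30 on the Rac1-/- arrays in the same order, so every Rac1-/- array lay below every WT array. For Gapdh it was -0.037, 0.016 and 0.16, and -0.044, 0.18 and -0.058, and the groups overlapped. For the values given here the intensities were quantile normalized between arrays, set to at least 1 and taken to log2, and each of 18194 genes took the probe set with the highest mean among those that name only that gene. In limma, 0 genes were higher and 0 lower in Rac1-/- glands at an adjusted p under 0.05 (smallest adjusted p = 0.575), also with every other setting tried, and 405 were higher and 332 lower at an unadjusted p under 0.05, where chance alone gives 909.7. Single mice move these counts and their balance, to 218 higher and 185 lower without Nas478, and 245 and 204 without Nas483. They were 1166 and 376 without Nas484 (75.6% higher), 504 and 536 without Nas496, 208 and 412 without Nas497 (33.5% higher) and 312 and 248 without Nas518. With the arrays scaled to a common median instead, 400 were higher and 548 lower, which is 42.2% higher against 55.0%, and the median log2 fold change of all genes was -0.12 against 0.060, a shift of 0.18. Without normalization between arrays, a setting chosen after the data were seen, 648 were higher and 178 lower, or 78.5% higher, and that median was 0.35. The number of arrays limits the precision, and an exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1.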

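Of 29 receptors and bridging molecules of dead-cell engulfment, 12 had a lower and 17 a higher mean in Rac1-/- glands at involution day 2, and none of them passed limma's test. Cd36, a scavenger receptor that binds apoptotic cells and fatty acids, had a log2 intensity of 11.65 ± 0.14 (SD, n = 3) in WT and 10.12 ± 1.12 (SD, n = 3) in Rac1-/- glands. This is a log2 fold change of -1.52 (SE 0.60, adjusted p = 0.946 from limma), with every Rac1-/- mouse below every WT mouse. It was -0.96 without the mouse Nas497, -2.59 with values scaled to a common median and -0.29 with the actin 3' minus 5' difference as a covariate. Other probe sets of Cd36 gave -1.83 (SE 0.73), where the groups again did not overlap, and -1.09 (SE 0.62), where they did. Scarb1, another scavenger receptor, had a log2 fold change of -1.52 (SE 0.53), and its groups did not overlap either. Thbs1, a secreted bridging molecule, had 7.67 ± 0.20 (SD, n = 3) in WT and 9.22 ± 0.17 (SD, n = 3) in Rac1-/- glands, a log2 fold change of 1.55 that was 0.66 with values scaled to a common median. The log2 fold change was -1.06 (SE 0.62) for Mfge8, which links phosphatidylserine to integrins, and -0.95 (SE 0.53) for Cd14, with overlapping groups. Mfge8 was -0.65 without Nas483, -1.67 without Nas484 and -0.20 with the interquartile range as a covariate. Cd14 was -0.57 without Nas483, and with values scaled to a common median they were -2.13 and -2.02. Gas6, the ligand of Tyro3, Axl and Mertk, had a log2 fold change of 0.82 (SE 0.46), and Mertk had 0.38 (SE 0.44), or 0.20 without Nas483 and 0.64 without Nas484. The probe sets of Tyro3 differed, with a log2 fold change of -0.25 (SE 0.66) on the one with the highest mean, which was 0.45 without the mouse Nas518, -0.93 without Nas497 and -0.14 without Nas478, and of -1.92 (SE 0.49) on the other, where every Rac1-/- mouse lay below every WT mouse. For Axl it was 0.29 (SE 0.56), or -0.053 without Nas518, 0.082 without Nas496 and 0.91 without Nas497, and a dimmer probe set of Axl had a Rac1-/- value at the floor and is not compared. In all, 4 of the 29 genes had all Rac1-/- values above all WT values and 2 had all below, where chance gives 10% of genes. At an unadjusted p under 0.05, 1 gene was higher and 2 were lower, and 0 passed when adjusted over the list alone. The study picked Tyro3, Cd36, Cd14, Mfge8 and Axl on these samples, so their direction is not independent evidence. The median log2 fold change of the 29 genes was 0.31 and the mean 0.083 (camera adjusted p = 0.581, and adjusted p = 0.621 with an estimated correlation), with adjusted p between 0.427 and 0.987 over the alternatives. The median was 0.028 without the mouse Nas483, and it turned to -0.056 with values scaled to a common median, to -0.22 with the mean of all probe sets of a gene and to -0.028 with the actin 3' minus 5' difference as a covariate, a setting chosen after the data were seen. For the 24 genes that the study did not pick it was 0.50, with 16 above and 8 below 0 (camera adjusted p = 0.155), or 0.28 without Nas483 and -0.059 with the mean of all probe sets. This group passed only over genes above the median mean, at 0.44 (adjusted p = 0.0294, and from 0.0294 to 0.691 over the alternatives). Leaving out genes that were picked as lower on these samples favours higher values in the rest. The direction of this group is thus not independent evidence either. Macrophage markers had a median of 0.64 in the same glands (camera adjusted p = 0.00418, and 0.570 with an estimated correlation). That median was -0.080 at its lowest over the alternatives. A change per cell and a change in macrophage number cannot be told apart for these receptors in whole glands. The milk components of Table S1 also fell in these glands, with a median of -1.33. Whether the lower Cd36 and Mfge8 go with lower secretory expression was not tested. Of 32 genes of the phagocytosis and macropinocytosis machinery, 21 lay below and 11 above 0 with a median of -0.23 (camera adjusted p = 0.0591, and adjusted p = 0.570 with an estimated correlation). They passed under 7 of 22 alternatives, such as without the mouse Nas496 (-0.27), without Nas518 (-0.28) and with a common median (-0.87), with adjusted p from 0.000234 to 0.865. The median was -0.14 without Nas484, -0.034 (adjusted p = 0.865) without Nas497, -0.030 (adjusted p = 0.553) without the arrays of Nas484 and Nas497 and 0.42 (adjusted p = 0.115) with the actin difference as a covariate. Of these, Elmo1, an adaptor in the activation of Rac, had a log2 fold change of 1.56 (SE 0.54) and Arhgef6, an exchange factor for Rac, had -1.24 (SE 0.53), or -0.74 without Nas483, and 0 passed when adjusted over the list alone.

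**Figure D1:**
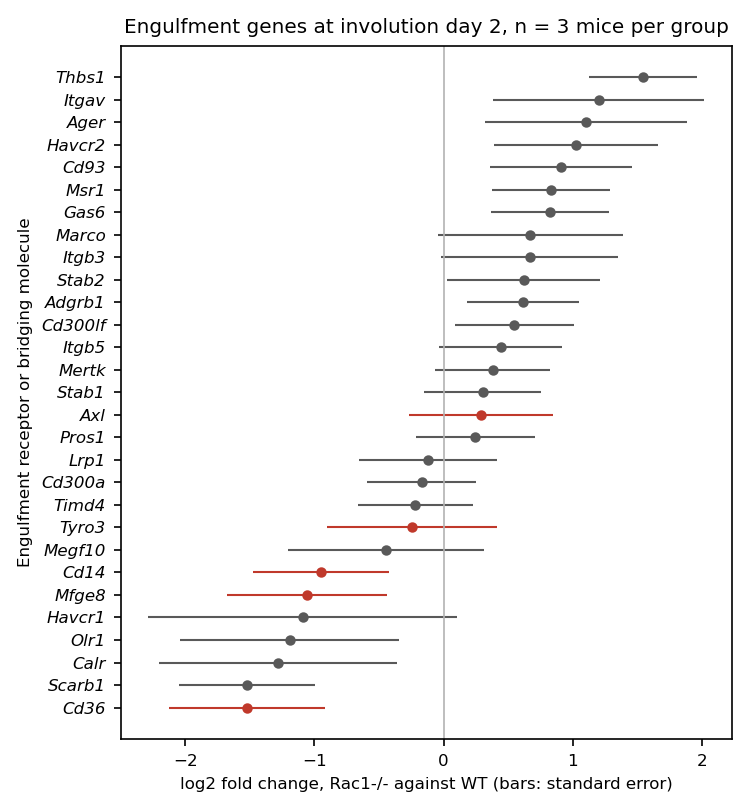
Log2 fold change between Rac1-/- and WT glands at involution day 2 for 29 engulfment receptors and bridging molecules, 1 row per gene, with n = 3 mice per group. Points are estimates and bars standard errors from limma, and the 5 genes picked by the study are in red. The estimates run from -1.52 for Cd36 to 1.55 for Thbs1, with 12 genes left of 0 and 17 right of it.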

Gene array studies at involution day 2 revealed that, in the absence of Rac1, there was decreased expression of gene sets encoding phagocytic receptors (Figure S7F). This suggests a role for Rac1 in the priming of MECs into phagocytes in involution. An initial Rac1-mediated clearance may trigger a transcriptional feedback loop that further increases expression of engulfment receptors.

Together these results reveal that Rac1 is critical for both the phagocytic and macropinocytic activity of mammary epithelia. This results in the clearance of both dead cells and milk at early phases of involution. In the absence of Rac1, cell corpses and milk accumulate, eventually flooding into the adjacent ductal lumens.

### Mammary Immune Responses Require Epithelial Rac1

Apoptotic cells that are not phagocytized lose contact with the basement membrane and become shed into the alveolar lumens. Ultimately, inflammatory phagocytes remove the corpses and residual milk, and thereby contribute to subsequent tissue remodeling. We therefore investigated whether the failure to clear cell corpses and milk in *Rac1*^*−/−*^ tissue was a result of defective macrophage recruitment. In WT glands, we found no evidence of macrophages at day 2 of involution. However, they were present in the interstitial spaces at day 4 (Figure 7A). In *Rac1*^*−/−*^ glands, there was early recruitment of macrophages at day 2 of involution, which was increased at day 4. Thus, macrophage recruitment was not defective but rather it was heightened in the absence of Rac1.

The ability of macrophages to remove dead cells and milk is dependent on their anatomical location. We therefore examined whether loss of epithelial Rac1 inhibited their entry into the lumen. In fact macrophages were detected in lumens, showing that recruitment to the correct location was not defective in *Rac1*^*−/−*^ glands (Figure 7B). 

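Of the 19 chemokine genes that the study lists in Table S3, 18 had a value, and as a group they rose in Rac1-/- glands at involution day 2, with a median log2 fold change of 0.94 (camera adjusted p = 5.07e-05) and 14 of the 18 above 0. The call was lost, at adjusted p = 0.143, with an estimated correlation. Over all genes no chemokine passed limma's test, and 5 were higher and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, 3 were higher, namely Cxcl1, Cxcl2 and Ccl2, but the study chose the list on these samples, so this is not independent evidence of its direction. Cxcl1, a neutrophil attractant, had a log2 intensity of 6.23 ± 0.45 (SD, n = 3) in WT and 8.32 ± 0.21 (SD, n = 3) in Rac1-/- glands, a log2 fold change of 2.09 (SE 0.45, limma adjusted p = 0.946). Other probe sets of Cxcl1 gave 0.51 (SE 0.69) and 1.37 (SE 1.06) with overlapping groups, and the mean of all its probe sets gave 1.32, so the size rests on the probe set. Ccl2, a monocyte attractant, had 6.10 ± 0.35 (SD, n = 3) and 7.79 ± 0.31 (SD, n = 3), a log2 fold change of 1.69 (SE 0.45). Cxcl2 had the highest estimate, 3.39 (SE 0.91), but from a dim value of 2.66 ± 1.77 (SD, n = 3) in WT. For Ccl7, another monocyte attractant, the values were 5.34 ± 0.81 (SD, n = 3) and 6.47 ± 0.84 (SD, n = 3), and the groups overlapped, with a log2 fold change of 1.13 that was 0.68 without Nas483 and 1.75 without Nas497. All Rac1-/- values lay above all WT values for 6 of the 18 genes, which were these first 3 and Ccl8, Cxcl16 and Ccl25, where chance gives 10% of genes in both directions together, though Cxcl1, Cxcl16 and Ccl25 each have another probe set on which the groups overlap. The estimates of Ccl24, Ccl17, Ccl22 and Ccl4 lay below 0, at -1.03, -0.75, -0.46 and -0.050, though Ccl22 had 0.27 with values scaled to a common median. Single mice carry much of this. Ccl24 was -0.30 without Nas518 and -1.94 without Nas497, and Ccl17 was -0.071 without Nas496 and further below 0 than with all mice without Nas518. Single mice turned the sign of Ccl22 (0.027 without Nas484 and 0.30 without Nas496), of Ccl4 (0.032 without Nas478, 0.20 without Nas483 and 0.12 without Nas518) and of Ccl3, at 0.21 with all mice (-0.065 without Nas478 and -0.78 without Nas497), which in all ran from -1.06 to 0.30, from -0.40 to 0.20 and from -0.78 to 1.28. With values scaled to a common median the median of the chemokines of Table S3 was 0.43 (adjusted p from 2.54e-08 to 0.551 over the alternatives, this one included). The actin 3' minus 5' difference, a measure of RNA quality, also separates the groups, and with it as a covariate, a setting chosen after the data were seen, the median of the chemokines of Table S3 was 0.68, where the group still passed, and Ccl3 turned to -1.65. Of 24 macrophage markers, 19 lay above 0 and none passed the test over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05 in limma. Their median log2 fold change was 0.64 (camera adjusted p = 0.00418), with adjusted p = 0.570 with an estimated correlation, and it was -0.080 with values scaled to a common median, 0.39 without the mouse Nas484 and 0.33 without Nas496, where the call was also lost, while it was 0.97 without Nas497 and 1.26 with the actin difference as a covariate. It passed under 14 of 22 alternatives, with adjusted p from 5.87e-09 to 0.634. Of the 10 ways to split the 6 mice into 3 and 3, 3 gave the macrophage markers as small a camera p, so they do not set the genotypes apart from other groupings. Among them Ctss, a lysosomal protease, had 1.28 (SE 0.72), Clec7a had 1.22 (SE 0.64) and Adgre1, the gene of a macrophage surface antigen, had 0.72 (SE 0.51). Single mice moved these as well. Ctss was 0.69 without Nas484 and 0.82 without Nas496. Clec7a was 1.97 without Nas497, and Adgre1 was 0.38 without Nas496 and 1.23 without Nas497.

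**Figure D2:**
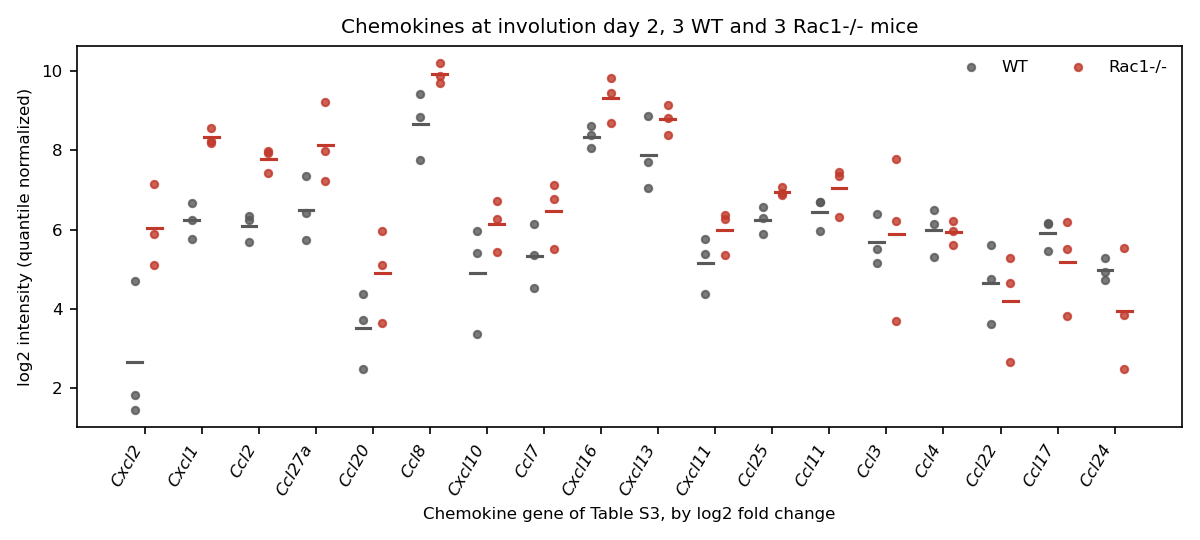
Quantile-normalized log2 intensity of 18 chemokine genes of Table S3 at involution day 2 in 3 WT mice (grey) and 3 Rac1-/- mice (red), ordered by log2 fold change. Each point is 1 mouse and each bar the mean of its group. The groups do not overlap for 6 genes, among them Cxcl2, Cxcl1 and Ccl2, and the mean is lower in Rac1-/- glands for 4 genes, of which Ccl22 turns with values scaled to a common median.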

Early macrophage recruitment was associated with increased chemokine activity, detected using gene arrays; indeed there were ∼20 different chemokine gene sets associated with inflammatory cell recruitment (Table S3). qRT-PCR studies detected up to 140-fold increases in chemokines CCL2 and CCL7 in some *transgenics*, which were persistently raised 4 weeks post-involution (Figures 7C and 7D). At this stage of development, immunohistochemical analysis revealed the presence of large foamy macrophages containing lipid products, confirming sustained inflammation in the *Rac1*^*−/−*^ glands (Figures 7E and 7F).

Dying cells flip phosphatidylserine to their outer membranes, which marks them for removal by phagocytes (Fadok et al., 1992). We therefore examined whether cell corpses evaded clearance from defective exposure of phosphatidylserine. However, Rac1 ablation did not prevent phosphatidylserine exposure, detected by Annexin V binding, showing that the failure of macrophages to clear cell corpses was not due to a lack of “eat-me” recognition signals (Figure 7G).

Collectively, these data show that Rac1 modulates the cytokine and chemokine milieu of the mammary gland. 

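Chemokines beyond those of Table S3 and cytokine genes did not pass the test as groups with the main settings on the arrays of involution day 2. Of 17 further chemokine genes, 9 lay above and 8 below 0, with a median log2 fold change of 0.10 and a mean of -0.11 (camera adjusted p = 0.551, toward lower values), and the median was -0.34 without the mouse Nas483, -0.23 without Nas496, -0.099 without Nas518, -0.43 with values scaled to a common median and -0.12 with the actin 3' minus 5' difference as a covariate, chosen after the data were seen, and it was 0.16 without Nas478 and 0.28 without Nas497. None passed limma's test, adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Cxcl5, a neutrophil attractant, had log2 intensities of 4.99 ± 0.39 (SD, n = 3) in WT and 3.75 ± 0.81 (SD, n = 3) in Rac1-/- glands, a log2 fold change of -1.23 that was -0.76 without Nas496. Cxcl17 had -1.60 (SE 0.90), which rests on the WT mouse Nas484 and was -0.58 without it. Of 15 inflammatory cytokine genes, 11 lay above 0 with a median of 0.27 (camera adjusted p = 0.174), and adjusted p ran from 0.00969 with values scaled to a common median to 0.989 among the alternatives. It was 0.15 without the mouse Nas496 and 0.45 without Nas497, and it ran from -0.13 to 1.21 over all alternatives. The cytokine list passed under 4 of 22 alternatives. Without the arrays of Nas484 and Nas497, chosen after the data were seen, its median was 0.57 (camera adjusted p = 0.0247). Il1rn, the interleukin-1 receptor antagonist, had a log2 fold change of 3.05 (SE 1.06, limma adjusted p = 0.946), or 4.59 without Nas484 and 1.81 with the mean of all probe sets, while Il6 had 4.90 ± 0.36 (SD, n = 3) in Rac1-/- glands and from 0, the floor, in Nas483 to 5.13 in Nas484 in WT, so its difference is not given. These are 2 of the 3 cytokine genes with an unadjusted p under 0.05. Il1a was the other, and 0 passed when adjusted over the list alone. Of 14 neutrophil markers, 9 lay above 0 with a median of 0.27 (camera adjusted p = 0.126, and from 0.00969 to 0.705 over the alternatives), or -0.036 without the mouse Nas478 and 0.53 without Nas484. The highest median over all alternatives was 1.31, and the list passed under 3 of 22. Adjusted over the list alone, 2 of the neutrophil markers were higher, the lectin receptor gene Clec4d with 2.20 (SE 0.57) and the formyl peptide receptor gene Fpr2 with 1.63 (SE 0.45). The median was 0.053 over 14 T and NK cell markers (camera adjusted p = 0.748, and medians from 0.024 without the mouse Nas478 to 0.26 without Nas518, or from -0.011 to 0.62 over all alternatives). It was 0.16 over 11 B and plasma cell markers (camera adjusted p = 0.551, and medians from -0.086 without Nas518 to 0.25 without Nas478, or up to 0.53 over all alternatives). No member of either list passed limma's test, with 0 and 1 (Fcrla) at an unadjusted p under 0.05. The paper reasons from the chemokine arrays, together with its qRT-PCR of CCL2 and CCL7 and its staining of macrophages (Figure 7), to a chemokine and cytokine milieu that Rac1 modulates.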

Without Rac1, the inflammatory responses are both heightened and prolonged. Despite recruitment of macrophages during involution, these cells are relatively inefficient at milk clearance because residual milk fat globules persist. Rather, in the normal WT glands, the majority of milk and dead cell clearance is mediated by MECs themselves, through Rac1-dependent phagocytosis.

## Discussion

Our study reveals that Rac1 is a crucial mediator of the adult mammary gland developmental cycle. During lactation, Rac1 dictates the secretory function of mammary epithelia, which we now confirm with genetic analysis (Akhtar et al., 2009, Akhtar and Streuli, 2006). In involution, mammary epithelia switch their profession from secretory to phagocytic (Monks et al., 2005), which we show is also dependent on Rac1.

During involution, the mammary gland has to remove approximately 90% of its tissue weight and thus faces the burden of clearing a massive number of cell corpses. To minimize the period of inflammation, the tissue has evolved a mechanism whereby the alveolar epithelium itself clears many of the dying cells. We have now discovered that Rac1 is a key molecule that orchestrates this function. It operates at two levels to eliminate epithelial cell corpses before their entry into the lumen, thus delaying macrophage influx. First, epithelial Rac1 restricts the extrusion of dying cells from the epithelial cell layer by maintaining a small level of adhesion at the cell-basement membrane interface, and thereby promotes engulfment by neighboring live MEC phagocytes. Second, Rac1 is required for the phagocytic activity carried out by the mammary epithelia, which mediate the majority of corpse clearance.

While many of the genes associated with the involution process are under transcriptional regulation (Clarkson and Watson, 2003, Clarkson et al., 2004, Stein et al., 2004), the ability of mammary epithelia to convert rapidly from secretion to phagocytosis suggests that these cells may also switch the functions of pre-existing proteins in order to alter cell function. We propose that Rac1 mediates this. A possible mechanism enabling altered Rac1 activity is via the recruitment of distinct guanine nucleotide exchange factors (GEFs). β1-integrin is necessary for lactation through a mechanism involving the RacGEF, αPix (Akhtar et al., 2009, Akhtar and Streuli, 2006, Rooney et al., 2016). However, Rac1 could be regulated in post-lactational involution by separate GEFs, e.g., CrkII-Dock180-ELMO (Bagci et al., 2014, Nagata et al., 2010). Studies suggest that some of the receptors utilized for binding to dead cells are the same as in professional phagocytes (Monks et al., 2005, Stein et al., 2004). For example, loss of the bridging molecule milk fat globule epidermal growth factor (EGF) factor 8, or the Mer tyrosine kinase that specifically bind phosphatidylserine on apoptotic cells, result in reduced phagocytosis by MECs (Atabai et al., 2005, Hanayama et al., 2006, Sandahl et al., 2010). Our data suggest that Rac1 facilitates the conversion of MECs to phagocytes because, in the absence of Rac1, many of the receptors that detect dying cells fail to upregulate. Since Rac1 would be expected to function downstream of these receptors, there may be a feedback loop that further increases surface phagocytic receptor expression.

Cell corpses not removed by Rac1-deficient MEC phagocytes were shed into the lumen where they invoked inflammatory responses for removal by macrophages. Consistent with our study, ablation of Rac1 in the lung alveolar epithelium was also critical for limiting inflammatory responses (Juncadella et al., 2013). Despite an increased presence of macrophages in *Rac1*^*−/−*^ tissue, cell corpses persisted within the luminal spaces. One possibility is that macrophages were blind to the dead cells, although the Rac1-deficient cell corpses still expressed a phosphatidylserine “eat-me” signal. Alternatively, macrophages may have become incapacitated because the burden of cell corpses simply outweighed the numbers of immune phagocytes.

Our data suggest that MEC phagocytes are also the major units responsible for removal of residual milk components and that macrophages are relatively inefficient at this process. Interestingly, engulfment of milk fat globules in a Stat3-dependent manner triggered lysosomal cell death in mammary epithelia, and without Stat3, mice have impaired involution (Kreuzaler et al., 2011, Sargeant et al., 2014). However, mammary epithelia may respond to additional death triggers, because Rac1-deficient alveoli still died despite defective engulfment. Indeed, our unpublished data suggest utilization of an apoptotic cell death pathway, suggesting the existence of multiple roads to cell removal during involution.

Milk products not removed by defective *Rac1*^*−/−*^ MEC phagocytes rapidly flooded the interconnecting ducts, causing massive enlargement of the epithelial tree. Indeed, there is an increased proliferation of luminal progenitors in baobab ducts (unpublished data), and our future studies will focus on investigating the role of Rac1 in the maintenance of progenitor resources for alveologenesis.

The work presented here highlights the importance of MEC phagocytosis in mammalian tissue function, and it identifies a crucial role for Rac1 in the clearance of milk and cell corpses from the ductal plumbing system during involution. This is crucial for subsequent remodeling of the gland to a state that enables this tissue to develop once again into a milk-producing organ for continued mammalian reproduction.

## Experimental Procedures

### Mice

The *Rac1*^*fx/fx*^*YFP;WAPiCre*^*Tg/⋅*^ and *Rac1*^*fx/fx*^*;CreER* mice were as previously described (Akhtar and Streuli, 2013). Briefly, for the in vivo analysis, Cre-mediated specific *Rac1* gene deletion in luminal MECs was achieved by crossing *Rac1*^*fx/fx*^*RosaYFP* mice with *WAPiCre*^*Tg/⋅*^ mice to produce *Rac1*^*fx/fx*^*YFP;WAPiCre*^*Tg/⋅*^ (*Rac1*^*−/−*^) mice. To avoid problems in feeding of pups by mothers with potentially defective mammary glands, only the male mice of the breeding pairs carried the *Cre* transgene. *Rac1*^*fx/fx*^*YFP* mice that lacked the *Cre* gene were used as WT controls. The genotypes of offspring were determined by PCR amplification of ear DNA as in Akhtar and Streuli (2013). To confirm gene deletion in the *Rac1*^*−/−*^, PCR was carried out on DNA isolated from glands of each mouse used in the in vivo study. The *Rac1*^*fx/fx*^ *RosaYFP* and *CreER* lines were crossed to produce the *Rac1*^*fx/fx*^*YFP;CreER* (Rac1-KO) mice. These mice were used for inducible deletion of the Rac1 gene in primary cultures. *WAPiCre:LSLYFP* reporter mice were generated from *Rac1*^*fx/fx*^*;WAPiCre*^*Tg/⋅*^ by breeding out with WT FVB mice to remove the floxed Rac1 alleles.

Female mice were mated between 8 and 12 weeks of age. For involution studies, dams were allowed to nurse litters (normalized to 6–8 pups) for 7–10 days, and then pups were separated from dams to initiate involution. Glands were harvested 2 days, 4 days, and 4 weeks following removal of pups. At least 6 mice per group were analyzed for each developmental stage. Mice were housed and maintained according to the University of Manchester and UK Home Office guidelines for animal research.

### Primary Cell Culture and Gene Deletion

Primary MECs were harvested from 15.5- to 17.5-day pregnant mice and cultured as described in Pullan et al. (1996).

Cells were plated onto collagen 1 for monolayer cultures or basement membrane matrix (Matrigel; BD Biosciences) to form acini and cultured in growth media (Ham's F12 medium (Sigma) containing 5 μg/mL insulin, 1 μg/mL hydrocortisone (Sigma), 3 ng/mL EGF, 10% fetal calf serum (Biowittaker), 50 U/ml penicillin/streptomycin, 0.25 μg/mL fungizone, and 50 μg/mL gentamycin). Cre-mediated deletion of Rac1 in primary MEC cultures was achieved by harvesting the MECs from *Rac1*^*fx/fx*^*;CreER* mice, and treating with 100 nM 4-hydroxytamoxifen (4OHT) dissolved in ethanol.

### RNA Isolation and cDNA Synthesis

RNA was isolated from the fourth inguinal mammary gland using Trifast reagent (Peqlab) according to the manufacturer's instructions; 2 μg of RNA was used to prepare cDNA using the high-capacity RNA to cDNA kit (Invitrogen) according to the manufacturer's instructions.

### qRT-PCR

qRT-PCR was performed on the Applied Biosystems 7900HT or Step One Plus system using the following Taqman probes (Applied Biosciences): *Krt18* (Mm01601704_g1), *MAPKI* (Mm00442479_m1), *Csn2* (Mm04207885_m1), *Csn1s2a* (Mm00839343_m1), *Elf5* (Mm00468732_m1), *Prlr* (Mm04336676_m1), *GATA3* (Mm00484683_m1), *CCL2* (Mm00441242_m1), *CCL7* (Mm00443113_m1). Thermal cycling conditions were as follows: UNG start at 50°C (2 min), 95°C (10 min), and then 40 cycles of 95°C (15 s) followed by annealing at 60°C (1 min).

### Affymetrix Gene Array

RNA was prepared for microarray analysis using the Affymetrix Sensation kit for small quantities of low-quality-input RNA following the manufacturers' instructions. Four micrograms of the amplified, fragmented, and biotin labeled single-strand DNA fragments were applied to mouse 430 plus 2 GeneChip arrays in the appropriate hybridization cocktail and incubated at 47°C for 17 hr with rotation at 60 rpm. Following washing and staining on the fluidics station using the Affymetrix hybridization wash and stain kit, the arrays were scanned in the GC7000 7G scanner. Initial quality control of the CEL files was carried out using the Affymetrix Expression Console software. Gene lists were analyzed using DAVID and Panther web-accessible programs. Data accession: Array Express: E-MTAB-5019 or GEO: GSE85188.

### Immunostaining

Expression and distribution of various proteins were visualized by indirect immunofluorescence. Cells were fixed for 10 min in PBS/4% (w/v) paraformaldehyde, and permeabilized for 7 min using PBS/0.2% (v/v) Triton X-100. Non-specific sites were blocked with PBS/10% goat serum (1 hr, room temperature [RT]) prior to incubation with antibodies diluted in PBS/5% goat serum (1 hr, RT, each). F-actin was detected by incubating cells with TRITC-phalloidin (Sigma) for 1 hr at RT, and nuclei were stained using 4 μg/mL Hoechst 33,258 (Sigma) for 5 min at RT. Cells were washed in PBS before mounting in ProLong Gold Antifade (Molecular Probes). Images were collected on a Nikon A1 confocal or a Leica TCS SP5 AOBS inverted confocal microscope as previously described (Akhtar and Streuli, 2013). Non-biased cell counts were performed by concealing the identity of each slide.

Immunofluorescence of mammary tissue was performed on paraffin-embedded tissue (5 μm) or cryosections (10 μm), and the luminal surface was detected with wheat germ agglutinin-488, or -647 (Invitrogen, W11261, W32466) and imaged using confocal microscopy. Primary antibodies used for immunofluorescence are indicated in Supplemental Experimental Procedures. Secondary antibodies conjugated to Cy2, Rhodamine-RX, and Cy5 (Jackson ImmunoResearch).

### Histology

Mammary tissue was formalin fixed (4% v/v), paraffin embedded before sectioning (5 μm), and subjected to standard H&E staining. Histology was imaged with a Zeiss Axioscop2 microscope using PlanNeoFluar 40× lens (numerical aperture 0.75) fitted with a Zeiss AxioCam color camera, and analyzed with Openlab (3.1.7) software (Improvision).

Whole-mount analysis was performed by spreading inguinal mammary glands on polysine slides and stained with carmine alum as described previously (Akhtar et al., 2009).

ORO staining was performed by staining 10 μm mammary cryosections in freshly diluted ORO solution (6 parts 0.5% ORO stock solution [Sigma] and 4 parts water) for 15 min. Sections were rinsed twice with 60% isopropanol, once with water, and then counterstained with Mayer's hematoxylin for 1 min before photography as above.

### Transmission Electron Microscopy

Tissues were fixed with 4% formaldehyde + 2.5% glutaraldehyde in 0.1 M HEPES buffer (pH 7.2) for 1 hr. They were postfixed with 1% osmium tetroxide + 1.5% potassium ferrocyanide in 0.1 M cacodylate buffer (pH 7.2) for 1 hr, in 1% thiocarbohydrazide in water for 20 min, in 2% osmium tetroxide in water for 30 min, followed by 1% uranyl acetate in water overnight. The next day, they were stained with Walton lead aspartate for 1 hr at 60°C. After that, the samples were dehydrated in an ethanol series infiltrated with TAAB 812 hard-grade resin and polymerized for 24 hr at 60°C. For routine transmission electron microscopy [TEM], sections were cut with a Reichert Ultracut ultramicrotome and observed with an FEI Tecnai 12 Biotwin microscope at 100 kV accelerating voltage. Images were taken with a Gatan Orius SC1000 CCD camera.

### Phagocytosis Assay

Apoptotic MECs were prepared in suspension culture overnight in serum-free media (DMEM-F12 containing 2.5 μg/mL insulin). Next day, cells were harvested by centrifugation and incubated with 5 μM Cell Tracker Red CMPTX (Invitrogen), according to the manufacturer's instructions. Live MEC monolayers (−/+4OHT) were labeled with 5 μM Cell Tracker Green CFMDA (Invitrogen) according to the manufacturer's instructions. Labeled apoptotic cells (1 × 10^6^) were washed 3–4 time and then added to live MECs (2 × 10^4^) for 4 hr to allow phagocytosis to proceed. Un-engulfed cells were removed by washing 5–6 times with PBS, cells were fixed in 4% paraformaldehyde, counterstained with Hoechst, and analyzed using confocal microscopy. Images were taken through the middle of the green MECs. For TEM studies, cells were unlabeled. To quantify internalization, 200 cells were counted from duplicate coverslips from three experiments and averaged to determine the percentage of cells harboring phagocytosed corpses.

### Macropinocytosis Assay

To measure macropinocytosis, serum-starved Eph4 MECs grown on coverslips were stimulated with 100 ng/mL EGF to induce macropinocytosis and incubated with 100 μg/mL FITC-casein (Life Technologies), 0.5 mg/mL TRITC-Dextran 70,000 molecular weight (Life Technologies) for 15 min at 37°C. Where indicated, cells were treated with either DMSO alone or 50 μM NSC23766 Rac1 inhibitor (Stratech Scientific) overnight prior to stimulation with EGF and labeled proteins. Cells were washed once with ice-cold PBS, followed by three washes in PBS at RT and fixed in 4% paraformaldehyde, counterstained with Hoechst, and analyzed using confocal microscopy. To quantify internalization, macropinosomes containing both TRITC-Dextran and FITC-casein were counted in 100 cells from duplicate coverslips from three experiments.

### Quantification of Phosphatidylserine Exposure

Apoptotic MECs (−/+4OHT) were prepared in suspension for 5 hr as above. Cells were labeled with Alexa Fluor 647-Annexin V (Biolegend) according to the manufacturer's instructions and analyzed by flow cytometry or cytospun onto polysine slides, fixed, and counterstained with Hoechst for micrographs.

### Protein Analysis

Proteins were extracted as in Akhtar and Streuli (2006). Equal amounts of proteins were used and equivalent loading assessed by referral to controls, such as Calnexin (Bioquote SPA-860) or E-cadherin (Cell Signaling, 610182). Primary antibodies used for immunoblotting are indicated in Table S2. ImageJ was used to quantify bands.

## Author Contributions

N.A. conceived ideas, performed most of the experiments, and wrote the manuscript. W.L. contributed experiments, A.M. performed the electron microscopy, and C.H.S. contributed ideas and edited the manuscript.

## Figures and Tables

**Figure 1:**
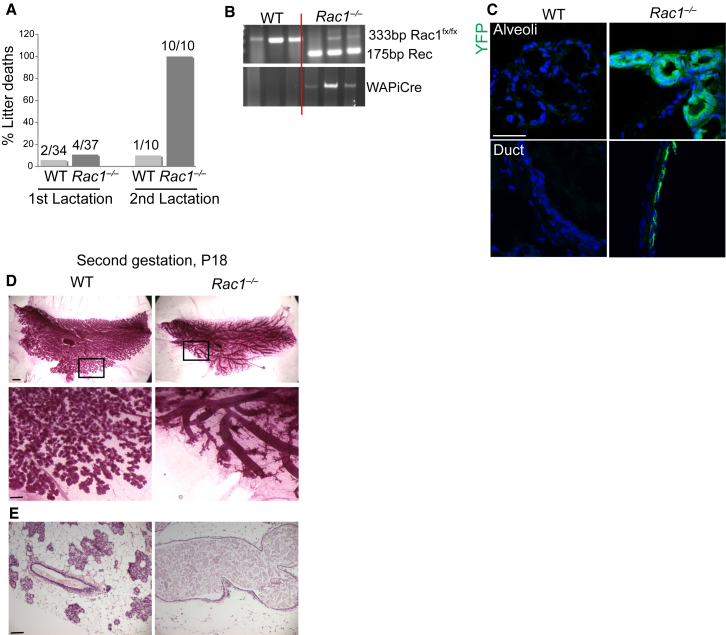
Loss of Rac1 Leads to Defective Alveolar and Ductal Development in Second Gestation (A) Percentage of litter deaths at day 2 of first and second lactations. (B) Genomic DNA was isolated from WT (*Rac1*^*fx/fx*^*:LSLYFP*) and *Rac1*^*−/−*^ (*Rac1*^*fx/fx*^*:LSLYFP:WAPiCre*) second-pregnancy mammary glands. PCR shows the presence of the Cre gene in luminal epithelia of transgenic glands and Cre-mediated recombination of the *Rac1*^*fx/fx*^ gene. The remaining full-length floxed allele detected in transgenics represents intact Rac1 in stromal and myoepithelial cells. The 333 bp product represents the full-length floxed allele and the 175 bp product represents the recombined *Rac1*^*−/−*^allele. n = 3 animals are shown per group. (C) Second-pregnancy day 18 (P18) WT and *Rac1*^*−/−*^ glands, immunostained for YFP reporter gene expression. The presence of YFP in *Rac1*^*−/−*^ glands showed that Cre-mediated recombination occurred in the luminal cells of ducts and alveoli. Bar, 45 μm. (D) Carmine staining of whole-mounted mammary gland of *WT* and *Rac1*^*−/−*^ mice at pregnancy day 18 of the second gestation. Rac1 loss leads to ductal dilation and severe retardation of alveoli units. Bar, 2.8 mm (insert, 0.6 mm). (E) H&E staining of mammary gland at P18, second gestation. Bar, 80 μm. See also Figure S1.

**Figure 2:**
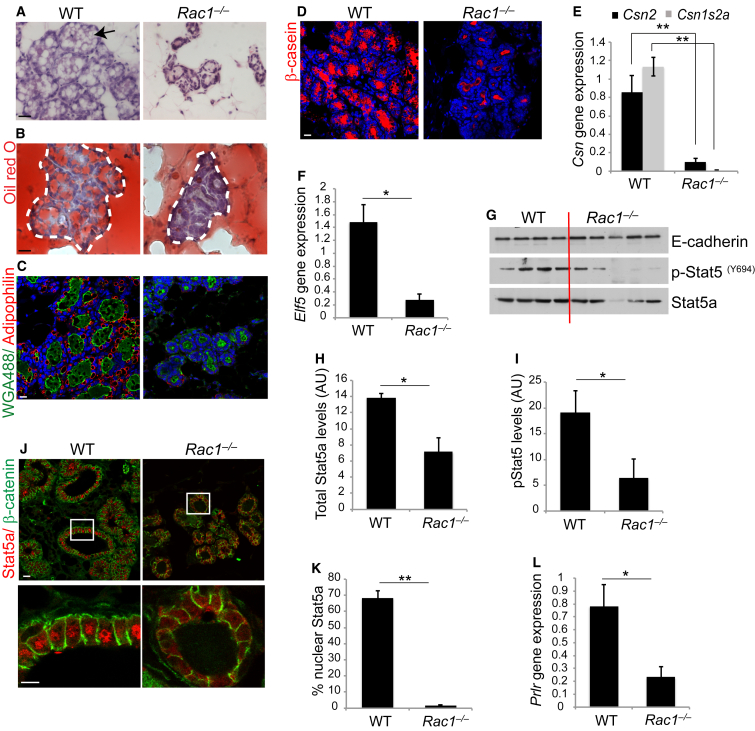
Second Lactation Cycle Is Severely Defective without Rac1 (A–I and L) Second gestation, P18 glands were used. (A) H&E staining of mammary gland shows the presence of lipid droplets in WT glands (arrow). Note reduced alveolar development and an absence of lipid droplets in *Rac1*^*−/−*^ glands. Bar, 20 μm. (B) Oil red O staining of tissue sections, with dotted lines denoting alveolar edges. In comparison with WT, *Rac1*^*−/−*^ glands do not contain significant quantities of milk fat in alveoli. Bar, 15 μm. (C) Immunofluorescence for lipid envelope protein adipophilin (red) reveals large milk lipid droplets in WT glands but these are significantly reduced in *Rac1*^*−/−*^ glands. Wheat germ agglutinin (WGA-488; green) was used to detect the luminal surface. Bar, 15 μm. (D) Immunofluorescence staining of β-casein shows reduced milk protein in *Rac1*^*−/−*^ glands compared with WT. Bar, 15 μm. (E) qRT-PCR shows defective *Csn2* (β-casein) and *Csn1s2a* (γ-casein) gene expression in *Rac1*^*−/−*^ glands. Error bars ± SEM of n = 4 mice (WT) and n = 5 mice (*Rac1*^*−/−*^). ^∗∗^p < 0.001. (F) qRT-PCR shows reduced Elf5 gene expression in *Rac1*^*−/−*^ glands. Error bars ± SEM of n = 3 mice. ^∗^p < 0.05. (G) Immunoblot showing expression and (Y694) phosphorylation of Stat5a. E-cadherin was used to show equal loading. WT, n = 4 mice; *Rac1*^*−/−*^, n = 5 mice. (H) Quantitation of the Stat5a immunoblot (G) after normalization to loading control (E-cadherin). Error bars ± SEM of n = 4 mice (WT) and n = 5 mice (*Rac1*^*−/−*^). ^∗^p < 0.05. (I) Quantitation of the p-Stat5(Y694) immunoblot (G) after normalization to normalized total Stat5a. Error bars ± SEM of n = 4 mice (WT) and n = 5 mice (*Rac1*^*−/−*^). ^∗^p < 0.05. (J) Immunofluorescence staining of Stat5a at lactation day 2 reveals reduced nuclear translocation in *Rac1*^*−/−*^ alveoli. β-catenin was used to mark cell edges. Bar, 15 μm (insert, 7 μm). (K) Quantitative analysis of Stat5a nuclear translocation. Nine areas/mouse were analyzed. Error bars ± SEM of n = 3 mice per group. ^∗∗^p < 0.001. (L) qRT-PCR shows defective prolactin receptor (Prlr) gene expression in *Rac1*^*−/−*^ glands. Error bars ± SEM of n = 3 mice. ^∗^p < 0.05. See also Figure S2, Tables S1 and S2.

**Figure 3:**
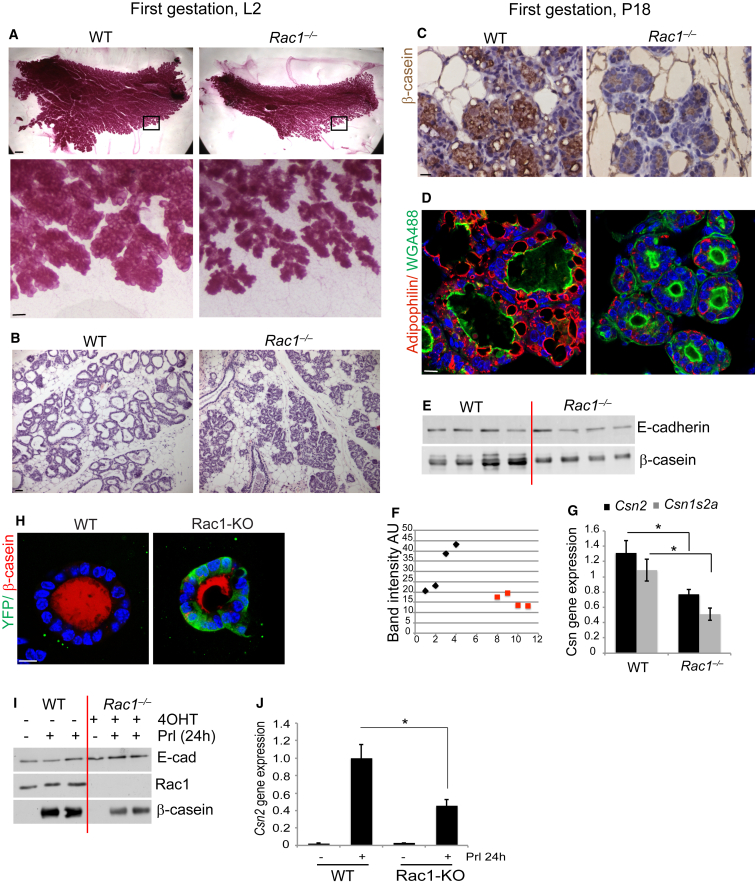
Loss of Rac1 from Differentiated Epithelium Results in Defective Lactation (A) Carmine staining of whole-mounted mammary gland of *WT* and *Rac1*^*−/−*^ mice at lactation day 2 of the first gestation. Note the smaller alveoli in *Rac1*^*−/−*^ glands. Bar, 2.8 mm (insert, 0.33 mm). (B) H&E staining of above mice. (C) Immunostaining of β-casein shows reduced milk protein in P18 *Rac1*^*−/−*^ glands compared with WT. Bar, 30 μm. (D) Reduced milk lipid droplets revealed by adipophilin staining in P18 *Rac1*^*−/−*^ glands. Wheat germ agglutinin (WGA488) was used to demark apical lumens. Bar, 50 μm. (E) Immunoblot showing reduced β-casein in P18 *Rac1*^*−/−*^ glands. (F) β-casein immunoblot was quantified using the Odyssey imaging system (LICOR Biosciences). Black diamonds, WT glands; red squares, *Rac1*^*−/−*^ glands. (G) qRT-PCR shows defective *Csn2* and *Csn1s2a* gene expression in P18 *Rac1*^*−/−*^ glands. Error bars ± SEM of n = 3 mice, ^∗^p < 0.05. (H) Immunofluorescence staining of β-casein and YFP in WT and Rac1-KO primary cultures. These are confocal images through the center of 3D acini cultured on a basement membrane matrix. Bar, 10 μm. (I) Immunoblotting shows reduced β-casein levels in Rac1-KO primary cultures. (J) qRT-PCR shows defective *Csn2* gene synthesis in response to lactogenic hormones in Rac1-KO primary cultures. Error bars ± SEM of n = 3 samples, ^∗^p < 0.05. See also Figure S4.

**Figure 4:**
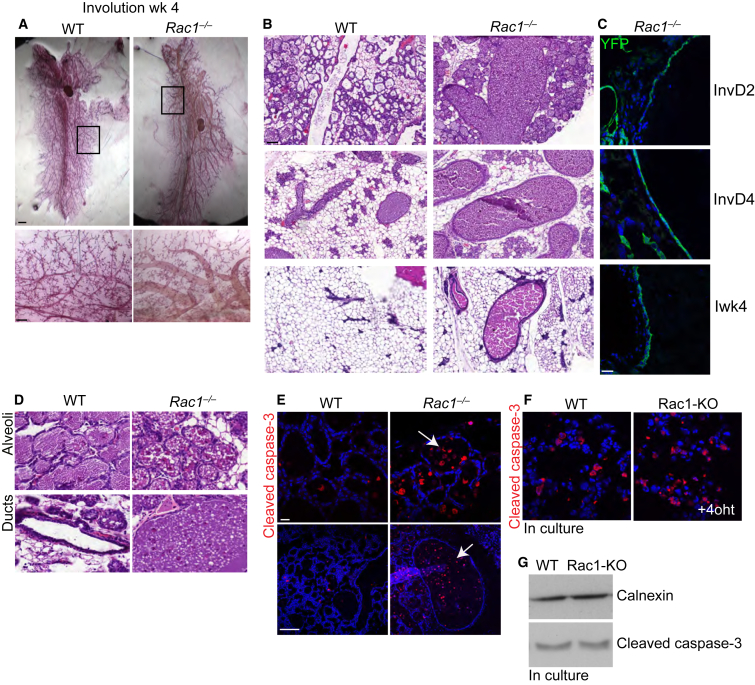
Baobab Ducts Arise in Post-lactational Involution, and Glandular Lumens Are Full of Dead Cells (A) Carmine staining of whole-mounted mammary glands at 4 weeks post-lactational involution. This shows baobab ducts in *Rac1*^*−/−*^ tissue. Bar, 2.8 mm (insert, 0.7 mm). (B) H&E staining of WT and *Rac1*^*−/−*^ mammary glands at involution day 2, day 4, and 4 weeks. Note *Rac1*^*−/−*^ baobab ducts are present at involution day 2 and persist throughout involution. Bar, 200 μm. (C) Immunofluorescence staining of YFP shows that Rac1 ablation in ducts coincides with the baobab phenotype. Bar, 45 μm. (D) H&E stain shows accumulation of dead cells in *Rac1*^*−/−*^ alveolar and ductal lumens. (E) Cleaved caspase-3 staining showing dead cell accumulation in lumens of *Rac1*^*−/−*^ glands. Arrows point to dead cells in alveoli (top panel) and ducts (bottom panel). Bar, 45 μm (top), 200 μm (bottom). (F) Cleaved caspase-3 staining in WT and Rac1-KO primary cultures induced to die for 5 hr in suspension. (G) Immunoblot of (F) showing no difference in caspase-3 activation in WT and Rac1-KO suspension cultures. See also Figure S5.

**Figure 5:**
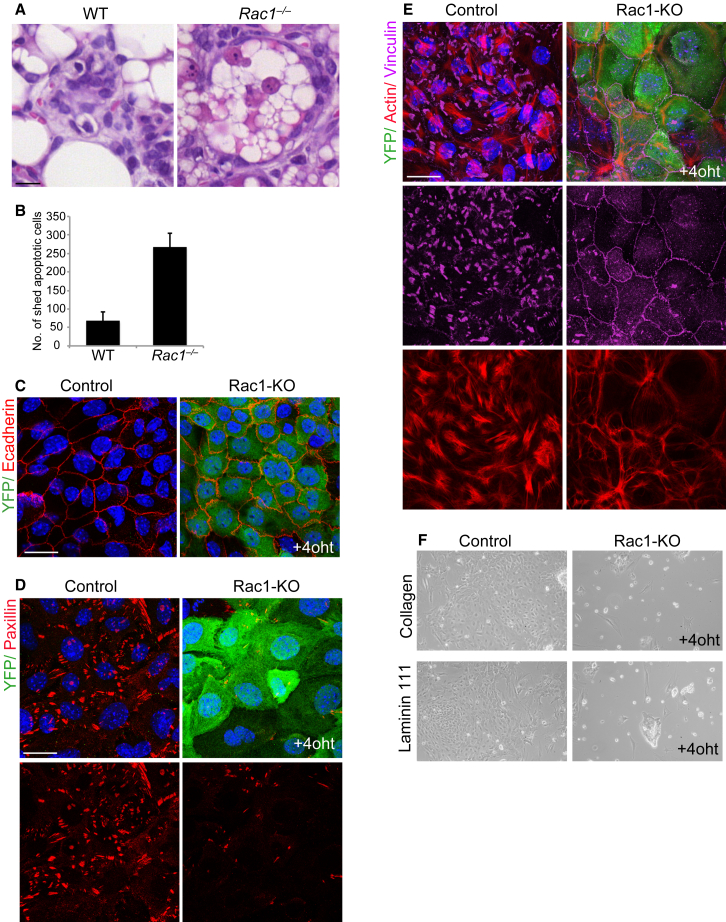
Reduced Cell-ECM Adhesion in *Rac1*^*−/−*^ Epithelia Leads to Increased Cell Shedding (A) H&E staining of WT and *Rac1*^*−/−*^ alveoli at involution day 4. In WT glands, dying cells are contained in vacuoles within viable neighbors. In *Rac1*^*−/−*^ glands, apoptotic cells are extruded out of the epithelium. Bar, 35 μm. (B) Incidence of dead cell extrusion from epithelium. The number of cell corpses shed into lumens were counted in 50 alveoli per gland (involution day 2). Error bars ± SEM of n = 3 mice. (C) E-cadherin staining shows cell-cell junctions are not disrupted following deletion of Rac1 in monolayer culture. YFP was used to detect Cre recombination. (D) Paxillin staining shows marked reduction in focal adhesions following Rac1 deletion in culture. (E) Vinculin and actin staining show reduced focal adhesion and distinct actin rearrangement, following Rac1 deletion. (F) Rac1-KO cells fail to attach when re-plated onto a collagen or laminin-111 matrix. Bar, 10 μm (C–E). See also Figure S6.

**Figure 6:**
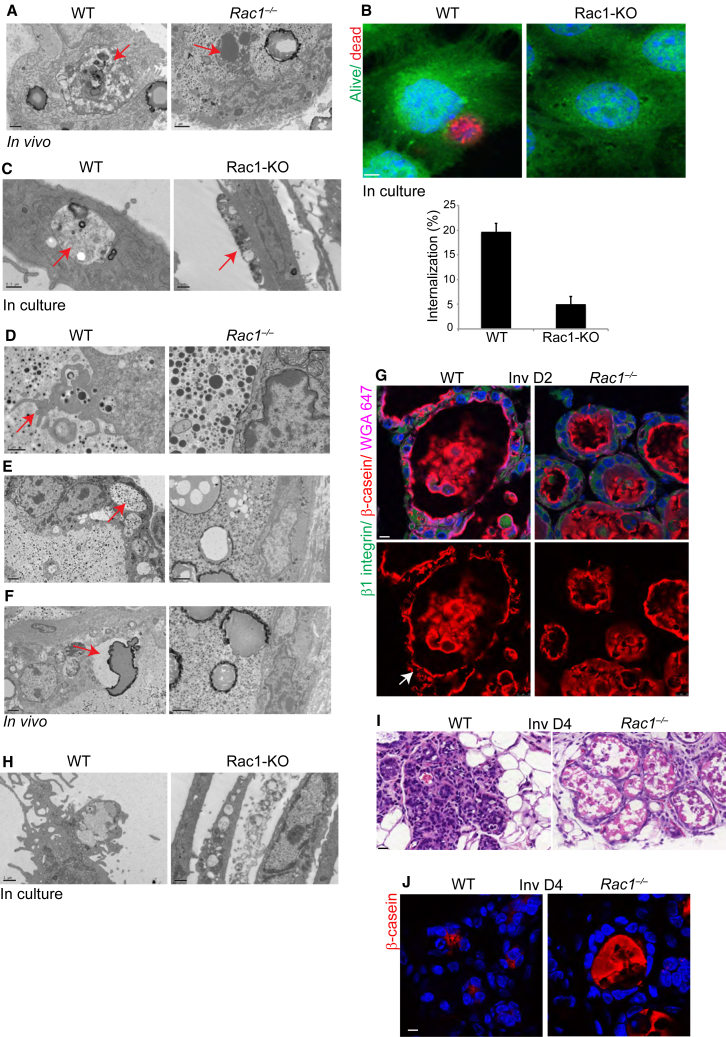
Rac1 Is Required for MEC Phagocytosis in Involution (A) Electron micrographs of involution day 2 glands. Left, arrow points to a dead cell inside a live MEC in WT, also note the presence of milk fat globules. Right, arrow points to a necrotic cell in the lumen of *Rac1*^*−/−*^ alveolus. Note, there is no engulfment in *transgenics*. Bar, 1 μm (left), 2 μm (right). (B) WT apoptotic MECs labeled with cell tracker red were added to WT and Rac1-KO MEC cultures, labeled with cell tracker green. Note, there is cell corpse engulfment by WT but not by Rac1-KO MECs. Bar, 3 μm. Histogram shows the percentage of cells containing engulfed apoptotic bodies. (C) Electron micrographs of engulfment by MECs in culture as in (B). Left, arrow points to an internalized apoptotic body in live WT MEC. Right, arrow points to a necrotic cell, with no evidence of engulfment in Rac1-deficient MECs. Bar, 0.5 μm (left), 1 μm (right). (D–F) Electron micrographs of WT and *Rac1*^*−/−*^ involuting glands. Left panels: (D) Arrow points to macropinocytic engulfment at the apical membrane of WT MECs. Bar, 1 μm (left), 0.5 μm (right). (E) Arrow shows milk within WT MECs. (F) Arrow shows WT MEC forming a phagocytic cup around a milk fat globule. Bar, 2 μm. Right panels: Loss of Rac1 prevents all phagocytic and macropinocytic activity. (G) Immunofluorescence staining of β-casein in WT and *Rac1*^*−/−*^ involution day 2 tissue sections. Arrow points to cell-associated milk protein in WT glands. In *Rac1*^*−/−*^ glands, β-casein was only detected in the lumen of alveoli and not within cells. β1-integrin and WGA-488 were used to demark cell surfaces. Bar, 7 μm. (H) Electron micrograph showing extensive macropinocytosis in WT MEC cultures but not in Rac1 depleted cells. Bar, 1 μm. (I) H&E staining of involution day 4 glands. Note, the alveoli have collapsed in WT glands but *Rac1*^*−/−*^ alveoli remain engorged with milk and dead cells. Bar, 20 μm. (J) Immunofluorescence staining of β-casein shows loss of milk from the lumen in WT glands but not *Rac1*^*−/−*^ at involution day 4 tissues. Bar, 7 μm. See also Figure S7.

**Figure 7:**
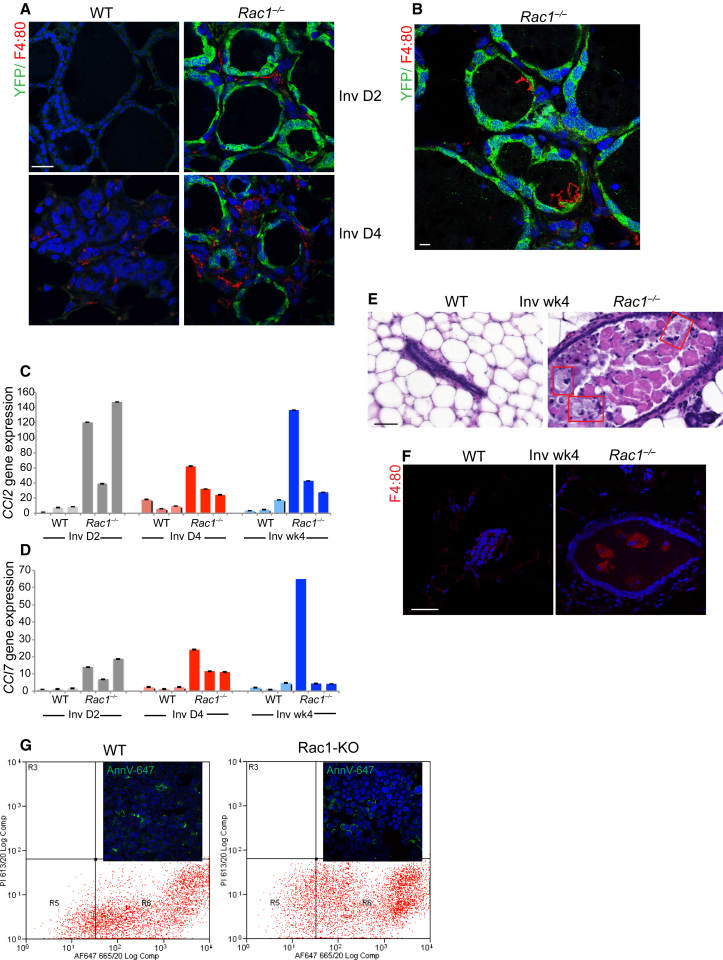
Loss of Rac1 Induces Chronic Inflammation (A) Involution day 2 glands show early recruitment of F4:80 positive macrophages in *Rac1*^*−/−*^ tissue. These were only detected in WT glands at day 4. Bar, 30 μm. (B) Macrophages in lumen of *Rac1*^*−/−*^ alveoli. Bar, 10 μm. (C and D) qRT-PCR shows elevated chemokines (C) CCL2 and (D) CCL7 in *Rac1*^*−/−*^ glands at involution day 2 (gray), day 4 (red), and 4 weeks (blue). n = 3 mice were used per group. Error bars ± SEM of triplicates taken from the same RNA sample. (E) H&E staining of involution week 4 glands showing persistent inflammation without Rac1. Boxed areas show large foamy macrophages in duct lumens. Bar, 20 μm. (F) Foamy macrophages in *Rac1*^*−/−*^ duct lumens stain positive for F4:80. Bar, 20 μm. (G) Annexin V-647^+^ cells quantified by flow sorting show no differences in phosphatidylserine exposure in WT or Rac1-deficient dying MECs. R6 = Annexin V-647^+^ fraction; WT = 83.87, Rac1-KO = 82.95. Inset shows representative micrographs of positively marked cells. See also Table S3.

# Supplementary material for: Rac1 Controls Both the Secretory Function of the Mammary Gland and Its Remodeling for Successive Gestations
**Source:** Dev Cell. 2016 Sep 12;38(5):522–35. doi: 10.1016/j.devcel.2016.08.005
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S7, and Tables S1–S3

**Developmental Cell, Volume 38**

**Supplemental Information**

**Rac1 Controls Both the Secretory Function  
of the Mammary Gland and Its Remodeling  
for Successive Gestations**

**Nasreen Akhtar, Weiping Li, Aleksander Mironov, and Charles H. Streuli**

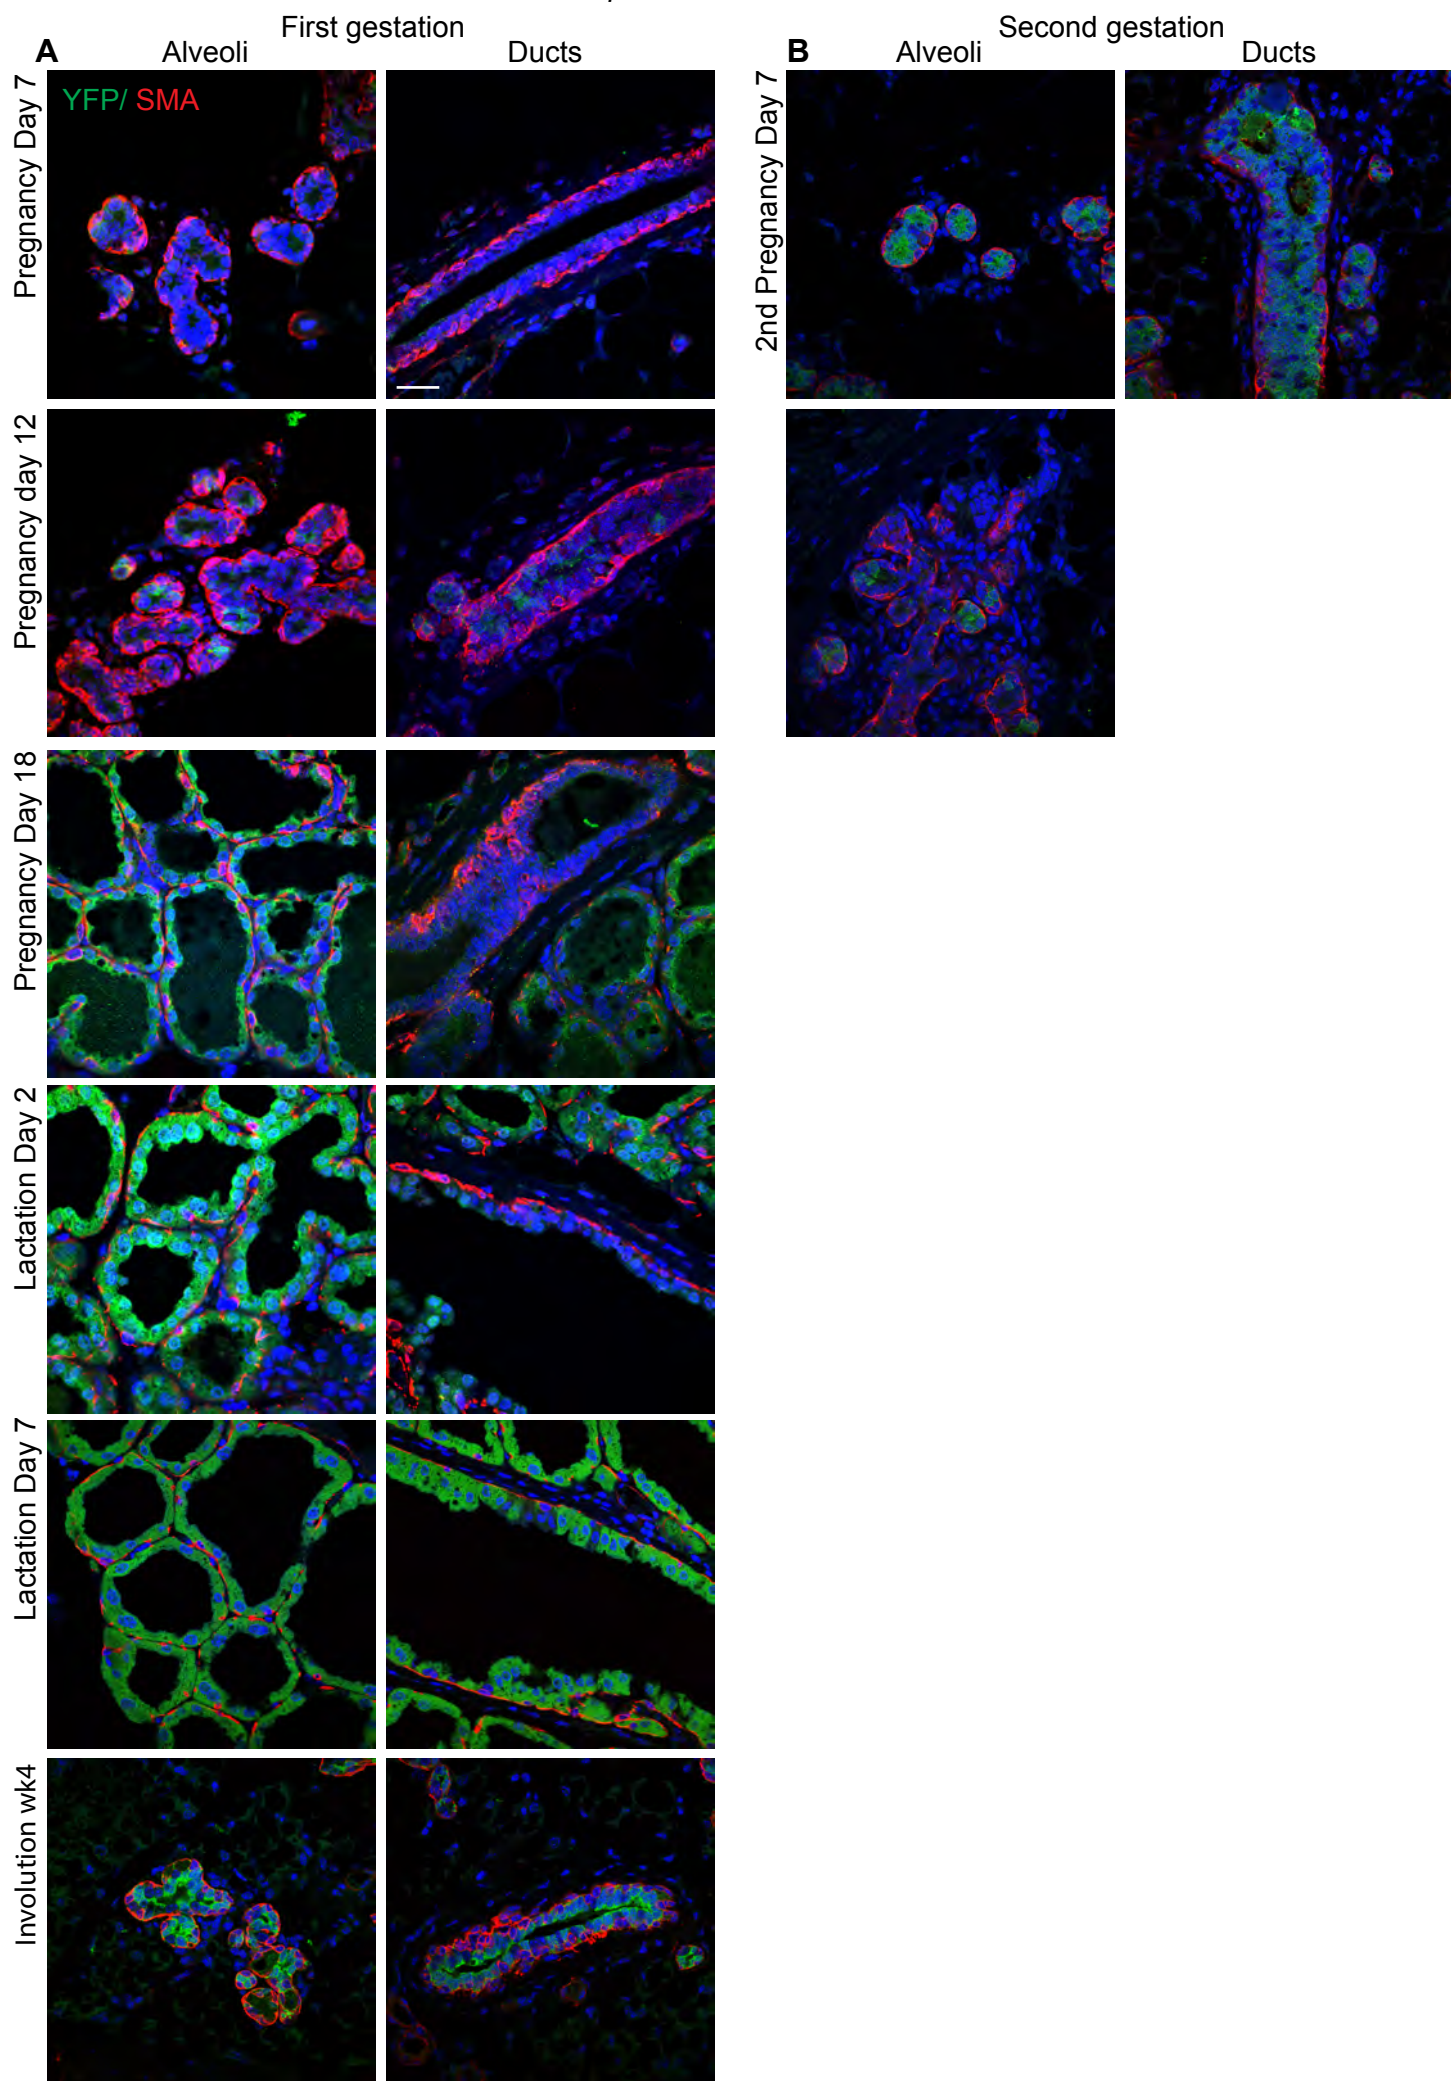

Figure S1

**Figure S1 related to Fig 1-3: *WAPiCre* mediated recombination during different stages of mammary gland development.**

*WAPiCre* mediated recombination was detected in the mammary gland at various stages of pregnancy and lactation in the first and second cycle, using a YFP reporter transgenic mouse line (*WAPiCre:LSLYFP*).

(A) GFP immunostaining was used to detect YFP reporter gene expression in alveoli (left panel) and ducts (right panel) in the first cycle at pregnancy (P) days 7, 12, 18, lactation day 2, 7 and 4 weeks post-lactational involution. Smooth muscle actin (SMA) immunostaining was used to detect myoepithelia. Extensive *WAPiCre* mediated recombination was detected within alveoli in late pregnancy (P18) after alveologenesis had proceeded and within ducts around lactation day 7. YFP reporter gene expression was still evident in glands 4 weeks post-lactational involution.

(B) In the second cycle, new alveoli detected at P7 arise from stem/progenitors that have undergone recombination in the first cycle (top left, YFP positive) but also from stem/progenitor populations that escaped recombination in the first cycle (bottom panel, absence of YFP in 20-30% of the gland).

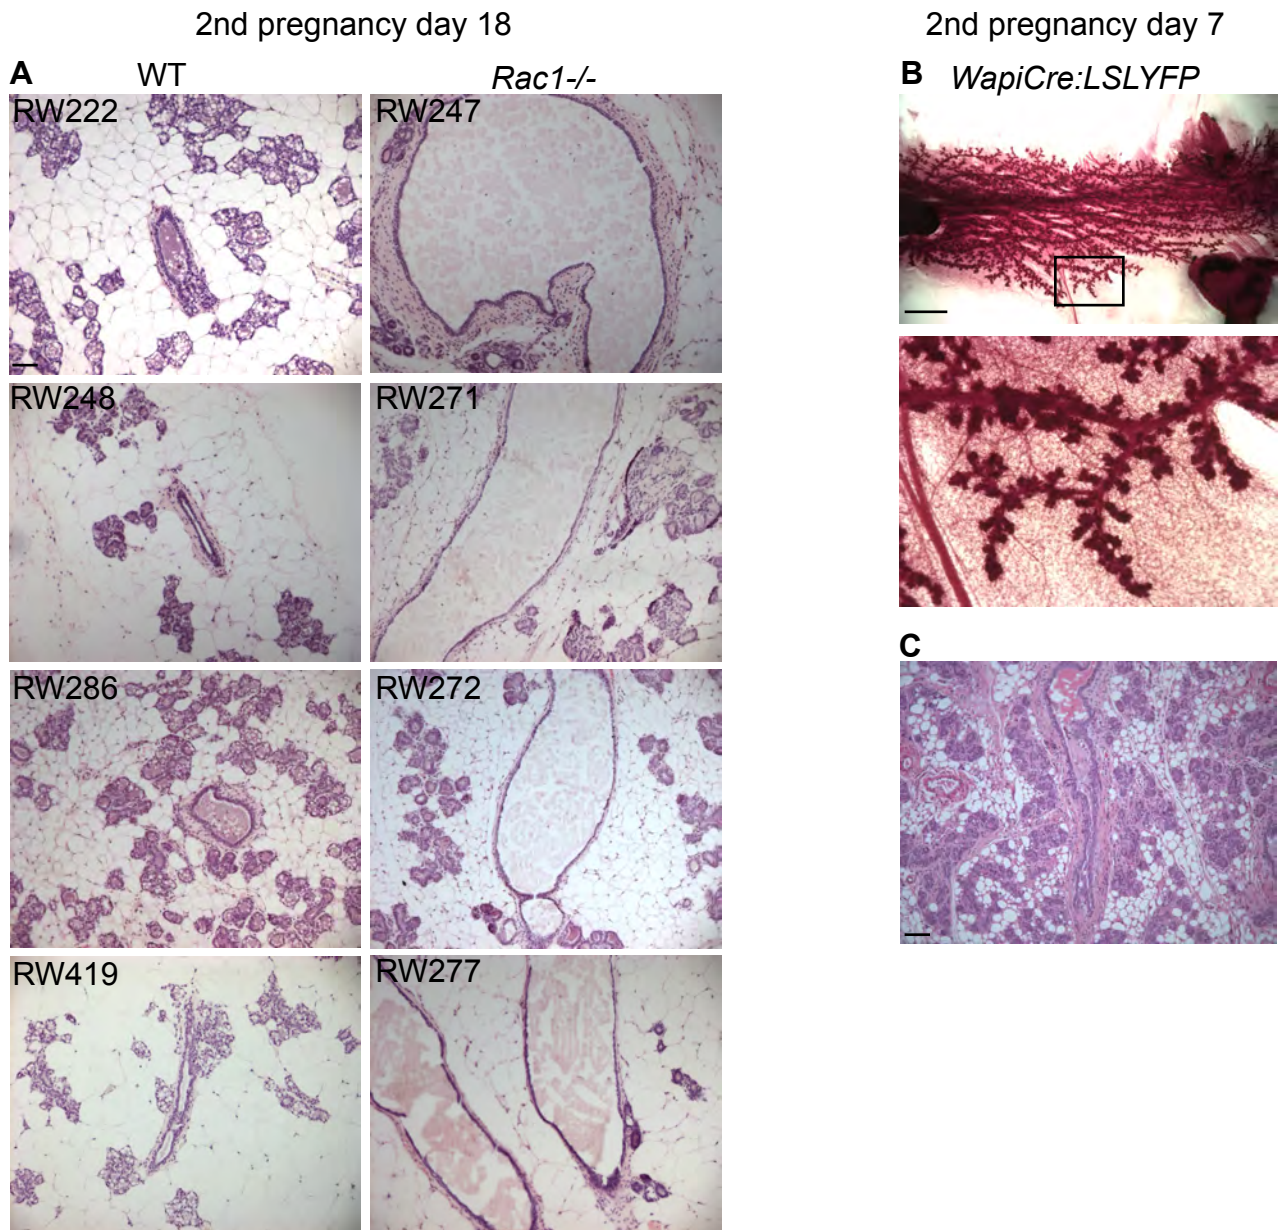

**Figure S2 related to Fig 1: Baobab duct phenotype develops specifically in *Rac1*-deficient mammary glands.**

(A) Representative Haematoxylin and Eosin stains of  $n=4$  mice showing gross dilation of mammary ducts in day 18 of a second pregnancy. Bar: 100 $\mu$ m. RW (RacWAP) numbers = mouse identification in colony.

(B) Carmine staining of wholemounted *WAPiCre:LSLYFP* glands expressing WT *Rac1* alleles show normal alveolar and ductal morphogenesis in a second pregnancy. Day 7 of pregnancy were used to visualise mammary ducts more clearly. Bar: 5mm.

(C) Haematoxylin and Eosin stain of glands as in (B). Bar: 100 $\mu$ m.

Second gestation, P18

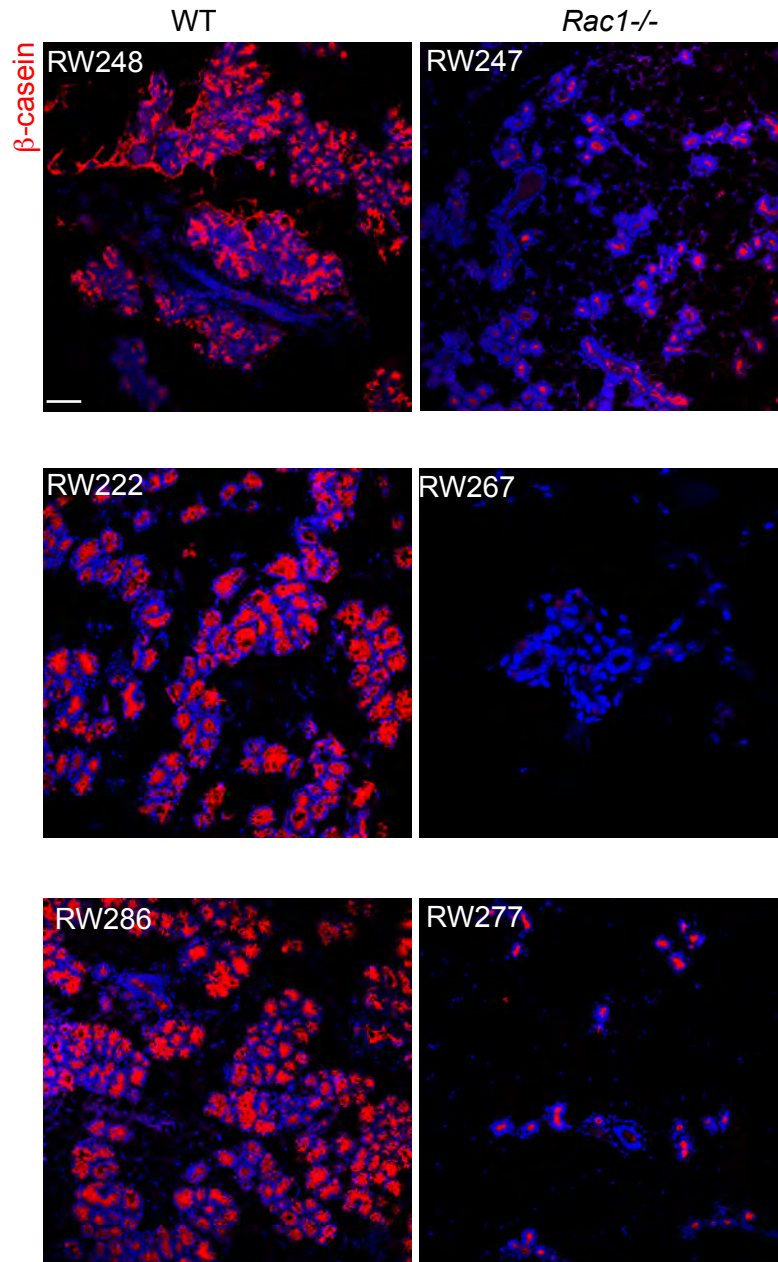

**Figure S3 related to Fig 2:** *Lactation defect in *Rac1*<sup>-/-</sup> mammary glands.*

Representative  $\beta$ -casein immunofluorescence stains of n=3 mice showing defective lactation at day 18 of a second pregnancy. Earclip numbers are indicated on micrographs. Bar: 150 $\mu$ m.

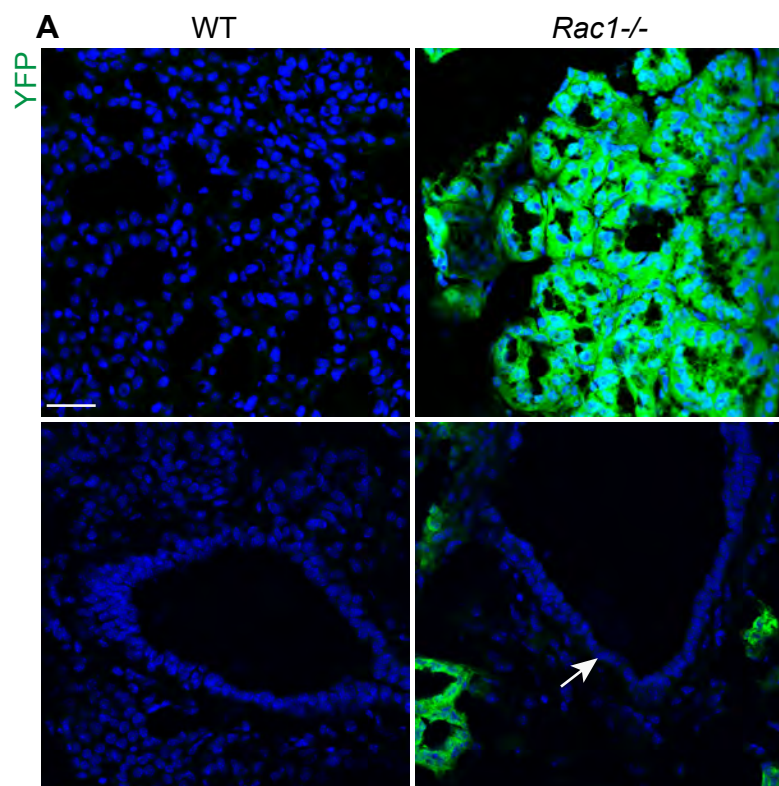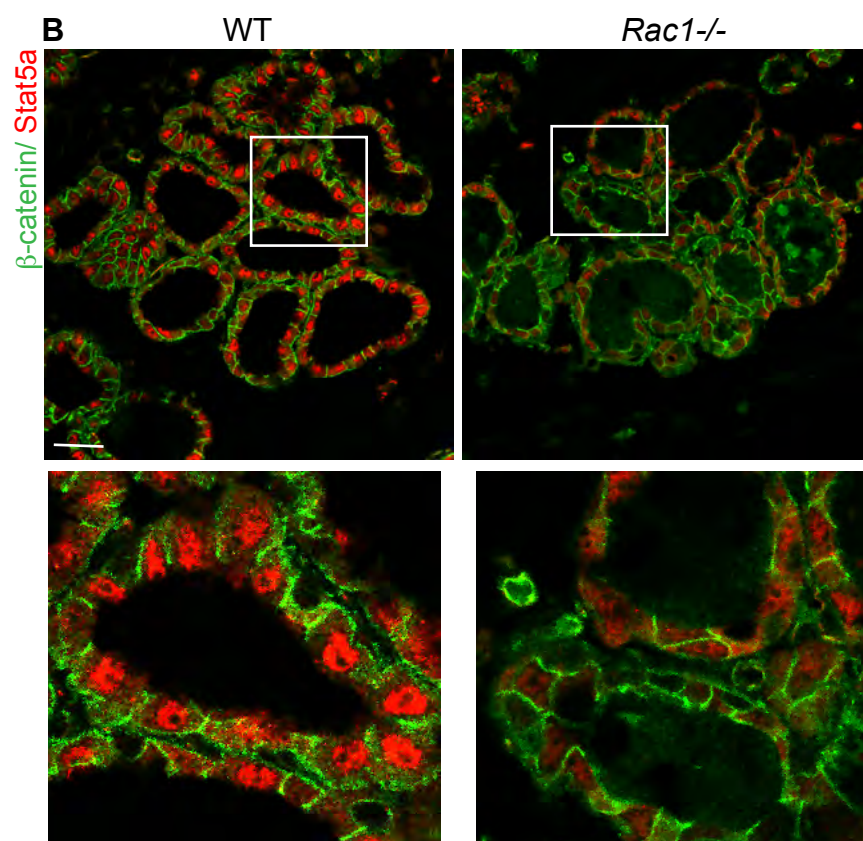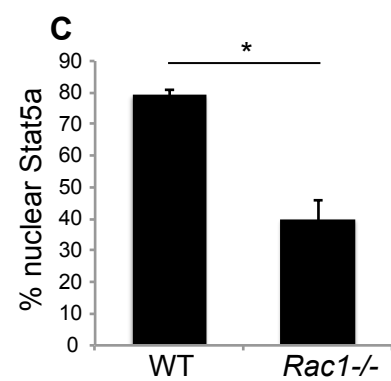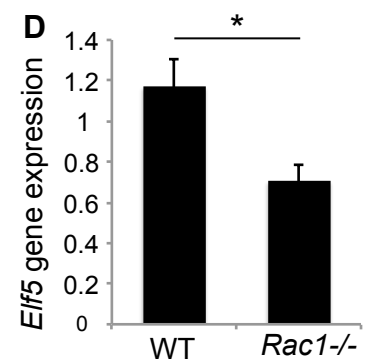

Figure S4

**Figure S4 related to Fig 3: *Rac1* ablation and milk transcription factor activity in the first cycle.**

A) P18 WT and *Rac1*<sup>-/-</sup> glands, immuno-stained for YFP reporter gene expression. The presence of YFP in *Rac1*<sup>-/-</sup> glands showed that Cre-mediated recombination occurred in alveoli but not ducts. Arrow points to a genetically WT duct in *transgenic* tissue. Bar: 45mm.

(B) Immunofluorescence staining of Stat5a at lactation day 2 reveals reduced nuclear translocation in *Rac1*<sup>-/-</sup> alveoli. b-catenin was used to mark cell edges. Bar: 15mm (insert: 7mm).

(C) Quantitative analysis of Stat5a nuclear translocation. Nine areas/mouse were analysed. Error bars; +/- SEM of n=3 mice per group. \*P=<0.05.

(D) Quantitative RT-PCR shows reduced Elf5 gene expression in P18 *Rac1*<sup>-/-</sup> glands. Error bars: +/- SEM of n=3 mice. \* P<0.05

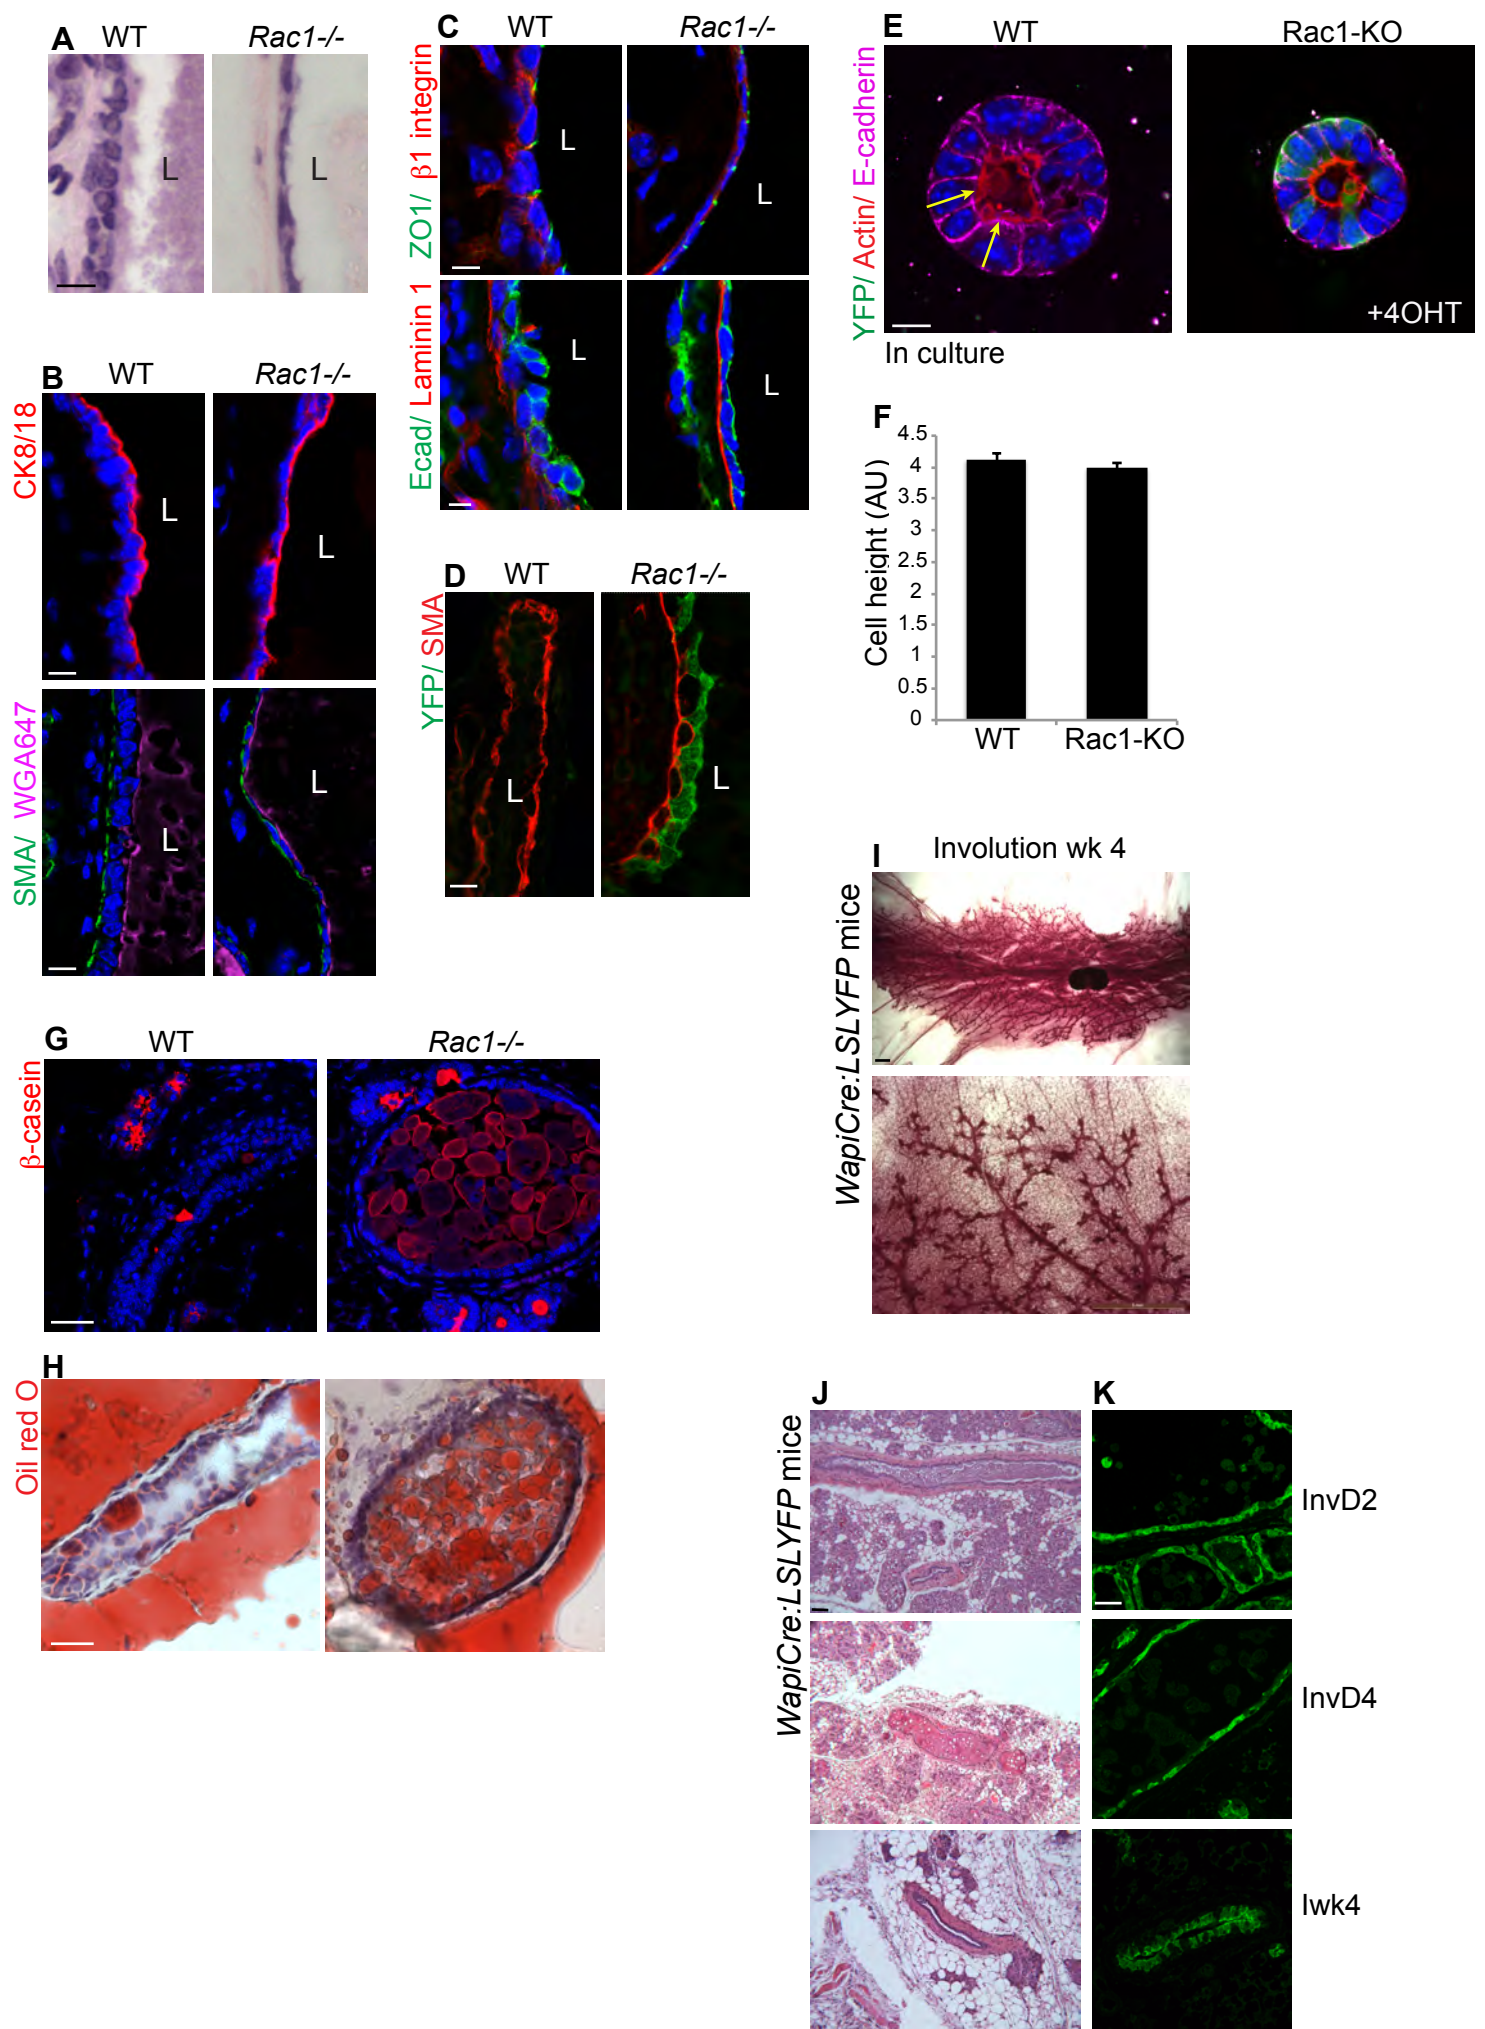

Figure S5

**Figure S5 related to Fig 4: Characterisation of epithelial architecture in baobab ducts.**

- (A) Haematoxylin and Eosin stain shows that *Rac1*<sup>-/-</sup> baobab ducts exhibit flattened epithelia.
- (B) Baobab ducts are composed of a bi-layer of luminal and myoepithelial cells. Keratin 8/18 and WGA-488 were used to detect luminal cells and smooth muscle actin (SMA) to detect myoepithelia.
- (C) Apicobasal polarity is still intact in *Rac1*<sup>-/-</sup> baobab ducts.
- (D) YFP reporter gene expression shows that *Rac1* ablation is restricted to luminal epithelia in baobab ducts.
- (E) Representative confocal image of WT and *Rac1*-KO acini used to measure cell height. Actin and E-cadherin was used to demark cell edges. Bar; 10mm.
- (F) Quantification of cell height in WT and *Rac1*-KO acini. Error bars; +/-SEM of 99 cell heights per condition.
- (G) Immunofluorescence stain with b-casein showing milk products in baobab duct lumens.
- (H) Oil red O stain showing accumulation of milk fat globules in baobab duct lumens.  
L= lumen. Bar: (a-d) 5mm, (e) 10mm, (g,h) 40mm.
- (I) Carmine staining of whole-mounted mammary glands from mice at 4 weeks post-lactational involution shows no bloating of ducts. Bar: 2.8 mm.
- (J) H+E stain of mammary glands at involution day 2,4 and 4 weeks. Bar: 100mm.
- (K) Immunofluorescence staining of YFP shows efficient WAPiCre mediated recombination in *WAPiCre:LSLYFP* mice. Bar: 45mm.

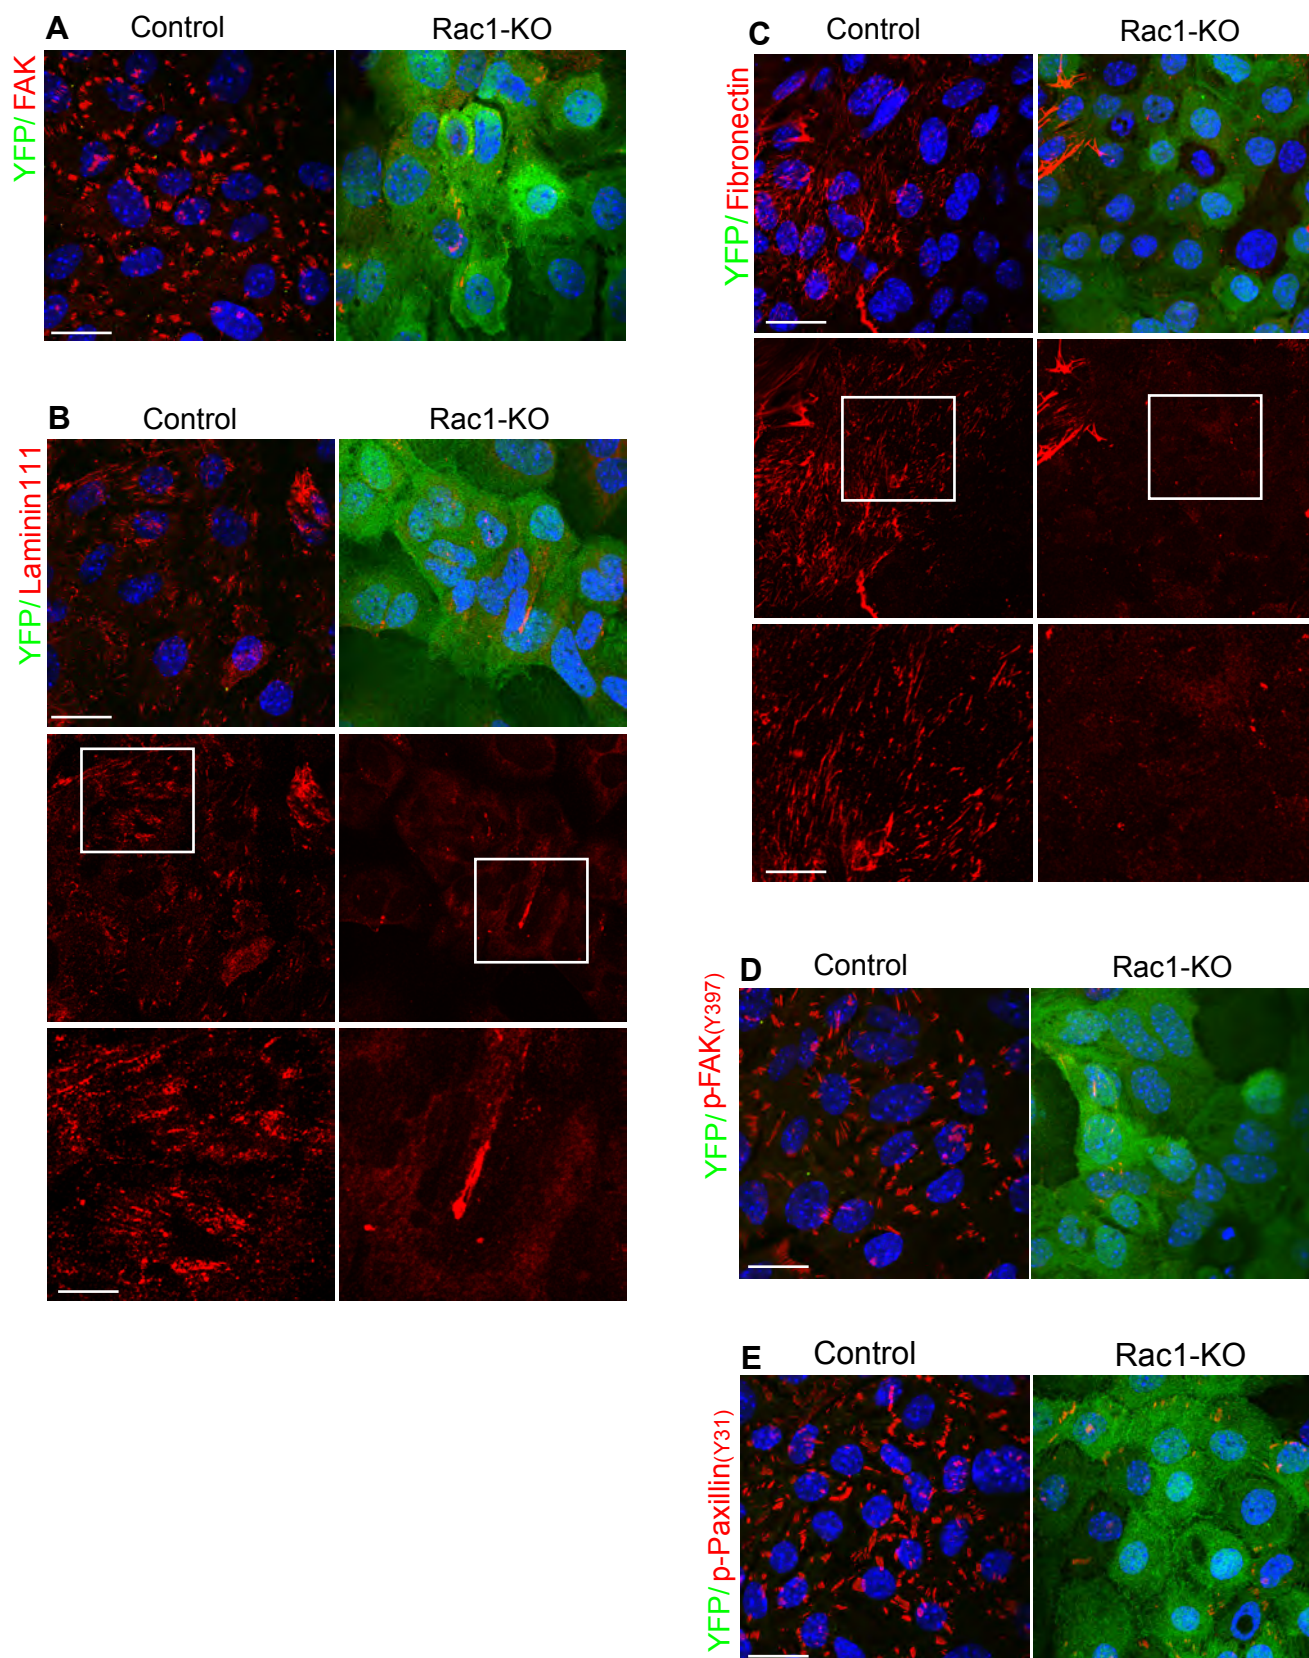

**Figure S6 related to Fig 5: Reduced cell-ECM adhesion in *Rac1* depleted MECs.**

(A-E) GFP antibody stain was used to detect YFP expression in Rac1-KO MECs.

(A) Immunostaining with FAK shows markedly reduced focal adhesion complexes in Rac1-KO MECs in culture.

(B) Reduced laminin111 organisation within focal adhesions in Rac1-KO MECs.

(C) Reduced fibronectin organisation within focal adhesions in Rac1-KO MECs.

(D) Immunofluorescence stain with phosphorylated FAK (Y397).

(E) Immunofluorescence stain with phosphorylated paxillin (Y31).

Bar: 10 μm, (inset 4 μm).

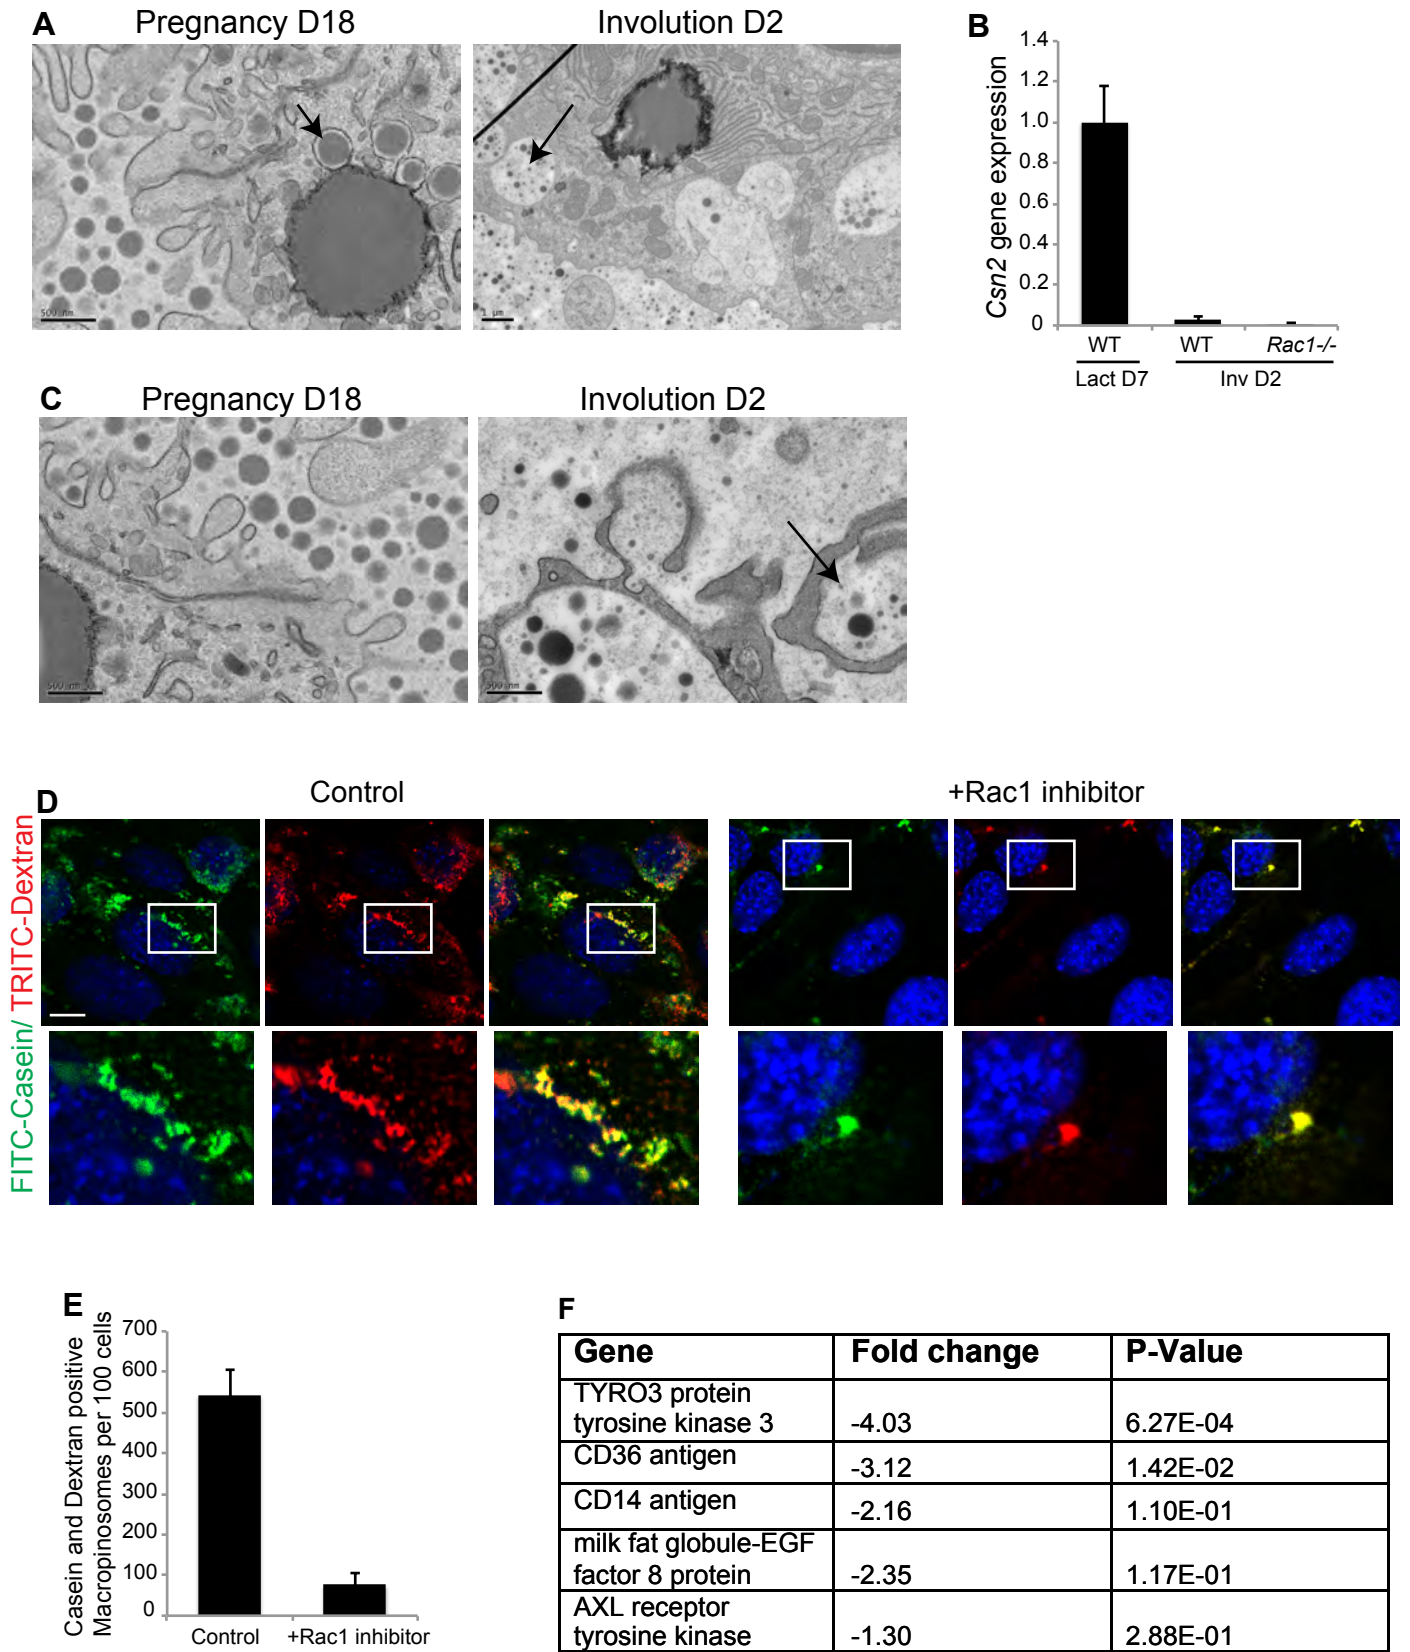

Figure S7

**Figure S7 related to Fig 6: Impaired engulfment in the absence of *Rac1*.**

(A) Electron micrograph of *left*; pregnancy day 18 and *right*; involution day 2 mammary glands. Arrows points to milk micelles in the cell. Note; milk micelles before secretion are encapsulated with a membrane (left). Bar: *left*; 500nm and *right*; 1mm.

(B) Quantitative RT-PCR for *Csn2* gene expression, showing virtually no new milk synthesis at involution day 2, compared with Lactation day 7. Error bars; +/-SEM of n=3 mice.

(C) Electron micrograph showing milk-engulfing macropinosomes (arrow) at the apical membrane in involution day 2 glands. These were not detected in secretory MECs at pregnancy day 18. Bar: 500nm.

(D) Macropinocytic engulfment of FITC conjugated casein in MEC cultures was drastically impaired upon inhibition of *Rac1*. Cells were treated with DMSO vehicle only (control), or 50mM NSC23766 *Rac1* inhibitor overnight, prior to measurement of macropinocytosis. 70k Mr TRITC-dextran was used as a positive marker of macropinocytic engulfment. Bar: 10mm.

(E) Quantification of (A), casein and dextran positive macropinosomes were counted in 100 cells for each condition. Error bars; +/-SEM of n=3.

(F) Gene expression data from WT and *Rac1*<sup>-/-</sup> Involution day 2 glands showing down-regulation of engulfment receptor gene sets in *transgenics*, n=3 mice were used per condition.

| Gene symbol | Gene description                     | FC               | P. Value             |
|-------------|--------------------------------------|------------------|----------------------|
| Csn1s2a     | casein alpha s2-like A               | -38.63 to -45.05 | 1.90E-05 to 1.43E-03 |
| Wap         | whey acidic protein                  | -10.25           | 2.55E-05             |
| Csn2        | casein beta                          | -2.12            | 2.93E-03             |
| Csnk1g3     | casein kinase 1, gamma 3             | -2.95            | 1.00E-02             |
| Csn3        | casein kappa                         | -4.05            | 1.41E-02             |
| Csn1s2b     | casein alpha s2-like B               | -1.89            | 2.15E-02             |
| Csnk1a1     | casein kinase 1, alpha 1             | -2.32            | 3.02E-02             |
| Csn1s1      | casein alpha s1                      | -4.02            | 4.93E-02             |
| Btn1a1      | butyrophilin, subfamily 1, member A1 | -5.21            | 2.89E-03             |
| Xdh         | xanthine dehydrogenase               | -3.86            | 2.03E-03             |
| Lalba       | lactalbumin alpha                    | -5.35            | 4.52E-03             |

**Table S1 related to Fig 2:** List of lactation genes down-regulated in *Rac1*<sup>-/-</sup> glands.

Microarray gene expression data from WT and *Rac1*<sup>-/-</sup> mammary glands, showing list of milk components down-regulated in *transgenics*, n=3 mice were used per condition.

| Gene symbol | Gene description                                    | FC    | P. Value |
|-------------|-----------------------------------------------------|-------|----------|
| Elf5        | E74-like factor 5                                   | -3.14 | 5.65E-03 |
| Stat5a      | signal transducer and activator of transcription 5A | -3.65 | 8.54E-03 |
| Stat5b      | signal transducer and activator of transcription 5B | -2.30 | 3.56E-02 |
| Gata 3      | GATA binding protein 3                              | -1.80 | 1.16E-01 |
| Prlr        | prolactin receptor                                  | -1.63 | 3.53E-02 |

**Table S2 related to Fig 2:** *List of lactation signaling pathway genes down-regulated in Rac1<sup>-/-</sup> glands.*

Microarray gene expression data from WT and *Rac1<sup>-/-</sup>* mammary glands, showing list of lactation signaling pathway components and transcription factors down-regulated in *transgenics*, n=3 mice were used per condition.

| Gene   | Fold Change<br>in <i>Rac1</i> <sup>-/-</sup> |
|--------|----------------------------------------------|
| CCL7   | 2.61                                         |
| CCL2   | 2.83                                         |
| CCL3   | 2.04                                         |
| CCL19  | 2.12                                         |
| CCL22  | 1.44                                         |
| CXCL16 | 1.27                                         |
| CCL27  | 1.17                                         |
| CCL4   | 1.38                                         |
| CXCL2  | 1.92                                         |
| CCL20  | 1.30                                         |
| CCL8   | 1.57                                         |
| CXCL10 | 1.33                                         |
| CXCL13 | 1.10                                         |
| CXCL1  | 1.08                                         |
| CCL24  | 1.26                                         |
| CCL17  | 1.30                                         |
| CCL25  | 1.27                                         |
| CCL11  | 1.17                                         |
| CXCL11 | 1.16                                         |
| CXCL1  | 1.68                                         |

**Table S3 related to Fig 7:** List of chemokines up-regulated in *Rac1*<sup>-/-</sup> glands at involution day 2.

(A) Microarray gene expression data from WT and *Rac1*<sup>-/-</sup> Involution day 2 mammary glands, n=3 mice were used per condition.

# Supplemental Experimental Procedures

| ANTIBODY                        | SOURCE                                | IF    | IHC    | IB     |
|---------------------------------|---------------------------------------|-------|--------|--------|
| Adipophilin                     | Progen #GP40                          | 1;200 |        |        |
| beta1 integrin                  | Millipore #MAB 1997                   | 1;100 |        |        |
| beta-casein                     | in house                              |       | 1;1000 | 1;5000 |
| beta-casein-RRX conjugate       | in house                              | 1;200 |        |        |
| beta-catenin                    | BD Biosciences #610154                | 1;200 |        |        |
| Calnexin                        | Bioquote SPA-#SPC-108A/B              |       |        | 1;4000 |
| Cleaved caspase-3               | Cell Signalling Technology #9661      | 1;100 |        | 1;50   |
| Cytokeratin 8/18                | Progen #GP11                          | 1;200 |        |        |
| E-cadherin (clone ECCD-2)       | Life Technologies                     | 1;100 |        |        |
| E-cadherin (clone 4A2)          | Cell Signalling Technology mAb #14472 |       |        | 1;5000 |
| Focal adhesion kinase           | BD Biosciences #610088                | 1;100 |        |        |
| FAK (Y397)                      | Biosource Int. #44624-G               | 1;100 |        |        |
| Fibronectin                     | Millipore #AB2033                     | 1;100 |        |        |
| F4:80 macrophage                | Serotec #MCA497GA                     | 1;200 |        |        |
| Green fluorescent protein       | Invitrogen #A11122                    | 1;200 |        | 1;2000 |
| Laminin 1                       | in house                              | 1;500 |        |        |
| Paxillin                        | BD Biosciences #610233                | 1;200 |        |        |
| Paxillin (Y31)                  | Life Technologies #44720-G            | 1;200 |        |        |
| Rac1 (clone 23A8)               | Merck Millipore #05-389               |       |        | 1;1000 |
| Smooth muscle actin (clone 1A4) | Sigma #A2547                          | 1;500 |        |        |
| Stat5a                          | Santa Cruz #1081                      | 1;200 |        | 1;5000 |
| Stat5a (Y694)                   | Cell Signalling Technology #9359      |       |        | 1;1000 |
| Vinculin                        | Sigma #V4505                          | 1;100 |        |        |
| ZO1 (clone R40.76)              | Millipore #MAB1520                    | 1;200 |        |        |

# Supplementary material for: Rac1 Controls Both the Secretory Function of the Mammary Gland and Its Remodeling for Successive Gestations
**Source:** Dev Cell. 2016 Sep 12;38(5):522–35. doi: 10.1016/j.devcel.2016.08.005
**Supplement:** Document S2. Article plus Supplemental Information

# Developmental Cell

## Rac1 Controls Both the Secretory Function of the Mammary Gland and Its Remodeling for Successive Gestations

### Graphical Abstract

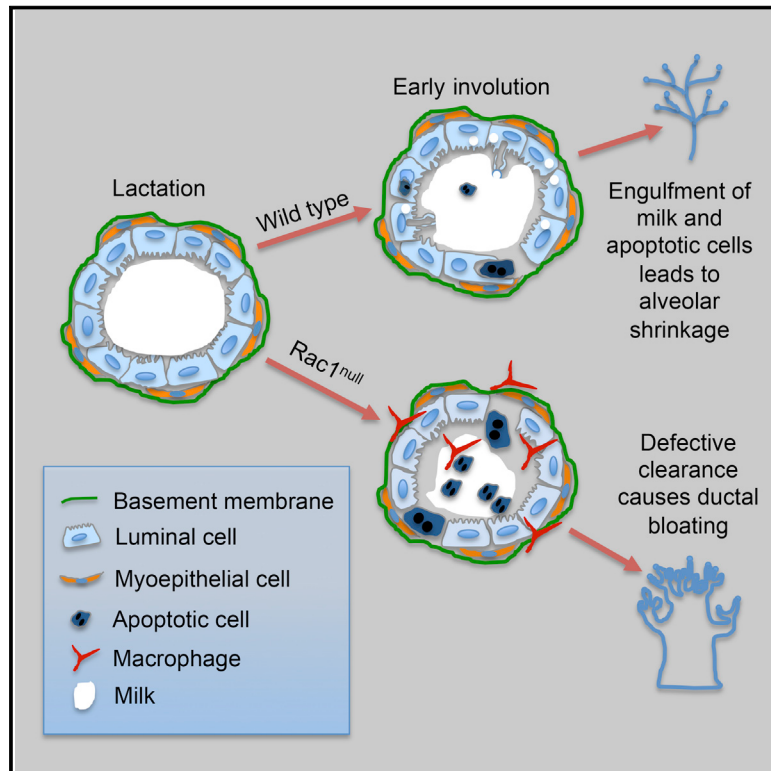

### Authors

Nasreen Akhtar, Weiping Li,  
Aleksander Mironov, Charles H. Streuli

### In Brief

Akhtar et al. show that *Rac1* gene deletion disrupts mammary gland development and causes long-term tissue malfunction. In lactation, *Rac1* is required for milk production. After lactation, *Rac1* causes cell function to switch from secretion to phagocytosis, thereby removing apoptotic cells and excess milk. This allows the tissue to remodel for the next pregnancy.

### Highlights

- *Rac1* is required for full secretory differentiation of the mammary gland
- *Rac1* restricts apoptotic cell shedding into the lumen to limit inflammation
- *Rac1* contributes to post-lactational tissue remodeling during involution
- Defective clearance of milk and dead cells in *Rac1*-null glands causes ductal bloating

### Accession Numbers

E-MTAB-5019  
GSE85188

# Rac1 Controls Both the Secretory Function of the Mammary Gland and Its Remodeling for Successive Gestations

Nasreen Akhtar,<sup>1,2,3,\*</sup> Weiping Li,<sup>1</sup> Aleksander Mironov,<sup>1</sup> and Charles H. Streuli<sup>1</sup>

<http://dx.doi.org/10.1016/j.devcel.2016.08.005>

## SUMMARY

An important feature of the mammary gland is its ability to undergo repeated morphological changes during each reproductive cycle with profound tissue expansion in pregnancy and regression in involution. However, the mechanisms that determine the tissue's cyclic regenerative capacity remain elusive. We have now discovered that Cre-Lox ablation of Rac1 in mammary epithelia causes gross enlargement of the epithelial tree and defective alveolar regeneration in a second pregnancy. Architectural defects arise because loss of Rac1 disrupts clearance in involution following the first lactation. We show that Rac1 is crucial for mammary alveolar epithelia to switch from secretion to a phagocytic mode and rapidly remove dying neighbors. Moreover, Rac1 restricts the extrusion of dying cells into the lumen, thus promoting their eradication by live phagocytic neighbors while within the epithelium. Without Rac1, residual milk and cell corpses flood the ductal network, causing gross dilation, chronic inflammation, and defective future regeneration.

## INTRODUCTION

The removal of surplus cells is crucial for tissue remodeling during development, and for the maintenance of organ homeostasis. One tissue that can assist in understanding the molecular basis of epithelial remodeling and tissue-specific function is the mammary gland. This tissue moderately proliferates and regresses with each menstrual cycle, but undergoes extreme expansion and regression during pregnancy, lactation, and involution. The regenerative capacity of the gland is demonstrated by its ability to undergo repeated rounds of morphogenesis in successive gestations. However, little is known about the factors that permit continued differentiation and regeneration in sequential reproductive cycles.

Involution occurs when the offspring stop suckling. It is characterized by a cessation of milk production followed by massive

cell death of the secretory alveolar units, leaving the ductal tree behind (Atabai et al., 2007; Watson, 2006). While numerous studies have focused on the process of epithelial cell death, it is unclear how cell corpses are removed or how this influences subsequent tissue remodeling. The process of involution is tightly regulated in two stages (Lund et al., 1996). In the first 48 hr of mouse mammary involution, it is reversible. Here, distended secretory alveoli dedifferentiate and apoptosis becomes triggered, but re-suckling by pups can re-initiate lactation and prevent cell death. Subsequently, there is extensive cell death of the alveolar units, breakdown of the subtending basement membrane, and an influx of inflammatory phagocytes. In stage one, the numbers of professional phagocytes (macrophages) are insufficient to mediate the majority of cell clearance. So, mammary epithelial cells (MECs) switch to having a phagocytic role and clear the dead cells (Monks et al., 2005, 2008). However, the mechanism that determines this switch is not known.

Rho family GTPases control the engulfment of apoptotic cells (Hochreiter-Hufford and Ravichandran, 2013; Niedergang and Chavrier, 2005). In professional phagocytes, Rac1 is required for the cytoskeletal rearrangements that form the phagocytic cup around the target cell (Castellano et al., 2000; Miki et al., 1998). We therefore reasoned that this GTPase might have a crucial role in the epithelial cells of the involuting mammary gland. Rac1 controls the lactational differentiation of cultured MEC alveoli downstream of  $\beta 1$ -integrin (Akhtar et al., 2009; Akhtar and Streuli, 2006; Naylor et al., 2005), and here we investigated the role of Rac1 in mammary epithelia at the genetic level. We have discovered that Rac1 dictates the secretory function of MECs during lactation, and then converts the cells to become phagocytic during the involution process. Rac1-dependent clearance of surplus milk and dead cells by mammary phagocytes is required for subsequent tissue remodeling, and for maintaining the regenerative and differentiation capacity of the mammary gland in future lactations. Our work has identified a new role for Rac1 in coordinating long-term epithelial morphogenesis and function in mammals.

## RESULTS

### Perinatal Lethality of Pups Nursing on Rac1 Null Mammary Glands

To examine the role of Rac1 in mammary development in vivo, we generated *Rac1<sup>flx/flx</sup>:LSLYFP:WAPiCre* (*Rac1<sup>-/-</sup>*) conditional

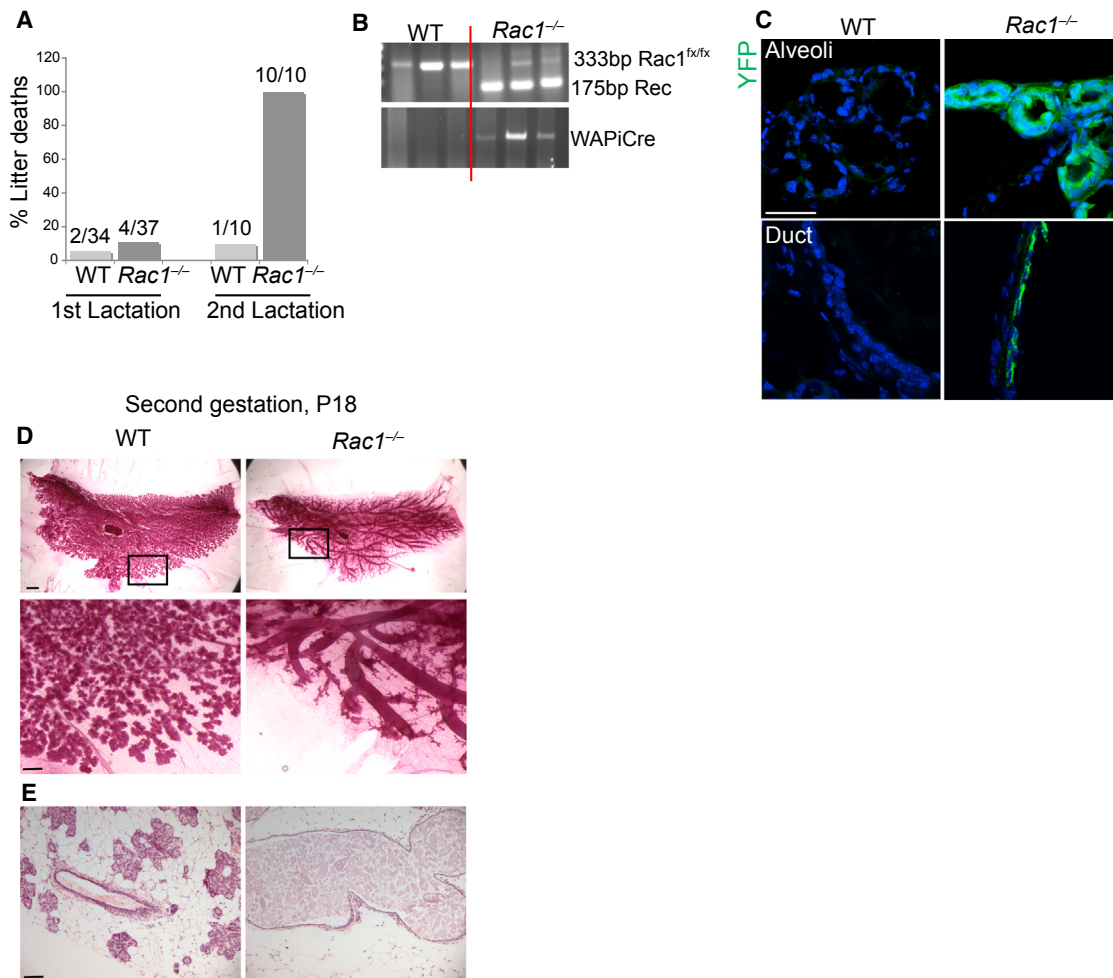

**Figure 1. Loss of Rac1 Leads to Defective Alveolar and Ductal Development in Second Gestation**

(A) Percentage of litter deaths at day 2 of first and second lactations.

(B) Genomic DNA was isolated from WT (*Rac1<sup>flx/flx</sup>:LSLYFP*) and *Rac1<sup>-/-</sup>* (*Rac1<sup>flx/flx</sup>:LSLYFP:WAPiCre*) second-pregnancy mammary glands. PCR shows the presence of the Cre gene in luminal epithelia of transgenic glands and Cre-mediated recombination of the *Rac1<sup>flx/flx</sup>* gene. The remaining full-length floxed allele detected in transgenics represents intact Rac1 in stromal and myoepithelial cells. The 333 bp product represents the full-length floxed allele and the 175 bp product represents the recombined *Rac1<sup>-/-</sup>* allele. *n* = 3 animals are shown per group.

(C) Second-pregnancy day 18 (P18) WT and *Rac1<sup>-/-</sup>* glands, immunostained for YFP reporter gene expression. The presence of YFP in *Rac1<sup>-/-</sup>* glands showed that Cre-mediated recombination occurred in the luminal cells of ducts and alveoli. Bar, 45 μm.

(D) Carmine staining of whole-mounted mammary gland of WT and *Rac1<sup>-/-</sup>* mice at pregnancy day 18 of the second gestation. Rac1 loss leads to ductal dilation and severe retardation of alveoli units. Bar, 2.8 mm (insert, 0.6 mm).

(E) H&E staining of mammary gland at P18, second gestation. Bar, 80 μm.

See also Figure S1.

knockout mice to delete the *Rac1* gene (Akhtar and Streuli, 2013). Cre recombinase was driven by the mammary-specific whey acidic protein promoter, which is activated at mid-pregnancy in luminal epithelial cells (Figure S1). Cre-negative *Rac1<sup>flx/flx</sup>:LSLYFP* mice were used as wild-type (WT) littermates. Most of the first litters (*Rac1<sup>+/-</sup>* genotype) feeding on *Rac1<sup>-/-</sup>* transgenic glands survived, albeit smaller in size. However, following the second gestation, all the litters died of malnourishment within 24 hr of birth, suggesting that transgenic dams were not able to nurse their pups (Figure 1A). Analysis of second-pregnancy glands revealed *Rac1* gene deletion in transgenics by PCR, and loss of *Rac1* in both alveoli and ducts, detected by

expression of the YFP reporter gene (Figures 1B and 1C). This resulted in two major defects: impaired lobular alveolar development and gross enlargement of the mammary ducts (Figures 1D, 1E, and S2A). We named this the baobab phenotype, due to its morphological resemblance to the baobab tree. To confirm that baobab ducts were a result of *Rac1* ablation and not adverse effects of Cre recombinase, we generated *WAPiCre:LSLYFP* mice with WT *Rac1* alleles. Cre recombinase expression had no effects on ductal or alveolar morphogenesis in a second pregnancy (Figures S2B and S2C).

These data reveal key roles for *Rac1* in regulating epithelial tissue fate decisions in the mammary gland. Without *Rac1*, the

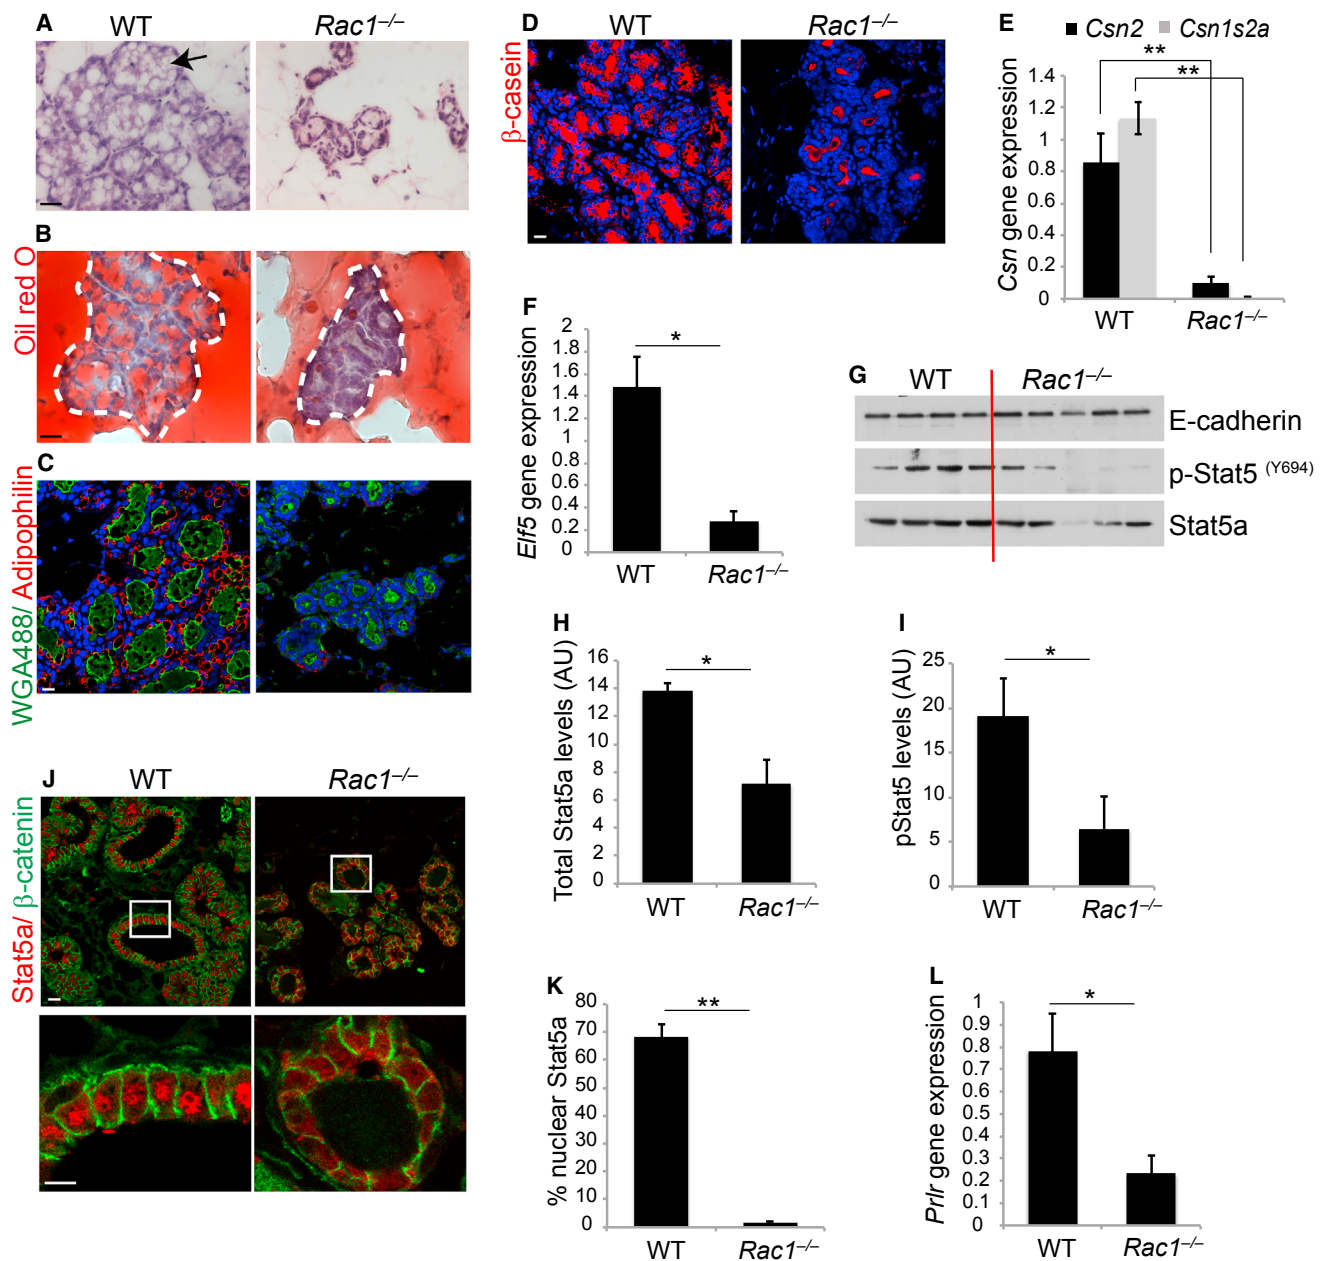

**Figure 2. Second Lactation Cycle Is Severely Defective without Rac1**

(A–I and L) Second gestation, P18 glands were used.

(A) H&E staining of mammary gland shows the presence of lipid droplets in WT glands (arrow). Note reduced alveolar development and an absence of lipid droplets in *Rac1*<sup>-/-</sup> glands. Bar, 20  $\mu$ m.

(B) Oil red O staining of tissue sections, with dotted lines denoting alveolar edges. In comparison with WT, *Rac1*<sup>-/-</sup> glands do not contain significant quantities of milk fat in alveoli. Bar, 15  $\mu$ m.

(C) Immunofluorescence for lipid envelope protein adipophilin (red) reveals large milk lipid droplets in WT glands but these are significantly reduced in *Rac1*<sup>-/-</sup> glands. Wheat germ agglutinin (WGA-488; green) was used to detect the luminal surface. Bar, 15  $\mu$ m.

(D) Immunofluorescence staining of  $\beta$ -casein shows reduced milk protein in *Rac1*<sup>-/-</sup> glands compared with WT. Bar, 15  $\mu$ m.

(E) qRT-PCR shows defective *Csn2* ( $\beta$ -casein) and *Csn1s2a* ( $\gamma$ -casein) gene expression in *Rac1*<sup>-/-</sup> glands. Error bars  $\pm$  SEM of *n* = 4 mice (WT) and *n* = 5 mice (*Rac1*<sup>-/-</sup>). \*\**p* < 0.001.

(F) qRT-PCR shows reduced *Elf5* gene expression in *Rac1*<sup>-/-</sup> glands. Error bars  $\pm$  SEM of *n* = 3 mice. \**p* < 0.05.

(G) Immunoblot showing expression and (Y694) phosphorylation of Stat5a. E-cadherin was used to show equal loading. WT, *n* = 4 mice; *Rac1*<sup>-/-</sup>, *n* = 5 mice.

(H) Quantitation of the Stat5a immunoblot (G) after normalization to loading control (E-cadherin). Error bars  $\pm$  SEM of *n* = 4 mice (WT) and *n* = 5 mice (*Rac1*<sup>-/-</sup>). \**p* < 0.05.

(legend continued on next page)

epithelia preferentially switch to forming enlarged ducts rather than alveoli.

### Failed Lactation in *Rac1* Null Mammary Glands

To determine the possible cause of mortality in the pups feeding on *Rac1*<sup>-/-</sup> dams, we investigated whether lactation was altered in mammary epithelia. Where small lobular alveolar units were present, *Rac1* ablation had a severe effect on the synthesis and secretion of milk fat (Figures 2A–2C). Levels of the milk proteins  $\beta$ - and  $\gamma$ -casein were also markedly reduced in *Rac1*<sup>-/-</sup> mammary alveoli, confirming that pups died from severe malnourishment (Figures 2D, 2E, and S3). Gene array studies revealed that, in the absence of *Rac1*, numerous gene sets encoding milk protein and fat synthesis were severely compromised, indicating that the alveolar secretory differentiation switch was defective (Tables S1 and S2).

One possible explanation for the lack of milk production is the reduced alveologenesis in second-pregnancy *transgenic* glands, which we investigated through several lines of enquiry. First in *transgenic* alveoli, there was reduced expression of *Elf5* and *Stat5* transcription factors (but not *GATA3*), which drive milk protein gene expression downstream of the prolactin signaling pathway (Figures 2F and 2G, Table S2). In addition, there was reduced *Stat5a* phosphorylation (Figures 2G–2I) and a concomitant loss in its nuclear translocation (Figures 2J and 2K), indicating a functional defect in the lactational signaling pathway. Examination of the proximal pathway components revealed a reduction in prolactin receptor expression (Figure 2L and Table S2). Second, we addressed the role of *Rac1* in lactation directly, by disrupting its function after the milk-secreting alveolar units had formed. This was achieved within the first pregnancy because the WAPiCre promoter is activated following alveolar development (Figure S1). Here, the mammary ducts were not bloated, and this coincided with a lack of WAPiCre recombination in the ducts, indicating that they were still genetically WT in the first pregnancy (Figures S1 and S4A). However, *Rac1*<sup>-/-</sup> alveoli had reduced lumen sizes in comparison with WT alveoli, suggesting a lack of secretory products (Figures 3A and 3B). The *transgenics* also had less milk lipids and proteins (Figures 3C–3G) with a concomitant decrease in nuclear *Stat5a* and *Elf5* gene expression (Figures S4B–D). In most cases, however, sufficient quantities of milk products were produced to support the first litter (Figure 1A).

We functionally tested the ability of *Rac1*<sup>-/-</sup> alveolar epithelium to synthesize  $\beta$ -casein when directly treated with lactogenic hormones. WT alveolar MECs form lactational acini ex vivo when embedded on a basement membrane matrix. However, when *Rac1* was ablated in mammary epithelial alveolar cultures isolated from mid-pregnant *Rac1*<sup>fl/fl</sup>; *CreER* mice, the *Rac1*<sup>-/-</sup> acini were compromised in milk protein synthesis (Figures 3H–3J).

This confirms that the lactation defect observed in vivo is a direct consequence of *Rac1* loss in the luminal MECs.

These data provide genetic evidence that *Rac1* is necessary for the full lactational differentiation of mammary epithelia both in vivo and in a primary culture model.

### Tissue Remodeling Defects Cause Baobab Ducts

To determine the mechanism of ductal bloating in second pregnancy, we first examined the architecture of the epithelial cells in ducts. Histological analysis revealed that luminal epithelia were typically cuboidal shaped in WT glands. In contrast *Rac1*<sup>-/-</sup> epithelia displayed a flattened squamous morphology, resembling myoepithelial cell architecture (Figure S5A). Mammary epithelia compartmentalize into luminal and basal (myoepithelial) cell lineages; we thus tested whether loss of *Rac1* caused a lineage switch. Immunofluorescence staining with luminal and basal specific markers revealed that the flattened cells were a bilayer of both lineages positive for cytokeratin 8/18 (luminal cells), wheat germ agglutinin (luminal apical surface), and smooth muscle actin (myoepithelial cells; Figure S5B). Moreover, *Rac1* loss did not affect apicobasal polarity and lineage tracing using the YFP reporter gene, which revealed that *Rac1* ablation was confined to the luminal cells (Figures S5C and S5D). We functionally tested whether *Rac1* controls cell height in MEC cultures from *Rac1*<sup>fl/fl</sup>; *CreER* mice. *Rac1* ablation did not affect cell height in MEC acini (Figures S5E and S5F), suggesting that ductal cell flattening in vivo was likely a result of pressure exerted by the contents of the lumen.

Examination of ductal lumens showed the presence of milk products within *Rac1*<sup>-/-</sup> ducts but not in WT ducts (Figures S5G and S5H), despite the reduced milk protein expression in these mice (Figures 2C–2E). This suggested possible defects in the clearance of milk from the previous gestation during post-lactational involution. Whole-mount analysis revealed that the baobab duct phenotype of *Rac1*<sup>-/-</sup> *transgenics* had indeed developed prior to the second pregnancy (Figure 4A). They formed in early involution and were detectable 2 days after forced weaning of the first litter, concomitant with *Rac1* ablation. The bloated ducts continued to persist 4 weeks later and into the second gestation (Figures 4B, 4C, 1D, and 1E). In contrast, *Cre*<sup>neg</sup>, WT littermates, and *Cre*<sup>pos</sup>/*Rac1*<sup>wt</sup> ducts (WAPiCre: *LSLYFP* mice) were moderately bloated in early involution but completely recovered by 4 weeks post-lactational involution (Figures 4A–4C and S5I–S5K). Further examination revealed numerous cell corpses infiltrating the luminal spaces of *Rac1*<sup>-/-</sup> glands, which was confirmed by cleaved caspase-3 staining (Figures 4D and 4E). These data suggested that loss of *Rac1* might promote cell death. We thus functionally tested this in cells cultured from *Rac1*<sup>fl/fl</sup>; *CreER* mice. However, the loss of *Rac1* only caused a small increase in cleaved caspase-3 expression (data not shown), and when cells were induced to die through

(I) Quantitation of the p-Stat5(Y694) immunoblot (G) after normalization to normalized total *Stat5a*. Error bars  $\pm$  SEM of *n* = 4 mice (WT) and *n* = 5 mice (*Rac1*<sup>-/-</sup>). \**p* < 0.05.

(J) Immunofluorescence staining of *Stat5a* at lactation day 2 reveals reduced nuclear translocation in *Rac1*<sup>-/-</sup> alveoli.  $\beta$ -catenin was used to mark cell edges. Bar, 15  $\mu$ m (insert, 7  $\mu$ m).

(K) Quantitative analysis of *Stat5a* nuclear translocation. Nine areas/mouse were analyzed. Error bars  $\pm$  SEM of *n* = 3 mice per group. \*\**p* < 0.001.

(L) qRT-PCR shows defective prolactin receptor (*Prlr*) gene expression in *Rac1*<sup>-/-</sup> glands. Error bars  $\pm$  SEM of *n* = 3 mice. \**p* < 0.05.

See also Figure S2, Tables S1 and S2.

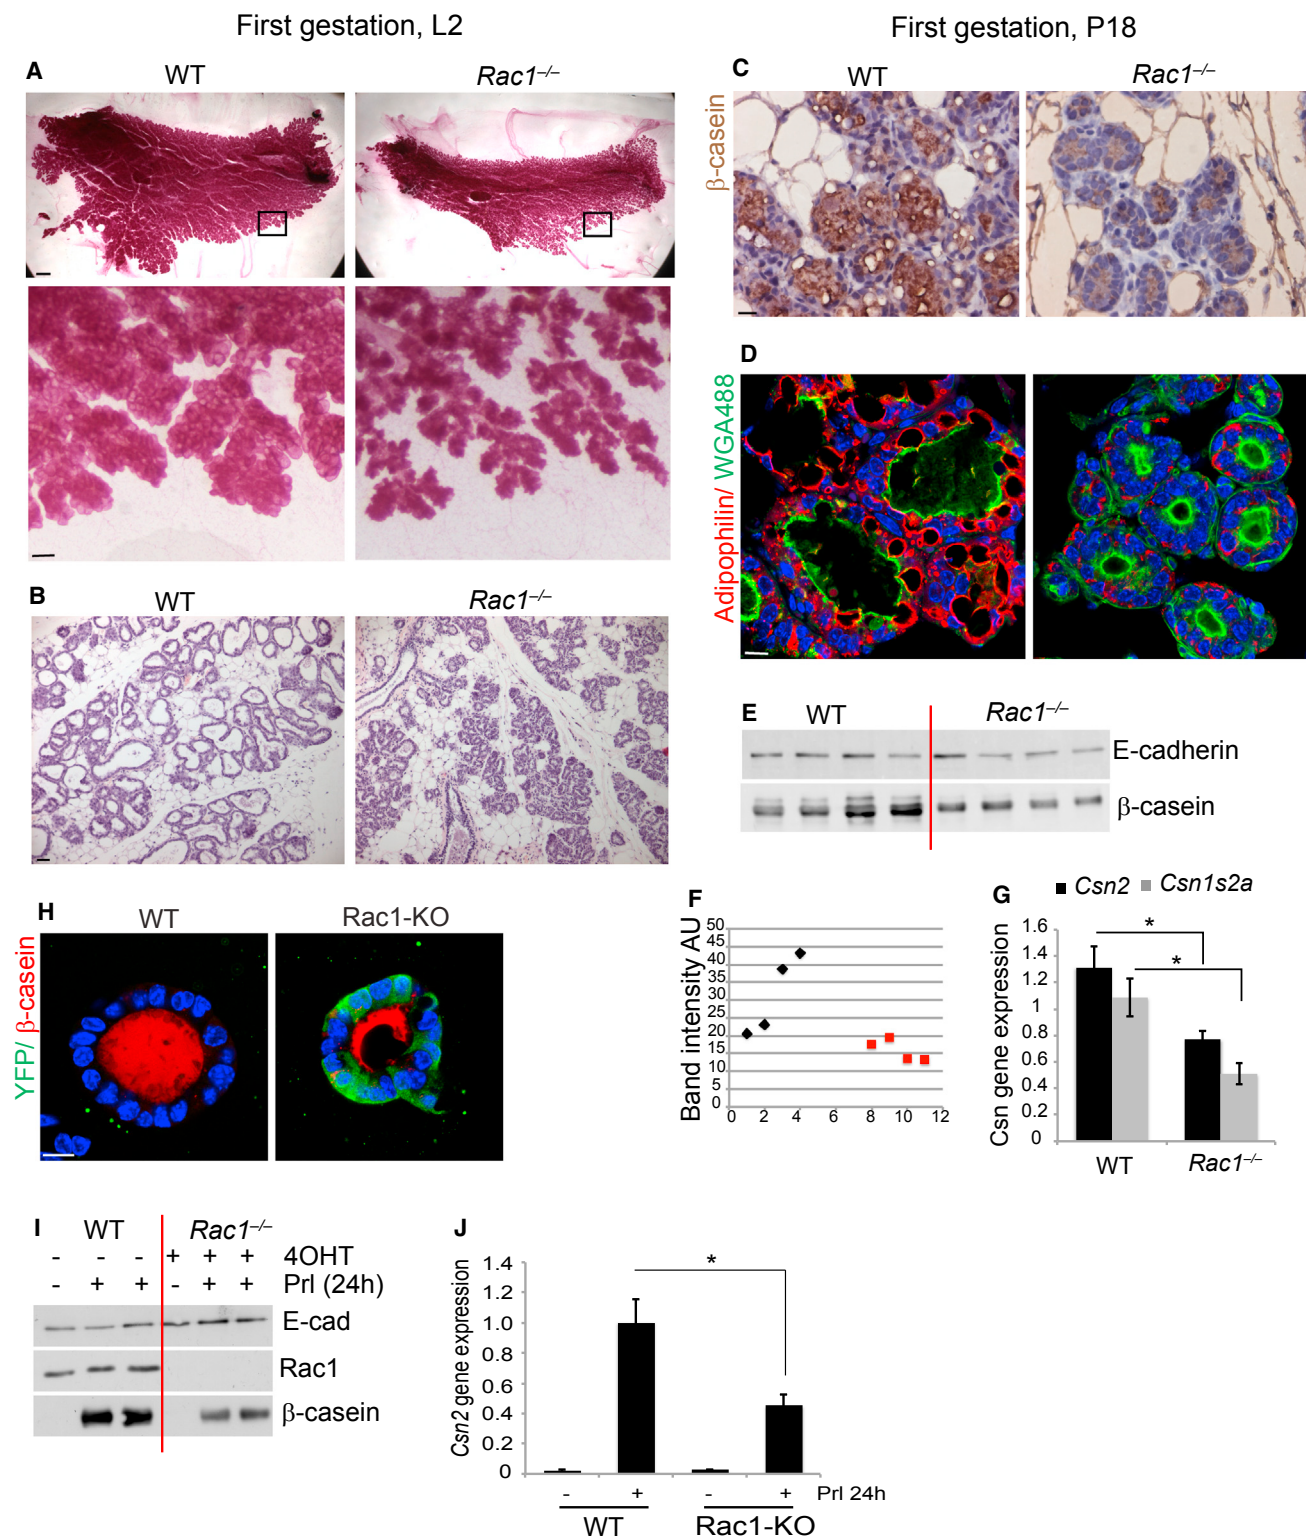

(legend continued on next page)

a loss of adhesion, there was no difference in apoptotic cell numbers (Figures 4F and 4G).

These data indicate that the baobab duct phenotype arising from the loss of Rac1 is not a result of defective epithelial architecture. Rac1 deletion does not change luminal stem cell fate into a myoepithelial lineage, and there are no gross defects in apicobasal polarity. Moreover, the accumulation of dead cells in the lumens of *transgenic* glands is not due to increased apoptosis. We therefore reasoned that the baobab phenotype might arise through either increased shedding of dying cells and/or defective phagocytic clearance of cell corpses.

### Rac1 Restrains Shedding of Dying Cells from the Alveolar Epithelium

To identify a mechanism that explains cell corpse accumulation in the lumens of *Rac1*<sup>-/-</sup> glands, we tested whether loss of Rac1 promoted MEC shedding. In comparison with WT glands, where dead cells were retained within vacuolar structures associated with the alveolar epithelium, the *Rac1*<sup>-/-</sup> glands showed increased dead cell extrusion (Figures 5A and 5B). To test whether this occurred by modulating adhesion, we examined cell-cell and cell-matrix adhesions in cultured primary cells. Loss of Rac1 did not disrupt E-cadherin-mediated adhesion, indicating that altered cell-cell adhesion was an unlikely cause of increased cell extrusion (Figure 5C). In WT cells, there were numerous focal adhesions containing vinculin, paxillin, and focal adhesion kinase (FAK), with actin organized into radial bundles at the cell-ECM interface (Figures 5D, 5E, and S6A). Loss of Rac1 lowered the number of focal adhesions and reduced the organization of laminin and fibronectin (Figures 5D, 5E, S6B, and S6C). However, these cells were viable and remained attached to the ECM. A small number of focal adhesions retained the ability to initiate proximal signaling, because both FAK and paxillin were phosphorylated within adhesion complexes of *Rac1*<sup>-/-</sup> cells (Figures S6D and S6E). On trypsin treatment, *Rac1*<sup>-/-</sup> MECs detached considerably more readily than WT cells, and then failed to reattach to an ECM (Figure 5F).

Thus, Rac1 promotes MEC adhesion to the basement membrane, thereby limiting the extrusion of dying MECs from the alveolar epithelium. This proximity of cell corpses to the intact epithelium might allow easier recognition and removal by neighboring live MEC phagocytes. In contrast, without Rac1, the dying cells rapidly detach from the basement membrane, become spatially out of reach for removal by mammary phagocytes, and accumulate in luminal spaces.

### Rac1 Is Critical for the Engulfment of Dead Cells

The clearance of apoptotic cell corpses and residual milk during involution can be performed by MECs as well as by immune

phagocytes. Ultrastructural studies on day 2 WT involuting glands revealed the presence of apoptotic bodies inside live MECs, suggesting that engulfment of dead cells had taken place. In contrast, there was no engulfment in the *Rac1*<sup>-/-</sup> tissue. Instead, numerous necrotic cell corpses were present in the extracellular alveolar lumens (Figure 6A). We therefore tested the ability of Rac1 to mediate MEC phagocytosis of dead cells in culture. Apoptotic MECs, induced to die through suspension culture (labeled red), were added to live MEC monolayers (labeled green). Although WT MECs engulfed cell corpses in approximately 20% of cases, this number was reduced to 5% in the absence of Rac1 (Figure 6B). Internalized apoptotic bodies were detected by electron microscopy in viable WT MECs, but not in *Rac1*<sup>-/-</sup> cells (Figure 6C). Thus, Rac1 is critical for the phagocytic activity of mammary epithelia.

In the WT alveolar epithelium, extensive macropinocytic activity was detected at the apical luminal surface (Figure 6D). Numerous membrane extensions formed loops containing milk proteins, suggesting that the milk was being captured from the lumen of WT alveoli (Figures 6D and 6E). Indeed, cell-associated milk in WT epithelium was detected by immunofluorescence staining with a  $\beta$ -casein antibody (Figure 6G). Phagocytic cups also engulfed larger milk fat globules from the lumen (Figure 6F). In contrast, *Rac1*<sup>-/-</sup> tissues and cultured MECs completely lacked macropinocytic activity at the apical membrane (Figures 6D and 6H). Moreover, there was no evidence of milk components associated with the cells; instead, excess milk accumulated extracellularly within the luminal space (Figures 6D–6F).

Several lines of evidence suggest that the milk in involuting WT MECs is reabsorbed from the lumen. First, late pregnant tissue contained newly synthesized milk components that were secreted as smaller droplets bounded by a membrane. In comparison, the milk within involuting epithelia lacked an encapsulating membrane and was not present as discrete droplets (Figure S7A). Second, qPCR revealed virtually no new milk synthesis in involuting day 2 tissues, suggesting that milk in WT epithelia was likely engulfed from the lumen rather than newly synthesized (Figure S7B). Third, milk-engulfing macropinosomes were only detected in involuting tissue but not at the earlier secretory stage (Figure S7C). WT alveoli collapsed by involution day 4, concomitant with milk removal from the lumen (Figures 6I and 6J). In contrast, *Rac1*<sup>-/-</sup> alveoli remained distended and engorged with both milk and dead cells in the lumen.

We thus tested the ability of Rac1 to engulf milk in MEC cultures. To assess this, we used fluorescent-conjugated milk protein (FITC-casein) and measured its uptake by macropinocytosis when added to MEC cultures. Inhibition of Rac1 activity reduced uptake of FITC-casein by over 5-fold in dextran-positive

(D) Reduced milk lipid droplets revealed by adipophilin staining in P18 *Rac1*<sup>-/-</sup> glands. Wheat germ agglutinin (WGA488) was used to demark apical lumens. Bar, 50  $\mu$ m.

(E) Immunoblot showing reduced  $\beta$ -casein in P18 *Rac1*<sup>-/-</sup> glands.

(F)  $\beta$ -casein immunoblot was quantified using the Odyssey imaging system (LICOR Biosciences). Black diamonds, WT glands; red squares, *Rac1*<sup>-/-</sup> glands.

(G) qRT-PCR shows defective *Csn2* and *Csn1s2a* gene expression in P18 *Rac1*<sup>-/-</sup> glands. Error bars  $\pm$  SEM of  $n = 3$  mice, \* $p < 0.05$ .

(H) Immunofluorescence staining of  $\beta$ -casein and YFP in WT and *Rac1*-KO primary cultures. These are confocal images through the center of 3D acini cultured on a basement membrane matrix. Bar, 10  $\mu$ m.

(I) Immunoblotting shows reduced  $\beta$ -casein levels in *Rac1*-KO primary cultures.

(J) qRT-PCR shows defective *Csn2* gene synthesis in response to lactogenic hormones in *Rac1*-KO primary cultures. Error bars  $\pm$  SEM of  $n = 3$  samples, \* $p < 0.05$ . See also Figure S4.

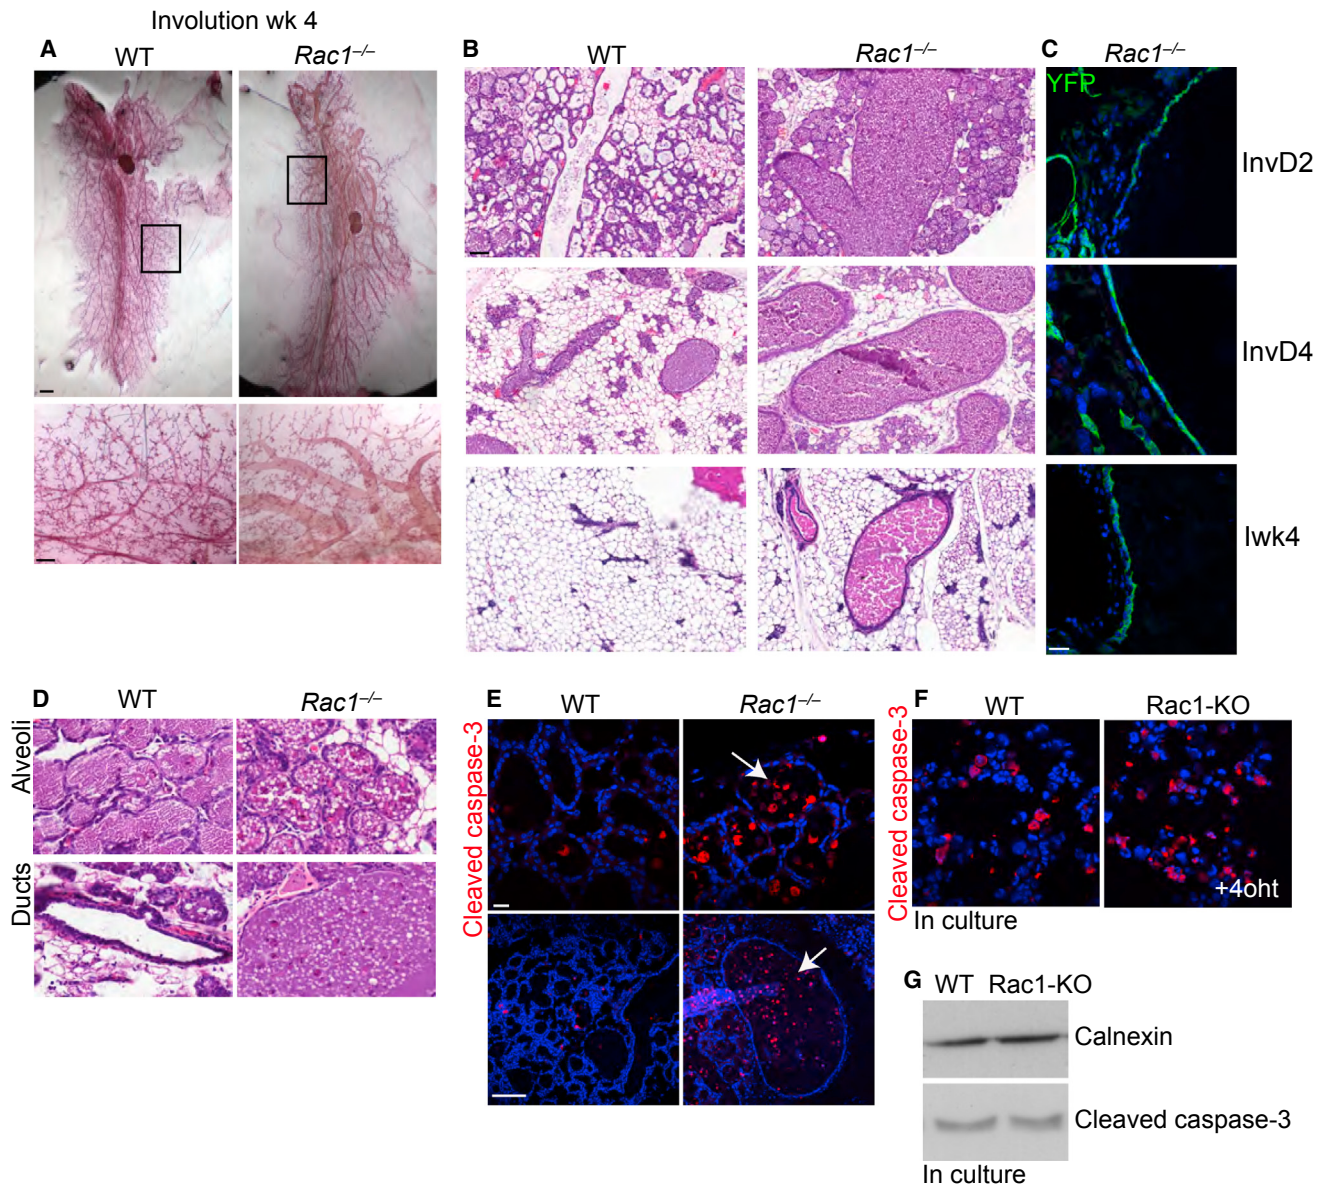

**Figure 4. Baobab Ducts Arise in Post-lactational Involution, and Glandular Lumens Are Full of Dead Cells**

(A) Carmine staining of whole-mounted mammary glands at 4 weeks post-lactational involution. This shows baobab ducts in *Rac1*<sup>-/-</sup> tissue. Bar, 2.8 mm (insert, 0.7 mm).

(B) H&E staining of WT and *Rac1*<sup>-/-</sup> mammary glands at involution day 2, day 4, and 4 weeks. Note *Rac1*<sup>-/-</sup> baobab ducts are present at involution day 2 and persist throughout involution. Bar, 200  $\mu$ m.

(C) Immunofluorescence staining of YFP shows that *Rac1* ablation in ducts coincides with the baobab phenotype. Bar, 45  $\mu$ m.

(D) H&E stain shows accumulation of dead cells in *Rac1*<sup>-/-</sup> alveolar and ductal lumens.

(E) Cleaved caspase-3 staining showing dead cell accumulation in lumens of *Rac1*<sup>-/-</sup> glands. Arrows point to dead cells in alveoli (top panel) and ducts (bottom panel). Bar, 45  $\mu$ m (top), 200  $\mu$ m (bottom).

(F) Cleaved caspase-3 staining in WT and *Rac1*-KO primary cultures induced to die for 5 hr in suspension.

(G) Immunoblot of (F) showing no difference in caspase-3 activation in WT and *Rac1*-KO suspension cultures.

See also Figure S5.

macropinosomes (Figures S7D and S7E), confirming that *Rac1* is required for milk clearance by MECs.

The phagocytic activity of MECs involves upregulation of surface-engulfment receptors that recognize and bind dead cells (Monks et al., 2005; Stein et al., 2004). However, the molecular

switches triggering this process are not known. Gene array studies at involution day 2 revealed that, in the absence of *Rac1*, there was decreased expression of gene sets encoding phagocytic receptors (Figure S7F). This suggests a role for *Rac1* in the priming of MECs into phagocytes in involution. An

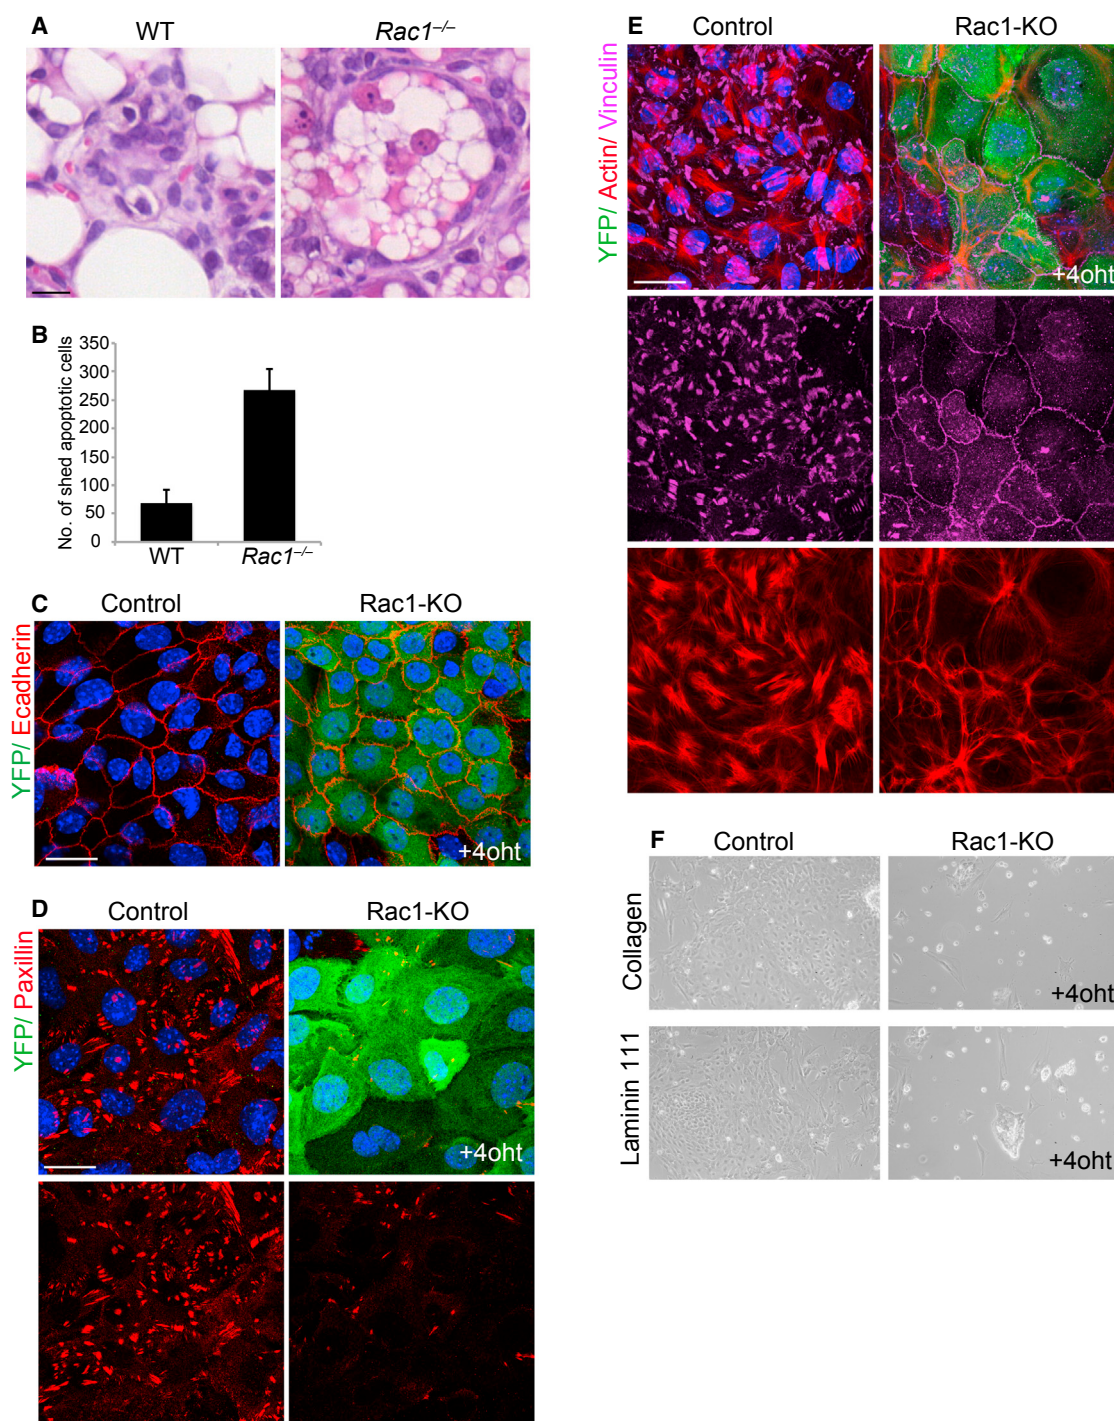

**Figure 5. Reduced Cell-ECM Adhesion in *Rac1*<sup>-/-</sup> Epithelia Leads to Increased Cell Shedding**

(A) H&E staining of WT and *Rac1*<sup>-/-</sup> alveoli at involution day 4. In WT glands, dying cells are contained in vacuoles within viable neighbors. In *Rac1*<sup>-/-</sup> glands, apoptotic cells are extruded out of the epithelium. Bar, 35  $\mu$ m.

(B) Incidence of dead cell extrusion from epithelium. The number of cell corpses shed into lumens were counted in 50 alveoli per gland (involution day 2). Error bars  $\pm$  SEM of  $n = 3$  mice.

(C) E-cadherin staining shows cell-cell junctions are not disrupted following deletion of *Rac1* in monolayer culture. YFP was used to detect Cre recombination.

(D) Paxillin staining shows marked reduction in focal adhesions following *Rac1* deletion in culture.

(E) Vinculin and actin staining show reduced focal adhesion and distinct actin rearrangement, following *Rac1* deletion.

(F) *Rac1*-KO cells fail to attach when re-plated onto a collagen or laminin-111 matrix.

Bar, 10  $\mu$ m (C–E). See also Figure S6.

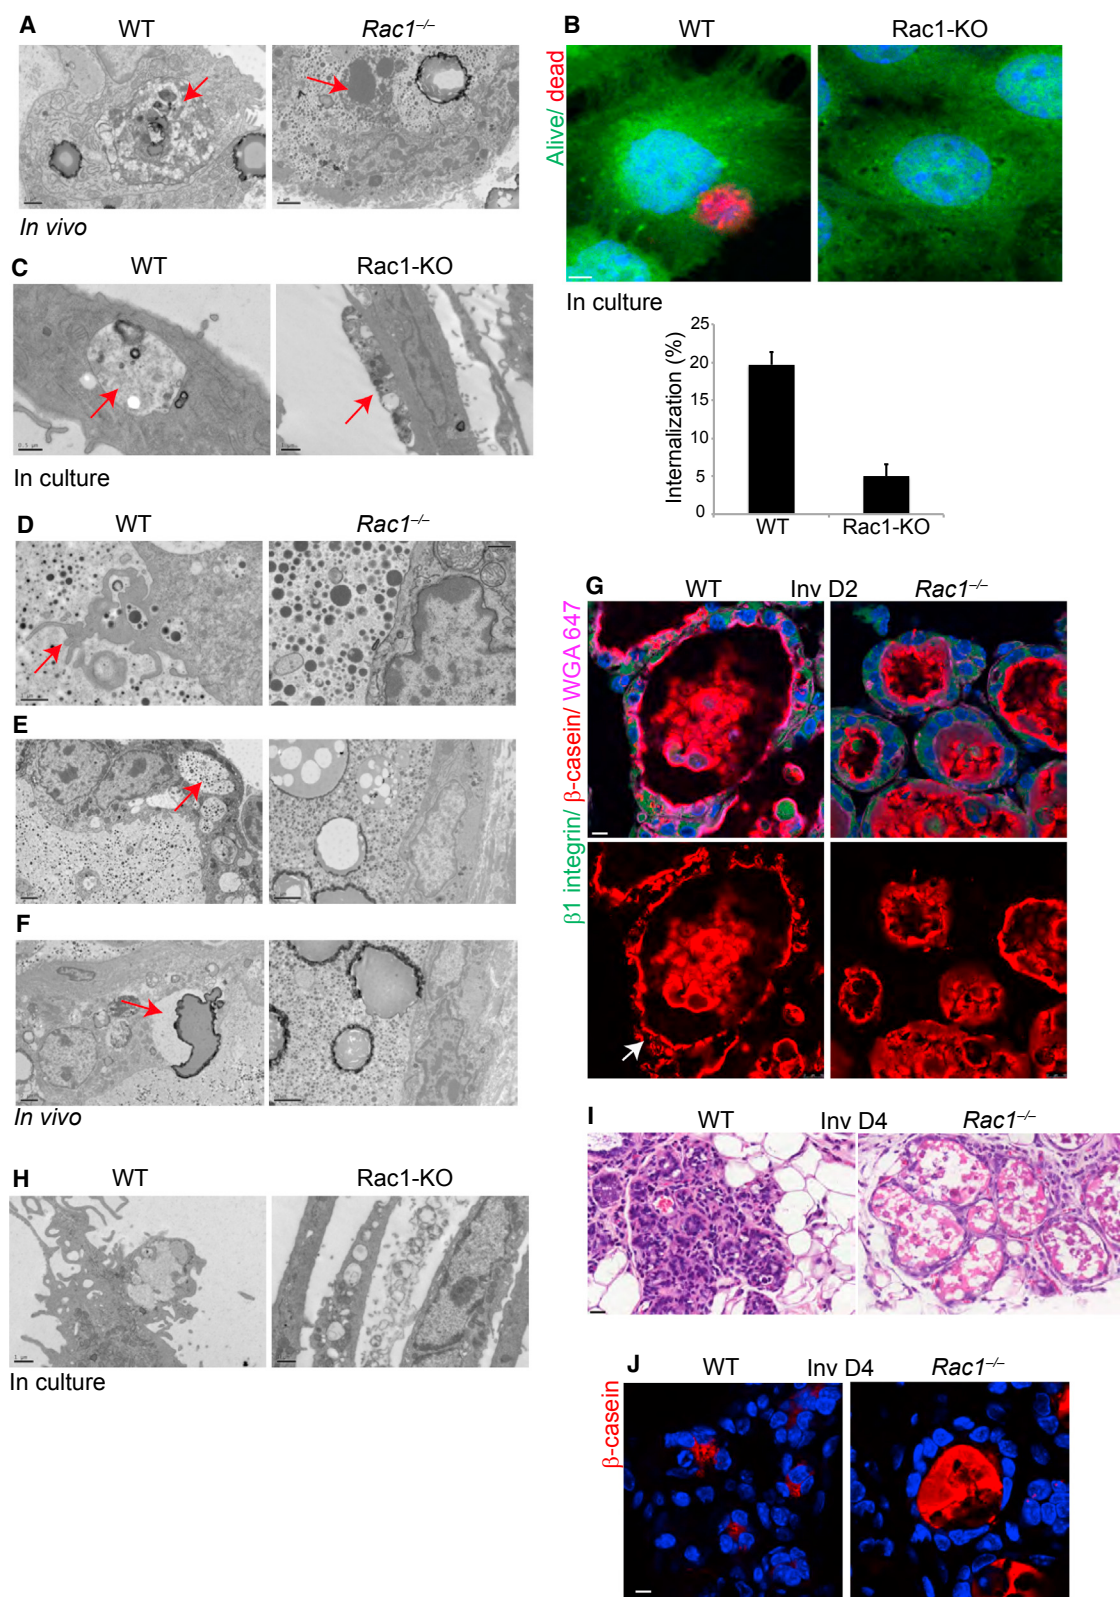

**Figure 6. Rac1 Is Required for MEC Phagocytosis in Involution**

(A) Electron micrographs of involution day 2 glands. Left, arrow points to a dead cell inside a live MEC in WT, also note the presence of milk fat globules. Right, arrow points to a necrotic cell in the lumen of *Rac1*<sup>-/-</sup> alveolus. Note, there is no engulfment in *transgenics*. Bar, 1 μm (left), 2 μm (right).

(legend continued on next page)

initial Rac1-mediated clearance may trigger a transcriptional feedback loop that further increases expression of engulfment receptors.

Together these results reveal that Rac1 is critical for both the phagocytic and macropinocytic activity of mammary epithelia. This results in the clearance of both dead cells and milk at early phases of involution. In the absence of Rac1, cell corpses and milk accumulate, eventually flooding into the adjacent ductal lumens.

### Mammary Immune Responses Require Epithelial Rac1

Apoptotic cells that are not phagocytized lose contact with the basement membrane and become shed into the alveolar lumens. Ultimately, inflammatory phagocytes remove the corpses and residual milk, and thereby contribute to subsequent tissue remodeling. We therefore investigated whether the failure to clear cell corpses and milk in *Rac1*<sup>-/-</sup> tissue was a result of defective macrophage recruitment. In WT glands, we found no evidence of macrophages at day 2 of involution. However, they were present in the interstitial spaces at day 4 (Figure 7A). In *Rac1*<sup>-/-</sup> glands, there was early recruitment of macrophages at day 2 of involution, which was increased at day 4. Thus, macrophage recruitment was not defective but rather it was heightened in the absence of Rac1.

The ability of macrophages to remove dead cells and milk is dependent on their anatomical location. We therefore examined whether loss of epithelial Rac1 inhibited their entry into the lumen. In fact macrophages were detected in lumens, showing that recruitment to the correct location was not defective in *Rac1*<sup>-/-</sup> glands (Figure 7B). Early macrophage recruitment was associated with increased chemokine activity, detected using gene arrays; indeed there were ~20 different chemokine gene sets associated with inflammatory cell recruitment (Table S3). qRT-PCR studies detected up to 140-fold increases in chemokines CCL2 and CCL7 in some *transgenics*, which were persistently raised 4 weeks post-involution (Figures 7C and 7D). At this stage of development, immunohistochemical analysis revealed the presence of large foamy macrophages containing lipid products, confirming sustained inflammation in the *Rac1*<sup>-/-</sup> glands (Figures 7E and 7F).

Dying cells flip phosphatidylserine to their outer membranes, which marks them for removal by phagocytes (Fadok et al., 1992). We therefore examined whether cell corpses evaded clearance from defective exposure of phosphatidylserine. However, Rac1 ablation did not prevent phosphatidylserine exposure, detected by Annexin V binding, showing that the failure

of macrophages to clear cell corpses was not due to a lack of “eat-me” recognition signals (Figure 7G).

Collectively, these data show that Rac1 modulates the cytokine and chemokine milieu of the mammary gland. Without Rac1, the inflammatory responses are both heightened and prolonged. Despite recruitment of macrophages during involution, these cells are relatively inefficient at milk clearance because residual milk fat globules persist. Rather, in the normal WT glands, the majority of milk and dead cell clearance is mediated by MECs themselves, through Rac1-dependent phagocytosis.

### DISCUSSION

Our study reveals that Rac1 is a crucial mediator of the adult mammary gland developmental cycle. During lactation, Rac1 dictates the secretory function of mammary epithelia, which we now confirm with genetic analysis (Akhtar et al., 2009; Akhtar and Streuli, 2006). In involution, mammary epithelia switch their profession from secretory to phagocytic (Monks et al., 2005), which we show is also dependent on Rac1.

How the deposited data were processed for this re-analysis (not part of the article)

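Mammary glands of 3 WT and 3 Rac1-/- mice were measured at involution day 2, with 1 Affymetrix mouse array per mouse and no pooling, and the mice are separate animals in the labels. The authors amplified the RNA with the Affymetrix Sensation kit, checked the arrays in Expression Console and deposited 1 linear intensity per probe set, and the summary method, the normalization and any test are not given in the sources used here. Tested on the values, each array's mean without the top and bottom 2% of probe sets is 100, and the medians differ between arrays, so the deposited intensities were scaled array by array and not quantile normalized. No pair of arrays held identical values (0 pairs), and the depth of an array cannot be given as a count.

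The intensities were quantile normalized in limma 3.58.1 (R 4.3.3), values below 1 were set to 1 (between 82 and 1151 of 45101 values per array before normalization), and log2 was taken. Of the probe sets, 34958 carry 1 gene symbol in the platform annotation, 932 several and 9211 none. Symbols were checked through the Entrez ID against a RefSeq table of GRCm38.p6 for 34754 probe sets, and 0 differed. Probe sets with several symbols or none were left out, and for 9012 genes with more than 1 probe set the one with the highest mean over all arrays was used, without a filter on dim genes. Groups were compared with lmFit and eBayes and Benjamini-Hochberg adjustment over 18194 genes, with a threshold of 0.05 on the adjusted p. Estimates given for other probe sets of a gene, and for each probe set of Csn1s2a, come from the same model over all probe sets.

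Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 27 lists, and again with an estimated correlation, with which no list passed. The lists, the main settings, most alternatives and the rule for named genes were fixed before the data were examined, while the values in the paper's tables had been seen. The rule names the genes of Tables S1 to S3 and Fig. S7F and a few others that the paper names, the 12 genes per direction with the smallest p, since none passed, and the 2 members of each list with the smallest p. Other members named are examples chosen after their values were seen. The alternatives leave out each mouse in turn, scale to a common median, average the probe sets of a gene, drop probe sets that can cross-hybridize, keep only genes above the median mean, let the prior variance follow the mean, weight the arrays, or test every probe set on its own. Others were added after the data were seen. They leave out or block the arrays of Nas484 and Nas497, block the 3 arrays with the narrowest range, take the interquartile range or the log2 difference between the 3' and 5' control probe sets of actin as a covariate, or leave out normalization between arrays. For Table S1 the casein kinases were also left out.

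On simulated data made from the means and spreads of the 18194 genes, 32 of 50 genes with a true log2 change of 4 were found at the adjusted threshold, 8 of 50 with a change of 3, 0 of 50 with 2 and 0 of 50 with 1, with 1 false call. A count of 0 genes therefore does not show that genes did not change. A list shifted by a log2 change of 1 was found (camera adjusted p = 9.66e-05) and 0 of 20 lists without a shift were called. Means and spreads hold no correlation between genes and no array structure, so this absence of false list calls does not carry over to the real arrays. There, other splits of the mice gave a -log10 camera p of 10.0 for skeletal muscle markers and 8.17 for macrophage markers. Ccl19 and Prlr, which the paper's tables name, have no probe set with a single symbol and were not analysed here.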

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

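Of the lists fixed for context, 3 whose array values the paper does not report were picked for this part after it was seen which lists passed camera, and the settings without arrays or with a covariate were also chosen after that. Genes of secretory differentiation fell as a group in Rac1-/- glands against WT glands, with a median log2 fold change of -0.84 over 17 genes, 11 of them below 0 (camera adjusted p = 1.45e-07, and adjusted p = 0.0951 with an estimated correlation). Adjusted over the list alone 5 were lower, namely Glycam1, Slc34a2, Cel, Folr1 and B4galt1, and none of them passed limma's test over all genes, with 8 lower and 0 higher at an unadjusted p under 0.05. With the actin 3' minus 5' difference, which separates the groups, as a covariate it still passed at -1.23 (adjusted p = 0.000318, and from 5.61e-11 to 0.551 over the alternatives). Interferon response genes rose as a group, with a median of 0.51 over 10 genes, all above 0 (camera adjusted p = 0.00995, and adjusted p = 0.432 with an estimated correlation), and it was 0.35 without the mouse Nas483, 0.56 without Nas496, 0.16 with values scaled to a common median and 0.62 with the actin difference as a covariate, where the group no longer passed, and 0.82 without Nas484, where it did (13 of 22 alternatives passed, with adjusted p from 0.00112 to 0.629). Lysosome genes fell as a group, with a median of -0.51 over 17 genes, 12 of them below 0 (camera adjusted p = 0.0306, and adjusted p = 0.432 with an estimated correlation), and it was -0.45 without Nas478, -0.35 without Nas483 and -0.071 without Nas497, where the group no longer passed, and -0.79 without Nas484, where it did (9 of 22 alternatives passed, with adjusted p from 1.58e-06 to 0.750). It was -0.41 (adjusted p = 0.249) with the array range as a block and turned to 0.16 with the actin difference as a covariate. Over all alternatives the lysosome median ran from -1.43 to 0.16. As -log10 of the camera p, the real split of the 6 mice gave 7.97 for secretory differentiation (highest other 1.41), 1 of 10 splits as large. For the interferon response it gave 2.59 (2.03), also 1 of 10. Picking lists that passed camera in the real split favours that split, so these ranks are not independent evidence. For the lysosome genes the real split gave 2.04 (2.18, 3 of 10), and the largest split parts the arrays by their range. For these the genotype is not set apart from other groupings. Among these genes Lipa, the lysosomal acid lipase, had a log2 fold change of -1.57 (SE 0.63), or -0.93 without Nas484, and Ifit3, an interferon target, had 1.31 (SE 0.53), or 0.86 without Nas483, each with adjusted p = 0.946 from limma.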

How the results depend on the processing

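Settings that leave out or block the arrays of Nas484 and Nas497, block the array range, take the interquartile range or the actin 3' minus 5' difference as a covariate or leave out normalization were chosen after the data were seen. Under each setting run, 0 genes passed limma's adjusted threshold in either direction, against 405 higher and 332 lower at an unadjusted p under 0.05. The 737 genes of both directions at the unadjusted threshold became 403 without the mouse Nas478, 449 without Nas483, 1542 without Nas484, 362 with only genes above the median mean, 1453 with array weights, 1335 without both arrays of Nas484 and Nas497 (1311 without renewed normalization), 1753 with that array split as a block, 1184 with the actin difference as a covariate, and 1822 over all probe sets. The Table S3 chemokines and the Table S1 milk components kept their direction in all settings, with medians from 0.43 to 1.28 and from -2.56 to -0.45, and with the preset correlation they passed in all but 1, the actin difference as a covariate, where the milk components did not (-0.45, adjusted p = 0.115, and from 3.32e-14 to 0.551 over the alternatives). The medians ran from 0.68 to 1.19 and from -1.86 to -0.87 with single mice left out. With an estimated correlation they did not pass, at medians of 0.94 and -1.33 with all mice, with or without the array split as a block, and of 1.16 and -1.0 without both arrays and without renewed normalization. The Table S2 signaling genes kept their direction but did not pass at -1.27 with an estimated correlation, with the block or without it, at -1.03 with the actin difference as a covariate, and at -0.89 without both arrays (-0.78 without renewed normalization, with either correlation). Of 110 named genes, 91 kept their sign under each of up to 19 settings run for them and 19 did not, and 0 passed under any. With values scaled to a common median, the sign turned for engulfment receptors -0.056, other chemokines -0.43, macrophage markers -0.080, adipocyte markers -0.56, luminal markers -0.30, myoepithelial markers -0.33, endothelial markers -0.25, fibroblast genes -0.93, apoptosis regulators -0.28, Ccl22 0.27, Rac1 -0.82, Krt18 -0.23, Krt8 -0.071, Cdh1 -0.75, Stat3 -0.91, Retn -0.38 and Bcl2l1 -0.28. With the mean of all probe sets of a gene it turned for engulfment receptors -0.22, receptors not picked by the study -0.059, endothelial markers -0.14, apoptosis regulators -0.067, immediate early genes 0.099, Axl -1.31, Rac1 -0.66, Aurkb 0.23 and Bid -0.63. Without probe sets that can cross-hybridize it turned for Rac1 -0.80. Over genes above the median mean it turned for adipocyte markers -0.0012, inflammatory cytokines -0.13 and immediate early genes 0.11. Without the arrays of Nas484 and Nas497 it turned for acute phase genes 0.074, focal adhesion 0.12, Csn3 0.056, Ccl3 -0.47 and Stat3 -0.024. Without renewed normalization of those 4 arrays it turned for acute phase genes 0.061, focal adhesion 0.11, Csn3 0.055, Ccl3 -0.38 and Stat3 -0.024, also with an estimated correlation for the lists. With the array range as a block it turned for endothelial markers -0.10, immediate early genes 0.087, Ccl3 -0.51 and Ccl4 0.13. With the actin difference as a covariate it turned for engulfment receptors -0.028, other chemokines -0.12, phagocytosis machinery 0.42, lysosome 0.16, T and NK cell markers -0.011, endothelial markers -0.33, skeletal muscle markers 0.17, cell cycle -0.19, immediate early genes 0.25, Csn1s2a 0.60, Csn3 0.24, Csnk1a1 0.38, Csn1s1 0.30, Ccl3 -1.65, Cd8a -0.11 and Aurkb 0.019. With the interquartile range as a covariate it turned for acute phase genes 0.056, endothelial markers -0.18, skeletal muscle markers 0.20, immediate early genes 0.17, Ccl3 -1.0 and Ccl4 0.29. Without normalization between arrays it turned for adipocyte markers -0.085, fibroblast genes -0.45, Ccl22 0.74, Ccl4 0.27, Rac1 -0.35, Cdh1 -0.28 and Stat3 -0.44. With each mouse left out in turn, the ranges that cross 0 were -0.34 to 0.28 for other chemokines, -0.036 to 0.53 for neutrophil markers, -0.086 to 0.25 for B and plasma cell markers, -0.17 to 0.36 for adipocyte markers, -0.12 to 0.46 for luminal markers, -0.23 to 0.33 for endothelial markers, -0.16 to 0.59 for fibroblast genes, -0.63 to 0.27 for skeletal muscle markers, -0.29 to 0.052 for focal adhesion, -0.072 to 0.40 for apoptosis regulators, -0.68 to 0.13 for immediate early genes, -0.50 to 0.00059 for Csn3, -0.78 to 1.28 for Ccl3, -1.06 to 0.30 for Ccl22, -0.40 to 0.20 for Ccl4, -0.93 to 0.45 for Tyro3, -0.053 to 0.91 for Axl, -0.00064 to 0.43 for Rac1 and -0.094 to 0.68 for Cdh1. The value of Axl with the mean of its probe sets rests in part on values at the floor. For each of these changes the cause was not tested. No paired analysis was possible because the mice carry no shared replicate numbers. Dim genes are the least certain, since between 82 and 1151 values per array lay below the floor.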

Differences from the paper's values

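Values are fold changes of Rac1-/- against WT glands, with a minus sign where the Rac1-/- mean is lower. The paper states no normalization or test for the arrays. Of 19 values of the paper's Table S3 compared, 11 differ from those found here by more than the spread between mice or in sign, 4 of them in sign, and of 5 values of Fig. S7F 2 differ. For Ccl22 the paper's Table S3 gives 1.44 and the value here was -1.37. It lies within the spread but has the other sign, and of the alternatives set before the data were examined only those without Nas484, without Nas496 and with values scaled to a common median give the sign of the paper within the spread. For Cxcl16 the paper's value is 1.27 and the value here was 1.96, and only the settings without Nas496, without Nas497 and with values scaled to a common median come within the spread. For Ccl4 the paper's value is 1.38 and the value here was -1.04, and only the settings without Nas478, without Nas483 and without Nas518 come within the spread. For Cxcl13 the paper's value is 1.10 and the value here was 1.87, and only the settings without Nas478, without Nas483, without Nas518 and with values scaled to a common median come within the spread. For Cxcl1 the paper gives 1.08 and 1.68 and the value here was 4.26. The mean of all probe sets, 2.50, comes within the spread of 1.68 and no such setting does for 1.08, while the other probe sets of Cxcl1, taken on their own after the values were seen, gave 1.42 and 2.59, within the spread of both. For Ccl25 the paper's value is 1.27 and the value here was 1.64, and only scaling to a common median and the mean of all probe sets come within the spread. Cxcl2 is too dim in WT for an exact fold, with a mean log2 intensity of 2.66, so its value is rough. For Ccl27a (the paper's 1.17 against 3.12), Cxcl2 (the paper's 1.92 against 10.5) and Ccl17 (the paper's 1.30 against -1.68) none of the alternatives set before the data were examined does. For Ccl24 (the paper's 1.26 against -2.04) those without Nas496, without Nas518 and with values scaled to a common median do, but with the other sign. For Tyro3 the paper shows about -4.0 in Fig. S7F, read by eye, and the value here was -1.19. No alternative set beforehand with 1 value per gene comes within the spread, but the other probe set of Tyro3, taken on its own after the values were seen, gave -3.78. For Axl the paper shows about -1.3 in Fig. S7F, read by eye, and the value here was 1.22, which lies within the spread but has the other sign, and of the alternatives set beforehand only that without Nas518, at -1.04, gives the sign of the paper within the spread.

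Settings chosen after the values were seen also reach some of the paper's values. Without normalization between arrays Ccl22 (1.67), Cxcl16 (1.39), Ccl4 (1.21) and Cxcl13 (1.50) come within the spread, a setting chosen after seeing the values under which 11 of the 19 values of Table S3 still differ and 2 have the other sign. With the interquartile range as a covariate, also chosen after seeing the values, Ccl27a (1.81), Ccl4 (1.22), Cxcl13 (1.22) and Ccl25 (1.38) do, while 10 of 19 values of Table S3 differ, 4 of them in sign, and 3 of 5 of Fig. S7F. With the actin 3' minus 5' difference as a covariate, also chosen then, Cxcl16 (1.32), Ccl27a (1.36), Cxcl13 (1.62) and Tyro3 (-2.86) do, while 12 of 19 values of Table S3 differ, 5 of them in sign, and 2 of 5 of Fig. S7F. With the array range as a block, also chosen then, Ccl4 (1.09) and Cxcl13 (1.48) do, while 12 of 19 differ and 4 have the other sign. Without the arrays of Nas484 and Nas497, also chosen then, Cxcl16 (1.71, or 1.67 without renewed normalization) and Tyro3 (-2.12) do, while 15 of 19 values of Table S3 differ, 5 of them in sign, as do 2 of 5 of Fig. S7F (3 without renewed normalization). Other probe sets of Cxcl16 (1.92) and Ccl25 (1.19) taken on their own after the values were seen also come within the spread.

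The paper states that phagocytic receptors as gene sets were lower in Rac1-/- glands. Of 29 engulfment genes tested here 12 lay below and 17 above 0 and 0 passed limma's test, while 4 of the 5 genes the paper shows lay below 0 (Cd36, Mfge8, Cd14 and Tyro3). The paper lists its Table S3 chemokines as higher, and 14 of 18 lay above 0 here.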

Other observations

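Tests of the arrays that stand apart, of the scaling, of RNA quality and of the shares of luminal cells and macrophages were chosen after the results were seen, with bounds set after the values without both arrays were known, while the counts of other splits were planned for genes, engulfment receptors, chemokines and the lists of Tables S1 and S2 and were added for the other lists after they were seen. The genes of Table S1 fell as a group in Rac1-/- glands at involution day 2. The paper cites Tables S1 and S2 beside Figure 2, which shows glands of a second pregnancy, so they may come from other samples. All 11 genes of Table S1 lay below 0, with a median log2 fold change of -1.33 (camera adjusted p = 9.20e-10, and adjusted p = 0.143 with an estimated correlation), or -0.87 without the mouse Nas497, and with the actin 3' minus 5' difference of the arrays, a measure of RNA quality, as a covariate they did not pass, at -0.45. Of these genes Csnk1a1 and Csnk1g3 code for casein kinases and not for milk components, and for the other 9, a list chosen after the data were seen, the median was also -1.33 (camera adjusted p = 9.61e-09, and 0.108 with an estimated correlation), or -0.57 (adjusted p = 0.0719) with the actin difference as a covariate. Wap, the whey acidic protein, had a log2 intensity of 15.05 ± 0.23 (SD, n = 3) in WT and 12.28 ± 0.43 (SD, n = 3) in Rac1-/- glands (log2 fold change -2.77, SE 0.45, limma adjusted p = 0.653), and Lalba and Xdh had -2.07 (SE 0.52) and -1.98 (SE 0.53). These 3 passed when adjusted over the list alone, which is not independent evidence if the study chose the list on these samples. Probe sets of the caseins disagree in size, so they are not ranked against these. Csn1s2a had -1.33 (SE 0.80) on its brightest probe set, where the groups overlap and which was -0.40 without Nas497, -1.57 (SE 0.59), -5.50 (SE 1.13) and -5.36 (SE 0.71) on others, where they do not, and -0.21 (SE 1.11) on a dim one, where they do, and Csn3 had -0.31, or 0.00059 without Nas497 and -0.50 without Nas496, and -1.38 (SE 0.62) on another. Of Table S2, 4 signaling genes were measured, all below 0, with a median of -1.27 (camera adjusted p = 0.000376, and adjusted p = 0.310 with an estimated correlation), Elf5 at -1.45 (SE 0.47), with -0.36 (SE 0.52) on another probe set, and Stat5a at -1.68 (SE 0.71), or -0.90 without Nas484, and 0 passed when adjusted over the list alone. The group no longer passed without the arrays of Nas484 and Nas497, at -0.89 (adjusted p = 0.0776, and from 7.99e-05 to 0.551 over the alternatives).

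Genes of fatty acid and milk fat synthesis also fell as a group, with 22 of 27 below 0 and a median of -0.54 (camera adjusted p = 4.20e-06, and adjusted p = 0.274 with an estimated correlation), or -0.31 without Nas497 and -0.98 without Nas484. Cidea and Plin2, which coat lipid droplets, had -2.50 (SE 0.59) and -1.41 (SE 0.47), and the fatty acid binding protein gene Fabp3 had -2.27 (SE 0.58). With the interquartile range as a covariate the group did not pass, at -0.082 (adjusted p = 0.156, and from 1.59e-13 to 0.551 over the alternatives), nor with the actin 3' minus 5' difference as a covariate, at -0.0018. Of 22 genes of Stat3 signaling and the acute phase, 13 lay below 0 with a median of -0.24 (camera adjusted p = 0.0749, and from 2.06e-06 to 0.883 over the alternatives), or 0.074 without both arrays. It was -0.12 without the mouse Nas484 and -0.076 (adjusted p = 0.668) without Nas497, and the list passed without Nas496 (-0.23, adjusted p = 0.0185). In all it passed under 3 of 22 alternatives, and the lowest median was -0.91. Saa2 and Lbp, acute phase genes, were lower when adjusted over the list alone, with -2.49 (SE 0.48) and -2.04 (SE 0.50), and Orm1 had -2.21 (SE 0.63), while Lif had 1.32 (SE 0.43) and Stat3 itself 0.15 (SE 0.42), from 0.048 to 0.30 with single mice left out, or -0.91 with values scaled to a common median. The genes with the smallest p include the mucin-like Glycam1 at -3.62 (SE 0.50), the phosphate transporter Slc34a2 at -3.09 (SE 0.45), the lipase Cel at -3.07 (SE 0.53) and the transcription factor Klf15 at -3.57 (SE 0.51) among those lower and Mesp2 at 2.67 (SE 0.47) and Olfml2a at 2.38 (SE 0.44) among those higher, and none of them passed limma's test. Klf15 was dim in Rac1-/- glands, with a mean log2 intensity of 2.44. Mesp2 and Olfml2a were dim in WT glands, with 3.23 and 3.87, so the sizes of these changes are rough.

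A candidate explanation of the lower milk genes is the pair of arrays that stand apart, but without both the median of the milk components was still -1.06. This speaks to that pair alone. Among the arrays left, the interquartile range was still wider in WT (2.85 and 2.42) than in Rac1-/- glands (1.98 and 1.48). The test therefore cannot decide on the array range. With a common median, the median of the milk components was -2.45 relative to all genes, so the fall is not specific to quantile normalization. That scaling leaves the array range as it was, and the widest ranges, in Nas478 and Nas483, were both in WT. A narrower range around the same median brings down bright genes such as these. The value thus cannot argue against scaling. A lower share of luminal epithelial cells should lower their other markers by a like amount. But 16 luminal markers, none of them in the milk list, had a median of 0.15 (SD of the members 0.75, camera adjusted p = 0.356). It was -0.30 with values scaled to a common median and -0.12 without Nas484. With the interquartile range as a covariate they passed toward higher values (0.46, adjusted p = 0.0346, and from 0.0346 to 0.991 over the alternatives). These markers speak to luminal cells as a whole. A lower share of secretory cells among the luminal cells was not tested. RNA quality, as the actin 3' minus 5' difference shows it, cannot be told from genotype. That difference was lower on every Rac1-/- array than on every WT array, while the Gapdh difference overlapped between the groups. A lower value means less 3' signal relative to 5' signal, and whether it stands for better or worse RNA was not tested. With the actin difference as a covariate the median of the milk components was -0.45 (standard error 0.44). The genotype is thus 1 hypothesis, untested beyond these mice. The scaling and range of the arrays, the share of secretory cells, RNA quality and the stage of involution of the glands stay open.

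For the higher chemokines the arrays of Nas484 and Nas497 are argued against in the same way, since without both the median was 1.28. This again speaks to that pair and not to the array range. The scaling stays open, as with a common median the chemokine median was 0.54 relative to all genes, with a standard error of 0.35. RNA quality stays open too, as with the actin difference as a covariate it was 0.68, with a standard error of 0.50. Both standard errors come from the spread between the genes of the list and leave out the spread between mice. More macrophages in the gland may add to the rise of the chemokines, with a median of 0.64 over the macrophage markers that does not hold in every scaling. A change per cell and a change in cell number thus cannot be told apart in whole glands.

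The 6 mice can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 0 genes at the adjusted threshold and the highest other split 0, so all 10 gave as many. At an unadjusted p under 0.05 it gave 737 genes, and 5 splits gave as many or more. The highest, 3297 genes, sets Nas478, Nas483 and Nas496 against Nas484, Nas497 and Nas518, the 3 arrays with the narrowest range of intensities, and points to a structure of the samples. With that split as a block, 751 genes had an unadjusted p under 0.05 and 0 passed. As -log10 of the camera p, the real split gave 10.5 for the milk components (highest other 3.68), 4.16 for the Table S2 genes (2.85) and 5.12 for the Table S3 chemokines (2.87), each 1 of 10 splits as large. The study chose the Table S3 chemokines on these samples for being higher, which favours the real split, so their rank carries no weight, and the same holds for Tables S1 and S2 if they come from these samples. It gave 0.306 for the engulfment receptors (0.588, 3 of 10) and 0.369 for the other chemokines (1.41, 6 of 10). For the lists added it gave 6.33 for fatty acid and milk fat synthesis (4.52), 1 of 10. It gave 1.16 for the receptors that the study did not pick (0.926), also 1 of 10. That list leaves out genes picked as lower on these samples, which favours the real split, so its rank carries no weight. The real split gave 3.03 for the macrophage markers (8.17, 3 of 10) and 1.71 for the phagocytosis machinery (2.62, 5 of 10). It gave 1.29 for the neutrophil markers (1.43, 2 of 10) and 1.08 for the inflammatory cytokines (1.78, 2 of 10). For the lists from the macrophage markers on, other groupings of the mice part the genes as well or better.

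The remaining lists did not pass camera. The median log2 fold change was 0.13 over 12 myoepithelial markers (adjusted p = 0.528), 0.060 over 11 adipocyte markers (0.806), 0.089 over 13 endothelial markers (0.776), 0.074 over 13 fibroblast and matrix genes (0.748), -0.23 over 14 skeletal muscle markers (0.528), 0.34 over 16 cell cycle genes (0.356), -0.12 over 18 genes of focal adhesion and basement membrane (0.528), 0.13 over 15 apoptosis regulators (0.576) and -0.0024 over 14 immediate early and heat shock genes (0.356). For the adipocyte and endothelial markers the mean and the direction of the test differ in sign (0.015 and lower, 0.026 and lower), and all of these medians change sign under some setting. With single mice left out, the median ran from 0.0097 to 0.29 for the myoepithelial markers and from 0.14 to 0.47 for the cell cycle genes. The fibroblast and matrix genes passed without Nas497 (0.59, adjusted p = 0.0347) and with the actin 3' minus 5' difference as a covariate (1.04, 0.00269), and the skeletal muscle markers without Nas483 (-0.63, 0.0483) and without Nas496 (-0.63, 0.0264). The focal adhesion genes passed with values scaled to a common median (-0.68, 0.0122) and without normalization between arrays. Over all alternatives the adjusted p ran from 0.00269 to 0.991, from 0.0264 to 0.980 and from 0.0122 to 0.976 for these lists in turn. The legends of Tables S1 and S2 do not state the stage, so each of their 17 fold changes was set beside the closest probe set of its gene. Of these, 2 lay within 1% of that probe set (Csn1s2a at -45.1 and Stat5b at -2.30), and 16 had its sign. Xdh (-3.95 against the paper's -3.86) and Csn2 (-2.07 against -2.12) lay 2.4% and 2.5% away, and the others with a probe set from 6.1% to 38.2%. Table S3 is from involution day 2 by its legend, and 11 of its 19 values also differ from those here. Few close matches thus do not speak for other samples, and whether Tables S1 and S2 come from these samples is not settled.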
